# Profiling of Tregs across tissues reveals plasticity in ST2 expression and hierarchies in tissue-specific phenotypes

**DOI:** 10.1016/j.isci.2022.104998

**Published:** 2022-08-24

**Authors:** Sabine Spath, Florence Roan, Scott R. Presnell, Barbara Höllbacher, Steven F. Ziegler

**Keywords:** Immunology, Components of the immune system, Transcriptomics

## Abstract

Foxp3^+^ regulatory T cells (Tregs) are critical mediators of peripheral tolerance and immune homeostasis and exert tissue-specific functions. In many nonlymphoid tissues, Tregs show enriched expression of the IL-33 receptor ST2. Through comprehensive profiling of murine ST2^+^ and ST2^-^ Tregs, we found that Treg transcriptomes and phenotypes formed a hierarchical relationship across tissues. Only a small core signature distinguished ST2^+^ Tregs from ST2^-^ Tregs across all tissues, and differences in transcriptional profiles were predominantly tissue-specific. We also identified unique, highly proliferative, circulating ST2^+^ Tregs with high migratory potential. In adoptive transfers, both ST2^+^ and ST2^-^ Tregs seeded various host tissues and demonstrated plasticity in ST2 expression. Furthermore, Tregs from donor lungs were differentially recovered from host nonlymphoid tissues in an IL-33-dependent manner. In summary, our work identified tissue residency rather than ST2 expression as a primary driver of tissue Treg identity and highlights the unique, tissue-specific adaption of ST2^+^ Tregs.

## Highlights

• Tissue of residency rather than ST2 expression is a primary driver of Treg identity
• A small core signature distinguishes ST2^+^ Tregs from ST2^-^ Tregs across tissues
• Circulating ST2^+^ Tregs have diverse chemokine receptor profiles
• Plasticity of ST2 expression on transferred Tregs occurs in a tissue-specific manner

## Introduction

Foxp3^+^ regulatory T cells (Tregs) are a distinct lineage of CD4^+^ T cells required throughout life to maintain self-tolerance (Kim et al., 2007), and the loss or absence of Tregs in humans and mice results in lethal autoimmunity (Bennett et al., 2001; Brunkow et al., 2001; Wildin et al., 2001). A primary function of Tregs is to limit autoimmune-driven inflammation and resolve inflammation after tissue injury or infection. However, Tregs perform a wide breadth of homeostatic functions beyond the suppressive roles that have been classically ascribed to them. Tregs maintain tissue integrity and promote tissue repair after injury at multiple sites including the lungs, skin, heart, skeletal muscle, and CNS (Arpaia et al., 2015; Burzyn et al., 2013; Liesz et al., 2009; Nosbaum et al., 2016; Xia et al., 2020); they help maintain stem cells in the skin, gastrointestinal tract, and bone marrow (Ali et al., 2017; Fujisaki et al., 2011; Hirata et al., 2018); and in the visceral adipose tissue (VAT), they help maintain metabolic homeostasis and regulate insulin sensitivity (Bapat et al., 2015; Feuerer et al., 2009; Kolodin et al., 2015; Vasanthakumar et al., 2015).

Under homeostatic conditions, Tregs are found in both lymphoid and nonlymphoid tissues throughout the body and can be broadly characterized as “resting” central Tregs (cTregs) or “activated” effector Tregs (eTregs) in mice based on the expression of CD44 and CD62L (Smigiel et al., 2014). cTregs are found predominantly in lymphoid tissues and actively recirculate. In contrast, eTregs are enriched in nonlymphoid tissues and are locally maintained to a greater degree (Smigiel et al., 2014), though Treg migration can occur between the skin or colon and the draining lymph nodes even under steady-state conditions (Kolodin et al., 2015; Luo et al., 2016; Nakanishi et al., 2018; Tomura et al., 2010). Some eTreg subpopulations such as those that express CD49b have been shown to be more migratory and perivascular in localization (Fan et al., 2018).

Tregs in nonlymphoid tissues (tissue Tregs) from a variety of sites express the interleukin-33 (IL-33) receptor ST2 (also called IL1RL1) at higher frequencies than their counterparts in lymphoid tissues (Delacher et al., 2017; DiSpirito et al., 2018; Schiering et al., 2014; Vasanthakumar et al., 2015). ST2 has thus emerged as a marker for tissue Tregs. Using a tissue Treg phenotype defined by the expression of KLRG1 and ST2, analyses of chromatin accessibility and single cell transcriptomics identified a Batf-dependent molecular program that can drive differentiation of tissue Treg precursors in lymphoid organs into tissue Tregs (Delacher et al., 2017, 2020). Data from several studies now support a model in which stepwise differentiation and functional specialization of tissue Tregs begins in lymphoid organs but requires local environmental cues within the peripheral tissues for full expression of the tissue Treg phenotype (DiSpirito et al., 2018; Li et al., 2018; Miragaia et al., 2019; Vasanthakumar et al., 2015).

In several tissues, IL-33, the only known ligand for ST2, can drive Treg accumulation. The age-related accumulation of Tregs in adipose tissue and Treg accumulation after tissue injury in skeletal and cardiac muscle are dependent on IL-33 (Kuswanto et al., 2016; Li et al., 2018; Vasanthakumar et al., 2015; Xia et al., 2020). In addition, systemic administration of IL-33 drives the expansion of Tregs (Hemmers et al., 2021; Matta et al., 2014). However, ST2 is expressed on a wide variety of hematopoietic and non-hematopoietic cell types, and IL-33-mediated expansion of Tregs can occur in the absence of Treg-specific ST2 expression (Hemmers et al., 2021). Thus, the degree to which intrinsic ST2 signaling in Tregs drives the tissue-specific imprinting of Tregs or drives the accumulation, retention, activation, and development of Tregs in tissues is not known. In addition, the factors that drive ST2 expression on Tregs and the relationship between ST2^+^ Tregs and ST2^-^ Tregs within individual tissues or across different tissues also remain poorly understood.

In this study, we found that ST2^+^ Tregs displayed a remarkable diversity in frequency and phenotype across tissues. For an unbiased comparison of ST2^+^ and ST2^-^ Tregs within and across tissues, we performed RNA sequencing (RNAseq) of ST2^+^ CD44^hi^ and ST2^-^ CD44^hi^ Tregs from blood, spleen, lungs, VAT, colon, and skin. Across the tissues studied, Treg transcriptomes displayed a hierarchical order that may represent graded levels of activation or differentiation across tissues. ST2^+^ Tregs shared only a small number of differentially expressed genes that universally distinguished them from ST2^-^ Tregs across all the tissues examined but displayed different transcriptional profiles from ST2^-^ Tregs within individual tissues, particularly in the blood. Of note, the frequency of Tregs that expressed ST2 in the blood was higher than in some tissues such as the colon and circulating ST2^+^ Tregs had a diverse chemokine receptor profile suggesting a high migratory potential. Through adoptive transfers, we demonstrate plasticity in Treg ST2 expression, indicating that ST2 expression on Tregs does not represent a terminal activation or differentiation step. In addition, ST2^+^ Tregs from the lungs had a diminished ability to repopulate certain nonlymphoid tissues in IL-33-deficient hosts and thus may have developed a requirement for IL-33 signaling for their accumulation.

## Results

### ST2^+^ Tregs vary in frequency and phenotype across tissues

Tregs in nonlymphoid tissues are functionally and phenotypically distinct from those in lymphoid organs. Several studies have identified the IL-33 receptor ST2 as a marker of tissue Tregs (Delacher et al., 2017; DiSpirito et al., 2018; Schiering et al., 2014; Vasanthakumar et al., 2015). However, the extent to which tissue residency drives ST2 expression on Tregs and whether the phenotype of ST2^+^ Tregs differs in different tissue microenvironments is not well known. To address this open question, we performed an extensive analysis of Tregs from blood, spleen, lungs, abdominal VAT, colonic lamina propria, and back skin in mice. Within the tissues analyzed, the frequency of Tregs among CD4^+^ T cells was lowest in blood, spleen, and lungs and highest in VAT, colon, and skin (Figures S1A and S1B). The frequency of Tregs expressing ST2 was lowest in spleen and highest in VAT and skin (Figures 1A and 1B). Given that ST2 is considered a marker for tissue Tregs, we were surprised to find that about 30% of Tregs in the blood expressed ST2, which was approximately equivalent to Tregs in the lungs and higher than Tregs in the colon (Figures 1A and 1B). Since sex-specific differences have been reported for Tregs in the VAT (Vasanthakumar et al., 2020), we also analyzed males and females separately. The frequency of both Tregs and ST2^+^ Tregs in VAT was lower in females than in males, whereas no sex-specific differences were found in blood, spleen, lungs, colon, or skin (Figures S1C and S1D). Within lymph nodes (LN) draining the lungs, colon, or skin, Treg and ST2^+^ Treg frequencies were comparable to frequencies found in the spleen (Figures S1E and S1F).

**Figure 1:**
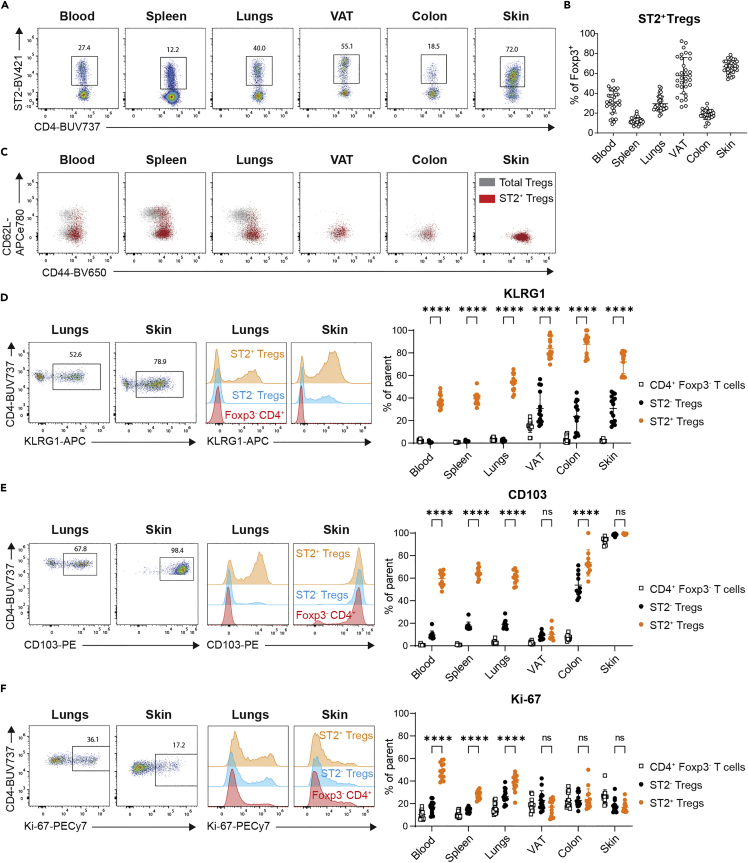
Frequency and phenotype of ST2^+^ Tregs across tissues The frequency and phenotype of Tregs from Foxp3^YFP−cre^ mice were assessed by flow cytometry. (A) Representative flow plots showing ST2 vs CD4, gated on live singlets, CD45^+^, TCRβ^+^ CD4^+^ FOXP3^+^ cells in blood, spleen, lungs, VAT, colon, and skin. (B) Frequency of ST2-expressing Tregs across tissues, based on gating in Figure 1A. Data are pooled from 7 experiments, each with n = 4–6 per cohort. (C) Representative overlays of ST2^+^ Tregs (red) on total Tregs (gray), showing CD62L vs CD44 expression in indicated tissues, pregated on live singlets, CD45^+^, TCRβ^+^ CD4^+^ FOXP3^+^ cells. (D–F) Left: representative flow plots and histograms showing staining of (D) KLRG1, (E) CD103, and (F) Ki-67 in selected tissues and populations (orange: ST2^+^ Tregs, blue: ST2^-^ Tregs, red: Foxp3^-^ CD4^+^ T cells), Right: frequency of (D) KLRG1, (E) CD103, and (F) Ki-67 on ST2^+^ Tregs, ST2^-^ Tregs, and Foxp3^-^ CD4^+^ T cells across tissues. D and F: Data are pooled from 3 experiments of n = 5 each. E: Data are pooled from 2 experiments of n = 5 each, except for VAT and colon with n = 4 in one of 2 experiments. Data are plotted as mean ± SD and indicated means were compared with two-way ANOVA with Sidak’s multiple comparisons test, ns p > 0.05, ∗∗∗∗p < 0.0001. Abbreviations: VAT: visceral adipose tissue, TCR: T cell receptor. See Figure S1 for flow cytometric gating and analysis of Tregs across tissues and in secondary lymphoid organs.

Within peripheral nonlymphoid tissues, most Tregs are eTregs, a subset that has been commonly defined by high expression of CD44. We found that only CD44^hi^ Tregs expressed ST2 (Figure 1C), suggesting that ST2 may be expressed exclusively by eTregs. In tissues like blood, spleen, and lungs that harbor a population of CD62L^+^ Tregs, a small subset of ST2^+^ CD44^hi^ Tregs co-expressed CD62L (Figure 1C). Across all tissues, a higher frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed the activation marker KLRG1 (Figure 1D), whereas another eTreg-associated marker CD103 was differentially expressed between ST2^+^ Tregs and ST2^-^ Tregs in blood, spleen, lungs, and colon but not in VAT and skin (Figure 1E). When we assessed proliferation based on the expression of the intranuclear marker Ki-67, we found that a higher frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed Ki-67 in the blood, spleen, and lungs. In VAT, colon, and skin, the frequency of Tregs expressing Ki-67 was low overall but comparable between both Treg populations (Figure 1F). Of all the populations analyzed, ST2^+^ Tregs in the blood had the highest frequency of Ki-67. Across the LNs analyzed, there were small differences in the frequency of ST2^+^ Tregs expressing markers such as CD103, suggesting some contribution of the draining tissues to the LN Treg phenotype; however, a higher frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed KLRG1, CD103, and Ki-67 at all LN sites examined, which also paralleled what was seen in the spleen (Figures S1G–S1I). These data indicate that although ST2 is expressed specifically on activated Tregs, the correlation between ST2 and other markers of Treg activation and differentiation is marker- and tissue specific.

To better understand the relationship between ST2 expression and eTreg differentiation, we next analyzed the relative distribution of Tregs expressing ID2 or ID3 and ST2 across tissues. The differentiation of eTregs into a more suppressive and activated phenotype is thought to be a unidirectional terminal differentiation step that is accompanied by the loss of ID3 expression and a corresponding increase in ID2 (Sullivan et al., 2019). Using an Id2 reporter mouse line, we confirmed that tissues in which eTregs predominated, such as VAT, colon, and skin, had higher proportions of Id2^+^ Tregs than tissues with higher frequencies of cTregs, such as blood, spleen, and lungs (Figure 2A). Among the Id2^+^ Tregs, not all co-expressed ST2, and the degree varied by tissue (Figures 2A and 2B). Among ST2^+^ Tregs, about half co-expressed Id2 in blood, spleen, and lungs, and the majority co-expressed Id2 in VAT, colon, and skin (Figures 2A and 2C). Interestingly, the frequency of KLRG1^+^ Tregs was highest in Id2^+^ ST2^+^ Tregs followed by Id2^-^ ST2^+^ Tregs and was lowest in Id2^+^ ST2^-^ and Id2^-^ ST2^-^ Tregs, indicating that KLRG1 expression was more correlated with the expression of ST2 than Id2 (Figure 2D). Using an Id3 reporter line, we confirmed that findings from Id3^-^ Tregs were comparable to those of Id2^+^ Tregs (Figures S2A-S2D).

**Figure 2:**
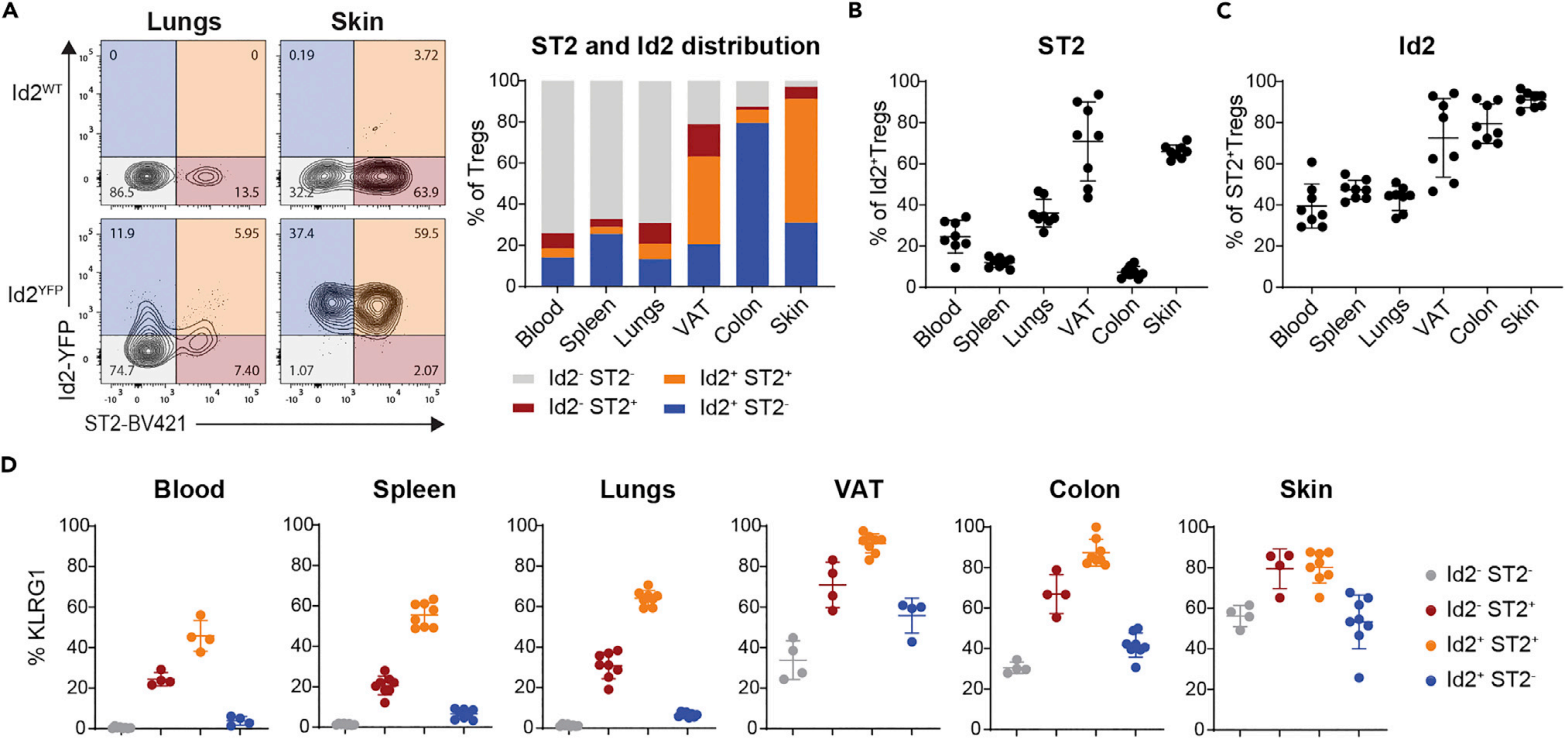
Correlation between Id2^+^ Tregs and ST2^+^ Tregs across tissues The frequency of Id2^+^ and ST2^+^ Tregs from Foxp3^mRFP^Id2^YFP^ reporter mice was assessed by flow cytometry. (A) Relative distribution of Id2 and ST2 on Foxp3^+^ Tregs in indicated tissues, left: representative flow plots, right: quantification. (B) Frequency of ST2^+^ cells among Id2^+^ Tregs in indicated tissues. (C) Frequency of Id2^+^ cells among ST2^+^ Tregs in indicated tissues. (D) Frequency of KLRG1 on indicated Treg populations from Figure 2A in blood, spleen, lungs, VAT, colon, and skin. A–D: Data are pooled from two independent experiments with n = 4 each; for D: data points were removed for populations that routinely had less than 100 cells. Data are plotted as mean ± SD. Abbreviations: VAT: visceral adipose tissue, TCR: T cell receptor. See Figure S2 for the correlation between Id3^-^ Tregs and ST2^+^ Tregs across tissues.

Collectively, these data suggest that ST2^+^ Tregs constitute a subpopulation of activated Tregs enriched in numerous nonlymphoid tissues as well as in circulation. We found that ST2^+^ Tregs varied substantially in both frequency and phenotype across the tissue types analyzed and that ST2 expression on Tregs in these tissues did not correlate strictly with other markers of Treg differentiation or activation.

### Tissue-specific gene expression patterns dominate over ST2-specific expression patterns

To better understand the relationship between ST2^+^ and ST2^-^ Tregs across different tissues, we performed RNAseq on sorted populations from blood, spleen, lungs, abdominal VAT, colon, and back skin. ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs were sorted from all six tissues; ST2^-^ CD44^lo^ CD62L^+^ Tregs were also sorted from the spleen and lungs. 

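RNA from these sorted cells was made into SMART-Seq v4 and NexteraXT libraries that were sequenced as 58-base single reads. There were 14 groups of 5 male Foxp3-YFP-cre mice, and the same 5 mice gave every group, so 70 libraries were made. The authors aligned the reads with STAR, counted them per gene with HTSeq-count, and kept libraries with more than 1000000 counts, more than 80% aligned reads and a CV of coverage below 0.7. The count table that the authors deposited was the starting point here, and no read was realigned. A minimum of 1000000 counts left out 3 libraries, which were blood ST2+ of mouse 1 (488666 counts), colon ST2+ of mouse 2 (3582 counts) and colon ST2+ of mouse 5 (62333 counts). The 67 kept libraries held 1304560 to 2759926 counts, with a median of 2039002. In ST2+ groups the counts ran from 1807002 to 2249479 in blood (4 libraries), from 1852476 to 2625746 in spleen (median 2451402) and from 1524842 to 2354863 in lungs (median 2276485). The remaining ST2+ groups held 1535947 to 2504324 counts in VAT (median 2206881), 1407509 to 2158030 in colon (3 libraries, median 1823786) and 1304560 to 2500529 in skin (median 1781287). ST2- CD44hi libraries held 1545636 to 2166518 counts in blood (median 1923164), 2195741 to 2656728 in spleen (median 2276631) and 1559367 to 2453648 in lungs (median 1908872). The same population held 1532998 to 2759926 counts in VAT (median 2010831), 1592181 to 2338195 in colon (median 1701012) and 1545763 to 2426957 in skin (median 1707138). CD44lo CD62L+ libraries held 1838429 to 2610618 counts in spleen (median 2398181) and 1829206 to 2670517 in lungs (median 2134486). Protein-coding genes with at least 1 CPM (counts per 1000000) in 10% of the kept libraries were tested, which left 13173 genes. Counts were scaled with TMM factors, and differences were fitted with edgeR's quasi-likelihood method with 1 term for each of the 14 groups. A gene was called a DEG at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. This rule was written down before the data were examined.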

In principal component analysis (PCA), the tissues were distributed in a gradient along PC1, with blood and spleen at one end, lungs and VAT near the middle, and colon and skin at the other end (Figure 3A). 

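PCA was computed on log2 CPM of the 13173 genes scaled to unit variance. PC1 held 16.0% of the variance of the 67 libraries and PC2 held 8.19%. Mean PC1 scores of CD44hi Tregs were -37.4 ± 6.23 in spleen (SD, n = 10 libraries) and -34.2 ± 12.7 in blood (SD, n = 9). They rose to -3.46 ± 11.5 in lungs (SD, n = 10) and 11.1 ± 12.7 in VAT (SD, n = 10). The highest means were 25.5 ± 14.9 in colon (SD, n = 8) and 88.0 ± 5.53 in skin (SD, n = 10). Neighbouring tissues were compared by permutation of libraries, with adjustment over the 5 comparisons. Lungs lay 33.9 above spleen (permutation p 2.0e-05, adjusted p 0.00010) and VAT lay 14.5 above lungs (permutation p 0.0179, adjusted p 0.0298). Colon lay 14.4 above VAT (permutation p 0.040, adjusted p 0.050). Skin lay 62.5 above colon (permutation p 4.57e-05, adjusted p 0.000114). Spleen differed from blood by -3.23 (permutation p 0.479). Libraries of 1 mouse were treated as separate units in these tests. With all 70 libraries kept, PC1 held 28.0% of the variance and its order of tissues was colon, blood, skin, VAT, lungs and spleen.

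**Figure D1:**
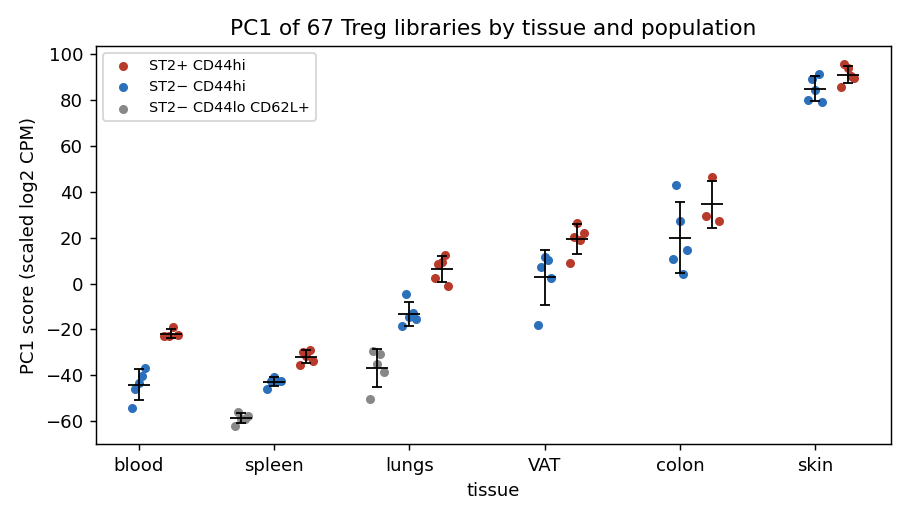
PC1 score of each kept library by tissue and Treg population, with the mean and SD of each group.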

Within most individual tissues, PC1 also separated Treg populations based on ST2 expression. 

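ST2+ Tregs had higher mean PC1 scores than ST2- CD44hi Tregs in all 6 tissues. Exact permutation tests of the 2 populations did not pair the libraries of a mouse, and were adjusted over the 6 tissues. In blood the scores were -21.8 ± 1.91 (SD, n = 4) in ST2+ and -44.1 ± 6.66 (SD, n = 5) in ST2- Tregs, a difference of 22.3 (exact p 0.0159, the smallest possible, adjusted p 0.0317). In spleen they were -31.9 ± 2.69 and -42.9 ± 1.98 (SD, n = 5 each), a difference of 11.0 (exact p 0.00794, the smallest possible, adjusted p 0.0238). Lung scores were 6.28 ± 5.61 and -13.2 ± 5.26 (SD, n = 5 each), a difference of 19.5 with the same exact p as in spleen. In VAT the scores were 19.5 ± 6.43 and 2.67 ± 12.1 (SD, n = 5 each), a difference of 16.8 (exact p 0.0238, adjusted p 0.0357). The VAT difference was not significant when mouse 2 (exact p 0.0857), mouse 3 (exact p 0.0571), mouse 4 (exact p 0.0571) or mouse 5 (exact p 0.0857) was left out. The blood difference had an exact p of 0.0571, the smallest possible, without mouse 2, 3, 4 or 5. Within mice with both libraries, ST2+ Tregs scored higher in every mouse in blood, spleen, lungs, VAT and colon and in 4 of 5 mice in skin. All ST2+ libraries scored above all ST2- CD44hi libraries in blood, spleen and lungs, and 4 of 5 did in VAT.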

ST2^+^ CD44^hi^ Tregs, ST2^-^ CD44^hi^ Tregs, and ST2^-^ CD44^lo^ CD62L^+^ Tregs each formed distinct clusters within the spleen and lungs; the separation between ST2^+^ Tregs and ST2^-^ Tregs was least apparent in colon and skin (Figure 3A). 

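Mean PC1 scores of ST2- CD44lo CD62L+ Tregs were -58.9 ± 2.18 in spleen and -36.8 ± 8.39 in lungs (SD, n = 5 each). In spleen these lay 15.9 below ST2- CD44hi Tregs and 27.0 below ST2+ Tregs (exact permutation p 0.00794 each, the smallest possible). In lungs they lay 23.6 below ST2- CD44hi and 43.1 below ST2+ Tregs, with the same exact p. Colon ST2+ Tregs scored 34.5 ± 10.4 (SD, n = 3) and colon ST2- Tregs 20.1 ± 15.4 (SD, n = 5), a difference of 14.4 (exact p 0.214, smallest possible 0.0357). Only 1 of the 3 colon ST2+ libraries scored above all colon ST2- libraries. Within each of the 3 mice with both colon libraries the ST2+ library scored higher, by a mean of 20.3. The unpaired exact test does not use this pairing. Skin ST2+ Tregs scored 91.1 ± 3.83 and skin ST2- Tregs 84.9 ± 5.45 (SD, n = 5 each), a difference of 6.25 (exact p 0.0794, adjusted p 0.0952). In skin, 2 of 5 ST2+ libraries scored above all ST2- libraries. When PCA was run on the CD44hi libraries alone, the skin difference was significant (exact p 0.0159). It was not significant with unscaled PCA (exact p 0.690) or the 500 most variable genes (exact p 0.5).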

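Intraclass correlations were computed for 4 factors on each of 10 PCs, and p-values came from permutation of libraries within mice with adjustment over the 40 tests. On PC1 the correlation was 0.923 for tissue (permutation p 1.0e-05, the smallest possible, adjusted p 3.33e-05) and 0.276 for Treg population (permutation p 0.00077). For tissue and population combined it was 0.976 on PC1. On PC2 it was 0.660 for tissue, 0.308 for population and 0.842 for both. Tissue gave 0.585 on PC3, against 0.581 for tissue and population combined. The combined value was 0.489 on PC4 and 0.695 on PC5, above that of tissue alone (0.228 and 0.377). It was 0.534 on PC6 and 0.145 on PC7, below that of tissue alone (0.549 and 0.208). On PC8, PC9 and PC10 the combined value was the higher. With all 70 libraries kept, the correlation for tissue was 0.0369 on PC1 and 0.862 on PC2. Treg population included CD44lo CD62L+ Tregs, sorted from spleen and lungs alone, so its values do not measure ST2 alone. In PCA of the CD44hi libraries, population gave 0.00254 on PC1 and 0.00461 on PC2. Tissue gave 0.966 and 0.723 there. The paper draws its inference that tissue type contributed strongly to the variance from its own intraclass correlations.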

Tissue type also showed high intraclass correlation across several PC coordinates, indicating that the tissue type was a large contributor to the variance captured by those principal components; combining tissue and Treg population resulted in an even higher correlation (Figure S3A). As expected, variables like mouse ID and measures of library quality such as CV coverage and percent aligned did not show a high correlation across PC coordinates (Figure S3A). 

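The intraclass correlation for mouse, with libraries permuted within groups, was -0.0730 on PC1 (permutation p 0.0711) and -0.0659 on PC2. It was 0.124 on PC4 (permutation p 0.00036, adjusted p 0.00072), 0.103 on PC5 and 0.140 on PC6. The highest values for mouse were 0.239 on PC7 (permutation p 1.0e-05, the smallest possible) and 0.200 on PC8. These PCs held 4.60% (PC4), 3.69% (PC5), 3.13% (PC6), 3.00% (PC7) and 2.65% (PC8) of the variance. CV of coverage and percent aligned were not used here.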

When we calculated Spearman’s rho for pairwise comparisons of all tissues, we found that clustering of ranked correlations demonstrated a hierarchy across tissues (Figure 3B). 

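Spearman's rho was computed between mean log2 CPM of the CD44hi libraries of each pair of tissues over 13173 genes. Its standard error (SE) came from a jackknife that left out 1 of 5 mice at a time. Between blood and spleen rho was 0.969 (SE 0.00385) and between blood and lungs 0.967 (SE 0.00394). It was 0.945 between blood and VAT (SE 0.00276), 0.922 between blood and colon (SE 0.0104) and 0.887 between blood and skin (SE 0.00517). The blood-spleen value exceeded the blood-lungs value by 0.00236 (SE 0.00228), and this difference was between 0.000487 and 0.00387 when each mouse was left out. Later steps in the order were 0.0219 (lungs to VAT, SE 0.00317), 0.0227 (VAT to colon, SE 0.00808) and 0.0349 (colon to skin, SE 0.00936). Spearman's rho was also 0.887 between spleen and skin. The order from blood was the same in all 12 settings. Pairs of single libraries instead of means gave 0.912 (spleen), 0.904 (lungs), 0.865 (VAT), 0.846 (colon) and 0.819 (skin).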

Gene expression in blood Tregs was most similar to those in spleen, followed by lungs, VAT, colon, and then skin.

**Figure 3:**
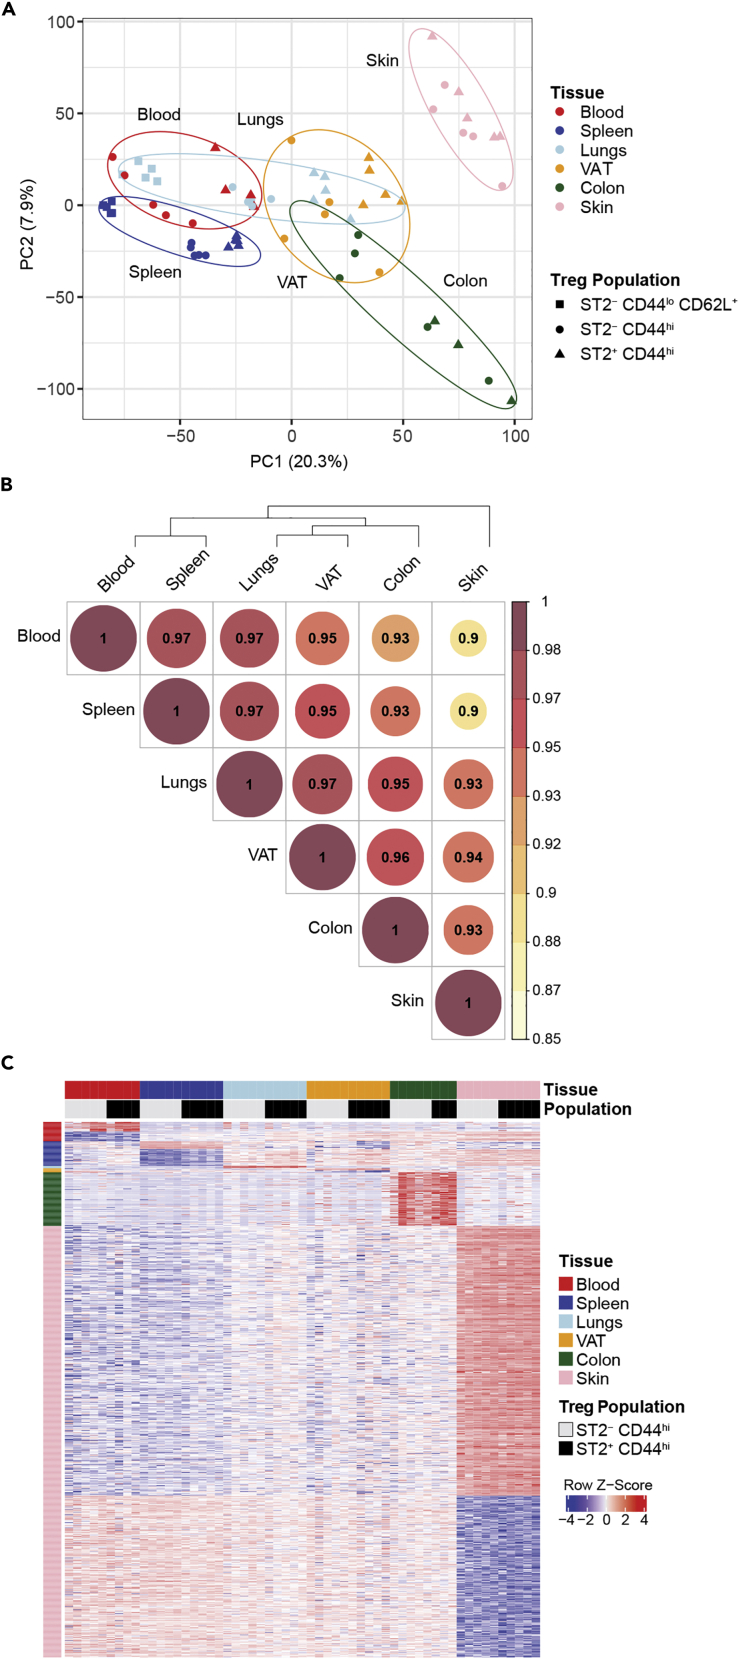
RNAseq analysis of ST2^+^ Tregs and ST2^-^ Tregs across tissues RNAseq was performed on flow sorted ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs from 6 different tissue sites (blood, spleen, lungs, VAT, colon, and back skin) and ST2^-^ CD44^lo^ CD62L^+^ Tregs from spleen and lungs. Data are from 5 male Foxp3^YFP−cre^ mice ages 16–19 weeks old. (A) PCA based on all genes from all populations and tissues. The percentages alongside the PC axes labels are the percentage of variance explained by each PC. (B) Dendrogram and correlation coefficient using Spearman’s ranked-based correlation analysis of all genes in libraries from ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs. (C) Heatmap of pooled tissue-specific DEGs, sorted by tissue. Data displayed as *Z* score. Abbreviations: VAT: visceral adipose tissue, PCA: principal component analysis, DEG: differentially expressed genes. See Figure S3 for the correlation of factors/categorical variables across PC coordinates and Venn diagrams identifying tissue-specific DEGs displayed in Figure 3C.

To further interrogate the differences in transcriptional profiles of Tregs across tissues, we next identified genes that were differentially expressed (DEGs) between Tregs in different tissues independent of ST2 expression status. We performed these analyses on libraries from ST2^+^ and ST2^-^ Tregs separately and then determined the overlap. For example, for blood-specific DEGs from ST2^+^ Tregs, we identified DEGs for blood vs spleen, lungs, VAT, colon, and skin and overlayed these gene sets in a Venn diagram to identify DEGs between ST2^+^ Tregs in blood and ST2^+^ Tregs in all other tissues (unique blood ST2^+^ DEGs). This process was then repeated with ST2^-^ Tregs. Genes unique to ST2^+^ Tregs in the blood and to ST2^-^ Tregs in the blood were then overlayed to identify genes that were unique to Tregs in the blood independent of their ST2 expression. We repeated this analysis for all tissues (Figures S3B–S3D). 

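For each of the 6 tissues, CD44hi Tregs were compared with those of each other tissue, separately in ST2+ and in ST2- Tregs. A gene was called specific to a tissue when it was a DEG in the same direction against all 5 other tissues in both populations by edgeR's quasi-likelihood test. There were 20 such genes in blood (2 higher and 18 lower), 23 in spleen (0 higher and 23 lower) and 2 in lungs (both higher). VAT had 1 gene, which was lower, and colon had 22 (21 higher and 1 lower). In blood the lower genes included Nfkbid (ENSMUSG00000036931, GRCm38 chromosome 7:30421732-30428746), at 40.9 ± 19.4 CPM (SD, n = 9) against 207 ± 44.0 CPM in spleen (SD, n = 10). Blood also had lower Il10 (ENSMUSG00000016529, GRCm38 chromosome 1:131019845-131024974), at 2.12 ± 2.93 CPM (SD, n = 9) against 29.8 ± 17.7 CPM in spleen (SD, n = 10). Spleen had lower Tnfaip3 (ENSMUSG00000019850, GRCm38 chromosome 10:19000910-19015657), at 301 ± 98.0 CPM (SD, n = 10) against 867 ± 167 CPM in blood (SD, n = 9). The VAT gene was Foxo1 (ENSMUSG00000044167, GRCm38 chromosome 3:52268336-52353221), at 154 ± 30.5 CPM against 262 ± 34.6 CPM in spleen (SD, n = 10 each). The lung genes were Sftpc (ENSMUSG00000022097, GRCm38 chromosome 14:70520949-70524081) and Scgb1a1 (ENSMUSG00000024653, GRCm38 chromosome 19:9083636-9087958). The top colon genes were Adamdec1 (ENSMUSG00000022057, GRCm38 chromosome 14:68563380-68582095), Zg16 (ENSMUSG00000049350, GRCm38 chromosome 7:127050156-127087328) and Lypd8 (ENSMUSG00000013643, GRCm38 chromosome 11:58379043-58390728). They varied widely between colon libraries, at 201 ± 200, 126 ± 218 and 160 ± 203 CPM (SD, n = 8 each). Sums of epithelial genes in colon ST2- libraries also ran from 67.6 CPM (mouse 1) to 3964 CPM (mouse 2). No test showed whether RNA of the lung and colon genes came from Tregs or from other cells of the tissue. By voom with quality weights there were 61 genes in colon, 4 in lungs and 3 in VAT, and with the stricter filter 4 in colon, 0 in lungs and 1 in VAT. With 1 mouse left out at a time, the genes numbered 3 to 14 in colon and 0 to 3 in VAT. The lowest colon number came without mouse 3.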

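Skin had 544 specific genes in CD44hi Tregs, of which 237 were higher and 307 were lower than in all 5 other tissues. With 1 mouse left out at a time the number was 362 to 460. None of 24 random splits of the libraries into 6 tissues of the same sizes, drawn within mice, gave any specific gene. Such splits put differences between tissues into the spread within groups, so calls from them were unlikely from the start. Among the higher genes was Stat3 (ENSMUSG00000004040, GRCm38 chromosome 11:100885098-100939540), at 1273 ± 135 CPM in skin (SD, n = 10) against 490 ± 60.0 CPM in the nearest tissue. Hacd3 (ENSMUSG00000033629, GRCm38 chromosome 9:64986983-65021693) was at 961 ± 133 CPM in skin (SD, n = 10) against 381 ± 58.3 CPM in colon (SD, n = 8). Among the lower genes was Gimap6 (ENSMUSG00000047867, GRCm38 chromosome 6:48701582-48708225), at 81.5 ± 14.5 CPM in skin against 709 ± 33.1 CPM in spleen (SD, n = 10 each). Its largest adjusted p over these comparisons was 1.29e-28 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Spleen had 23 specific genes and colon 22, and by voom with quality weights they had 31 and 61.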

A heatmap of all tissue unique genes demonstrated that the largest number of tissue-specific DEGs was found in Tregs in the skin, followed by Tregs in the colon (Figure 3C). 

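Median log2 CPM of the 237 genes higher in skin was 8.19 in skin, 6.31 in blood and 6.42 in spleen. Of these genes, 203 (85.7%) had a mean of blood and spleen below the mean of lungs, VAT and colon. That relation held in 55.1% of all 13173 tested genes. For the 307 genes lower in skin, median log2 CPM was 4.96 in skin, 6.73 in blood, 6.79 in spleen and 6.46 in lungs. Of these, 43 (14.0%) had a mean of blood and spleen below that of lungs, VAT and colon.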

Overall, the genes that were uniquely upregulated in skin Tregs were expressed at lower levels in blood and spleen, and conversely, genes that were uniquely downregulated in skin Tregs were expressed at higher levels in blood and spleen. 

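Blood and spleen together had 41 specific genes that were lower than in all other tissues and 2 that were higher. In skin, 34 of the 41 lower genes (82.9%) were above the mean of lungs, VAT and colon, against 46.6% of all tested genes. The higher genes were the beta-globin genes Hbb-bs (ENSMUSG00000052305, GRCm38 chromosome 7:103826534-103828096) and Hbb-bt (ENSMUSG00000073940, GRCm38 chromosome 7:103812524-103813996). Hbb-bs was at 71.9 ± 82.4 CPM in blood (SD, n = 9), and reads that fit several globin genes make the split between its paralogs uncertain.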

DEGs unique to spleen and blood Tregs also showed a reciprocal relationship in expression levels in blood and spleen Tregs compared to skin Tregs.

In summary, our experiments revealed a hierarchical order in the relationship of Treg transcriptomes across tissues and demonstrated a greater role for the tissue microenvironment than ST2 expression in distinguishing the transcriptional profiles of different Treg populations across the tissues examined.

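Tissue and ST2 were compared in the 57 CD44hi libraries. The median share of a gene's variance was 27.9% for tissue, 1.15% for ST2, 6.38% for their interaction and 6.10% for mouse (13173 genes). In 100 shuffles of the labels within mice, the share of tissue had a median of 7.98% and a maximum of 11.9%. The share of ST2 in these shuffles had a median of 0.788% and a maximum of 1.44%. The interaction had a shuffled median of 7.86%, above its real share. Because the shuffles also broke up the tissue effect, its variance entered the other shuffled shares. The shuffled shares are therefore no chance level for ST2 or for the interaction. Mouse stayed fixed in these shuffles, so its share was not tested. Per degree of freedom, tissue exceeded ST2 in 81.5% of genes. With 1 mouse left out at a time, the share was 29.0% to 31.3% for tissue and 1.27% to 1.40% for ST2. Median rho between libraries of different mice was 0.921 for the same tissue and different ST2 populations (108 pairs). For the same ST2 population and different tissues it was 0.876 (542 pairs). The difference of 0.0444 had a permutation p of 0.00010, the smallest possible with 10000 shuffles. The paper concludes from the order of tissues in PCA, rank correlation and tissue-specific genes that the tissue microenvironment distinguished Treg transcriptomes more than ST2 did. ST2 has 2 levels and tissue has 6, and the sort set the share of ST2+ cells in each tissue, so the shares describe these libraries and not the Treg pool of a tissue.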

### A small core set of genes define a common ST2^+^ Treg signature across tissues

To compare the transcriptional profiles of ST2^+^ and ST2^-^ Tregs, we identified the DEGs between ST2^+^ and ST2^-^ Tregs in individual tissues (FC > 1.5 and adjusted p value <0.05; Figure 4A). Blood Tregs had the largest number of DEGs between ST2^+^ and ST2^-^ Tregs with nearly 500 genes that were up- or downregulated between these two populations; skin Tregs had the fewest number of DEGs with fewer than 60 genes (Figure 4A; for a full list of DEGs from all tissues see Table S1). 

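With edgeR's quasi-likelihood fit of all 14 groups, ST2+ and ST2- CD44hi Tregs differed in 532 genes in blood (296 higher and 236 lower in ST2+ Tregs). The counts were 42 in spleen (41 higher and 1 lower), 103 in lungs (66 higher and 37 lower) and 411 in VAT (167 higher and 244 lower). They were 9 in colon (4 higher and 5 lower, n = 3 ST2+ and 5 ST2- libraries) and 28 in skin (11 higher and 17 lower). At an unadjusted p below 0.05 there were 2476 genes in blood, 680 in spleen, 1321 in lungs, 2333 in VAT, 664 in colon and 1114 in skin. Random splits of the same libraries drawn within mouse pairs gave at most 22 DEGs in blood, 22 in VAT and 5 in skin, and 0 in the other tissues. Such splits are few where pairs are few (4 in blood and 3 in colon), so the draws repeat them. Splits of a tissue drawn freely and without repeats gave at most 136 in blood, 69 in VAT, 8 in skin, 6 in colon, 1 in spleen and 0 in lungs. Among these the real split ranked 1 of 25 in each tissue, so a random split as large could be excluded only to that limit. By voom with quality weights the counts were 436 in blood (236 higher and 200 lower), 225 in spleen (133 and 92), 350 in lungs (210 and 140), 392 in VAT (251 and 141), 295 in colon (262 and 33) and 55 in skin (37 and 18). When each tissue was fitted alone with its 2 populations, the counts were 102 in blood, 87 in spleen, 251 in lungs, 89 in VAT, 12 in colon and 5 in skin. With 1 mouse left out, blood had 238 (mouse 3) to 451 (mouse 1) DEGs and VAT had 232 (mouse 5) to 519 (mouse 1), which put VAT above blood without mouse 1 and without mouse 3 (243 against 238). The other ranges were 16 to 30 in spleen, 38 to 81 in lungs, 2 to 17 in colon and 12 to 25 in skin.

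**Figure D2:**
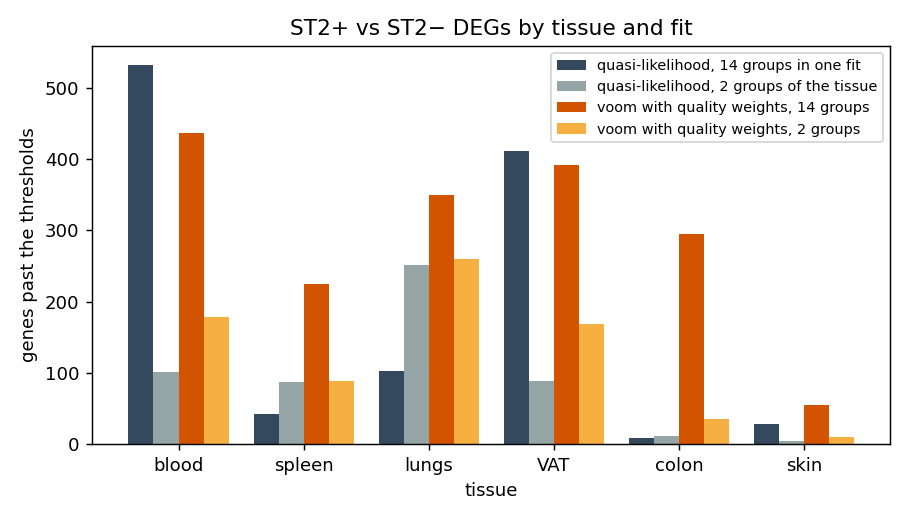
Number of DEGs between ST2+ and ST2- CD44hi Tregs in each tissue for edgeR's quasi-likelihood test and voom with quality weights, each fitted to all 14 groups or to the 2 groups of a tissue. The 2-group voom fit was added after the values were seen.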

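Besides Il1rl1, Gata3, Klrg1, Cxcr5, Cxcr3 and Cpm, the genes with the smallest adjusted p among the DEGs of a tissue were as follows, up to 3 in each direction. In blood they were Mif4gd (ENSMUSG00000020743, GRCm38 chromosome 11:115607918-115612969, log2 fold change 0.88), Chchd10 (ENSMUSG00000049422, chromosome 10:75933130-75937747, -3.36) and Foxp1 (ENSMUSG00000030067, chromosome 6:98925338-99522721, -1.17). Tent5a (ENSMUSG00000032265, chromosome 9:85320439-85327348) was higher in spleen (1.56) and lungs (1.74). Lower genes in lungs were Ift80 (ENSMUSG00000027778, chromosome 3:68892499-69004570, -1.72) and Tubb2a (ENSMUSG00000058672, chromosome 13:34074274-34078007, -2.41). In VAT, Slamf6 (ENSMUSG00000015314, chromosome 1:171917515-171953170) was at 132 ± 55.5 CPM in ST2+ and 507 ± 97.5 CPM in ST2- Tregs (SD, n = 5 each). Its log2 fold change was -1.94, with an adjusted p of 2.08e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cd96 (ENSMUSG00000022657, chromosome 16:46035657-46120251, -2.05) and Rnf138 (ENSMUSG00000024317, chromosome 18:21001341-21028224, -1.23) were also lower in VAT. Colon had higher Ctsc (ENSMUSG00000030560, chromosome 7:88278085-88310888, 1.00) in ST2+ Tregs. Colon genes that were lower were Trib2 (ENSMUSG00000020601, chromosome 12:15791727-15816922, -1.92), Agfg1 (ENSMUSG00000026159, chromosome 1:82839483-82901182, -0.85) and Prg4 (ENSMUSG00000006014, chromosome 1:150449412-150466165, -3.05). The calls of Ctsc and Prg4 held without 3 of the 5 mice and that of Agfg1 without 4. In skin, Tnfrsf25 (ENSMUSG00000024793, chromosome 4:152115934-152120119, 0.84) was higher. Skin genes that were lower were Gimap4 (ENSMUSG00000054435, chromosome 6:48684549-48692060, -1.91) and Fam3c (ENSMUSG00000029672, chromosome 6:22306520-22356243, -0.74), the last called without 3 of the 5 mice.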

When DEGs between ST2^+^ and ST2^-^ Tregs from each tissue were visualized on a circos plot that linked DEGs shared by the various tissues, it was evident that a large number of DEGs were shared across two or three organs but very few were shared by five or more organs. Furthermore, except for the lungs and spleen, more than half of DEGs in a given tissue were unique to that tissue (Figure 4B). 

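The DEGs of the 6 tissues made up 910 genes, of which 9 changed in opposite directions in different tissues. Of the 910, 110 were called in 2 tissues, 38 in 3, 5 in 4, 1 in 5 and 2 in all 6. The remaining 754 were called in 1 tissue. The gene called in 5 tissues was Cpm (ENSMUSG00000020183, GRCm38 chromosome 10:117629500-117687352), which was not called in lungs. Random splits within mouse pairs gave 0 genes shared by all tissues. DESeq2 called 27 genes in at least 4 tissues, against 8 here. Voom with quality weights called 36. Without mouse 3 or mouse 4 the number was 3.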

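Of the DEGs of each tissue, the share called in no other tissue was 78.0% in blood (415 of 532), 69.6% in VAT (286 of 411) and 60.7% in skin (17 of 28). It was 25.2% in lungs (26 of 103), 21.4% in spleen (9 of 42) and 11.1% in colon (1 of 9). Pooled over tissues it was 67.02%, and the 2-group fits moved it most, to 51.8%. By voom with quality weights it was 80.0% in colon, 49.3% in spleen and 45.5% in skin. In the other 5 tissues, 67.9% of the 3770 fold changes of these genes had the sign of the tissue that called them. For 12263 genes called in no tissue, 51.1% of signs matched between tissues. An interaction between tissue and ST2 was called for 99 of the 754 genes (13.1%) by edgeR's quasi-likelihood test.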

Only three DEGs were shared by all the tissues analyzed (Figures 4C and 4D). 

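Genes called in all 6 tissues were Il1rl1 and Gata3. DESeq2 called 3 genes in all tissues, and median-of-ratios factors with edgeR's quasi-likelihood test also gave 3. By voom with quality weights there were 2 with all groups and 3 with the CD44hi libraries alone, a setting added after the values were seen. Without mouse 3 the number fell to 1, and it was 2 without any other mouse.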

As expected, expression of *Il1rl1* (ST2), whose surface expression was used to sort ST2^+^ and ST2^-^ Tregs, was significantly higher in ST2^+^ Tregs than ST2^-^ Tregs in all tissues examined. 

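Il1rl1 (ENSMUSG00000026069, GRCm38 chromosome 1:40429570-40465415) was at 522 ± 40.6 CPM in blood ST2+ Tregs (SD, n = 4) against 5.87 ± 6.33 CPM in blood ST2- Tregs (SD, n = 5). In spleen it was at 275 ± 34.6 against 1.08 ± 1.34 CPM, and in lungs at 876 ± 66.0 against 4.93 ± 3.63 CPM (SD, n = 5 each). In VAT it was at 1180 ± 105 against 14.0 ± 5.85 CPM (SD, n = 5 each). Colon had 600 ± 79.2 CPM (SD, n = 3) against 24.8 ± 22.3 CPM (SD, n = 5). Skin had 1457 ± 110 against 118 ± 61.6 CPM (SD, n = 5 each). The log2 fold changes were 6.48 (blood), 7.97 (spleen), 7.37 (lungs), 6.40 (VAT), 4.62 (colon) and 3.63 (skin). Adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.61e-08 in skin and lower in every other tissue. The lowest of 27 ST2+ libraries was at 230 CPM and the highest of 40 ST2- libraries was at 195 CPM.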

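Gata3 (ENSMUSG00000015619, GRCm38 chromosome 2:9857078-9890034) had log2 fold changes of 1.08 in blood, 1.06 in spleen, 1.37 in lungs, 1.40 in VAT, 0.90 in colon and 0.70 in skin. Its mean was 522 ± 58.9 CPM in VAT ST2+ Tregs against 198 ± 19.2 CPM in VAT ST2- Tregs (SD, n = 5 each). Adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was highest in skin, at 0.00363. Leaving out 1 mouse lost the Gata3 call in colon. Rln3 (ENSMUSG00000045232, GRCm38 chromosome 8:84042929-84045000) had log2 fold changes of 1.24 in blood, 0.78 in spleen, 1.17 in lungs, 1.12 in VAT, 1.50 in colon and 1.26 in skin. By the same test its adjusted p was 0.0341 in blood and 0.0453 in VAT. In the remaining tissues it was 0.802 (spleen), 0.0952 (lungs), 0.170 (colon) and 0.121 (skin). Rln3 was at 78.9 ± 6.21 CPM in blood ST2+ Tregs (SD, n = 4) and 33.4 ± 14.8 CPM in blood ST2- Tregs (SD, n = 5). DESeq2 called Rln3 in 5 of 6 tissues. The Rln3 call in blood held without 1 of the 5 mice and the call in VAT without 2 of them.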

Two additional genes—*Gata3* and *Rln3*—were also more highly expressed in ST2^+^ Tregs than ST2^-^ Tregs in all tissues (Figures 4C and 4D). *Rln3* encodes relaxin 3, an insulin-like hormone that acts as a neuropeptide in the brain but has not been previously described in immune cells (Bathgate et al., 2002). GATA3, the master T_H_2 transcription factor, can regulate ST2 expression and can be upregulated by IL-33/ST2 signaling (Schiering et al., 2014). By flow cytometry, the median fluorescence intensity of GATA3 was significantly higher in ST2^+^ Tregs than ST2^-^ Tregs in blood, spleen, VAT, and colon and trended higher in ST2^+^ Tregs in all tissues analyzed (Figures S4A and S4B). Direct gating on GATA3^+^ cells showed a frequency of at least 70% on ST2^+^ Tregs in all tissues analyzed. A higher frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed GATA3 in all tissues but the skin, where a large majority of both ST2^+^ and ST2^-^ Tregs expressed GATA3 (Figure S4C).

**Figure 4:**
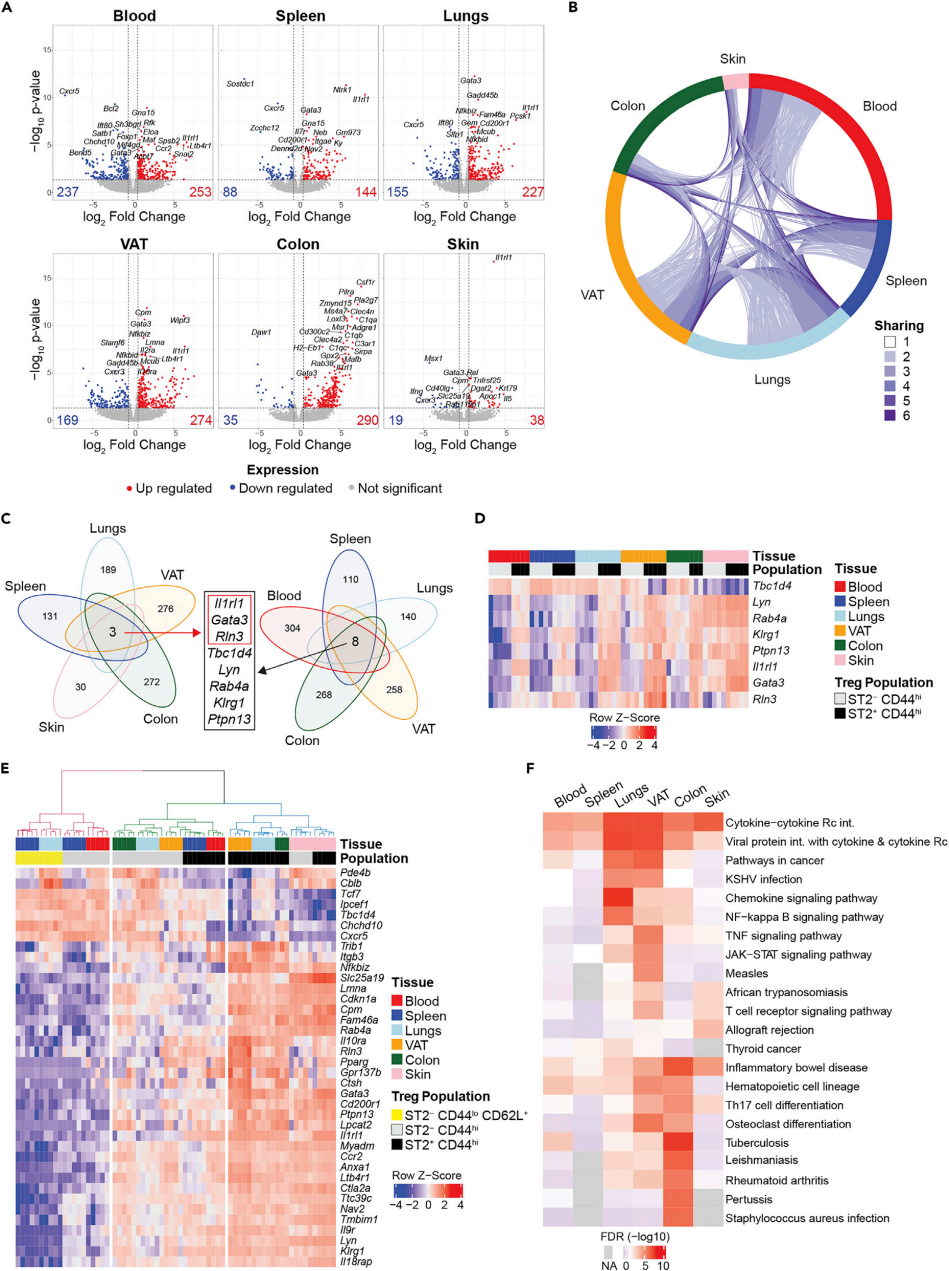
RNAseq analysis of DEGs between ST2^+^ and ST2^-^ Tregs (A) Volcano plots displaying DEGs between ST2^+^ CD44^hi^ Tregs versus ST2^-^ CD44^hi^ Tregs within each tissue. Genes with FC > 1.5 and adjusted p value <0.05 were considered significant. (B) Circos plot using DEGs between ST2^+^ versus ST2^-^ Tregs from individual tissues as assessed in Figure 4A; arcs show DEGs shared between tissues; color code indicates the number of tissues sharing a given DEG. (C) Venn diagrams showing the overlap of DEGs between ST2^+^ versus ST2^-^ Tregs from individual tissues as assessed in Figure 4A across all tissues excluding blood (left) and all tissues excluding skin (right). (D) Heatmap showing gene expression of DEGs between ST2^+^ versus ST2^-^ Tregs that are common to at least 5 of 6 tissues sampled. Three DEGs – *Il1rl1*, *Gata3*, and *Rln3* – are common to all tissues. Data displayed as *Z* score. (E) Heatmap showing hierarchical clustering and gene expression of DEGs between ST2^+^ versus ST2^-^ Tregs that are common to at least 4 of 6 tissues sampled. Data displayed as *Z* score. (F) Heatmap of FDR (-log10) of top KEGG pathways across tissues. The KEGG pathways plotted represent the top 6 terms in each tissue based on FDR. Values in red represent significant pathways (-log10 FDR >1.3 or FDR <0.05); NA = pathways that are not represented in the gene list. Abbreviations: VAT: visceral adipose tissue, DEG: differentially expressed genes, KEGG: Kyoto Encyclopedia of Genes and Genomes Database. See Figure S4 for GATA3 flow cytometric analysis of ST2^+^ and ST2^-^ Tregs across tissues. Figure S5A for expression of core DEGs between ST2^+^ and ST2^-^ Tregs across tissues, Figure S5B for Spearman’s correlation analysis of DEGs between ST2^+^ and ST2^-^ Tregs across tissues, Figure S6 for enriched KEGG pathways in DEGs between ST2^+^ and ST2^-^ Tregs in each tissue, and Table S1 for ST2 Treg RNAseq Datasets.

When analyzing DEGs shared by all organs but the skin, the site in which ST2^+^ and ST2^-^ Tregs were most alike, there was a core of 8 genes that were differentially expressed between ST2^+^ and ST2^-^ Tregs (Figures 4C, 4D and S5A). In addition to *Il1rl1*, *Gata3*, and *Rln3*, DEGs in this core signature included *Klrg1*, *Rab4a*, *Lyn*, *Ptpn13*, and *Tbc1d4*. Of these genes, only *Tbc1d4* was downregulated in ST2^+^ Tregs compared to ST2^-^ Tregs. 

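Klrg1 (ENSMUSG00000030114, GRCm38 chromosome 6:122270596-122282882) was called in 3 of 6 tissues, with log2 fold changes of 5.33 in blood, 3.24 in spleen and 3.93 in lungs. Its values in VAT, colon and skin were 1.56, 1.24 and 0.95, with an adjusted p of 0.0528 in VAT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rab4a (ENSMUSG00000019478, GRCm38 chromosome 8:123805985-123835287) was called in blood (2.70), lungs (2.78) and VAT (2.71). Its log2 fold change was 2.71 in spleen (adjusted p 0.0577 by edgeR's quasi-likelihood test), 1.33 in colon and 0.43 in skin. Lyn (ENSMUSG00000042228, GRCm38 chromosome 4:3678115-3813122) was called in blood (3.41), spleen (1.77), lungs (2.64) and VAT (1.35), with 1.18 in colon and 0.52 in skin. The Lyn call in spleen held without 1 of the 5 mice. Ptpn13 (ENSMUSG00000034573, GRCm38 chromosome 5:103425192-103598303) was called in blood (1.55), lungs (1.40) and VAT (1.12), with 1.02 in spleen, 0.85 in colon and 0.17 in skin. Over these genes, Il1rl1, Gata3, Rln3, Tbc1d4, Il9r, Il10ra and Il18rap, 35 of 66 tests were called. Leaving out 1 mouse gave 25 to 37 calls. The paper's list was chosen on the same samples, so these counts are not independent evidence for it.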

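Tbc1d4 (ENSMUSG00000033083, GRCm38 chromosome 14:101442360-101609191) had lower means in ST2+ than in ST2- Tregs in all 6 tissues. Its log2 fold change was -3.39 in VAT (adjusted p 3.23e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VAT means were 16.8 ± 28.7 CPM in ST2+ and 186 ± 143 CPM in ST2- Tregs (SD, n = 5 each). It was -1.57 in blood (adjusted p 0.0820), -1.17 in spleen (0.711), -1.29 in lungs (0.295), -2.45 in colon (0.170) and -2.33 in skin (0.483) by edgeR's quasi-likelihood test. In blood, spleen, lungs and colon every ST2+ library was nevertheless below every ST2- library. Spleen means were 170 ± 33.4 against 383 ± 14.0 CPM and lung means 93.7 ± 22.0 against 228 ± 37.3 CPM (SD, n = 5 each). Voom with quality weights called Tbc1d4 in 5 tissues. By edgeR the call in VAT held without each mouse, and Tbc1d4 was also called in blood without 1 mouse and in colon without 1 mouse. Skin counts were low, with 1.60 ± 2.89 CPM in ST2+ and 6.85 ± 6.21 CPM in ST2- Tregs (SD, n = 5 each).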

KLRG1 is a co-inhibitory marker on CD8^+^ T cells and NK cells but is also considered to be an activation marker on Tregs (Kornete et al., 2017; Rosenblum et al., 2011; Stephens et al., 2007). Higher expression of KLRG1 on ST2^+^ Tregs was also seen at the protein level (Figure 1D). The remaining four genes in this core signature all encoded gene products that are not well studied in Tregs but are involved in a wide array of intracellular signaling pathways in multiple cell types: LYN, a tyrosine-protein kinase; RAB4A, a small GTPase of the Ras superfamily; PTPN13, a tyrosine phosphatase; and TBC1D4, a Rab GTPase.

We then used a gene list comprised of DEGs between ST2^+^ and ST2^-^ Tregs in at least four tissues to determine whether there were tissue-specific expression patterns within these DEGs. 

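Of the 38 genes shared by at least 4 tissues in the paper's list, 37 were matched to the annotation, and libraries were clustered on their scaled log2 CPM. Of the 67 libraries, 63 fell in the cluster that the paper's heatmap gives them. The 4 blood ST2+ libraries were the exception and clustered with ST2+ Tregs of nonlymphoid tissues and skin. Between group means, the nearest group to skin ST2- Tregs was skin ST2+ Tregs (Euclidean distance 2.95). Next came colon ST2- (4.78), lung ST2+ (4.84), colon ST2+ (5.02) and VAT ST2- Tregs (5.39). Blood ST2+ (5.89) and VAT ST2+ Tregs (6.38) followed, then spleen ST2+ (6.76) and lung ST2- Tregs (6.80). Correlation distance gave 44 libraries in the paper's clusters, the lowest number among the alternatives. These genes were picked for differing between ST2+ and ST2- Tregs in the same libraries, so a split by ST2 is built into the clusters.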

When these 38 genes were visualized in a heatmap (Figure 4E), clustering based on the expression pattern of these genes demonstrated a hierarchical order: ST2^-^ Tregs from the skin were more similar to ST2^+^ Tregs from skin, colon, VAT, and lungs than other ST2^-^ Tregs. In addition, ST2^-^ Tregs from the blood and spleen more closely resembled CD44^lo^CD62L^+^ cTregs than ST2^-^ Tregs from other tissues. 

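On the 37 genes, blood ST2- Tregs lay 4.29 from spleen ST2- Tregs and 4.45 from lung ST2- Tregs. Their distance was 4.63 to lung CD44lo CD62L+ Tregs and 5.26 to spleen CD44lo CD62L+ Tregs, and 6.71 to VAT, 7.12 to colon and 9.85 to skin ST2- Tregs. Spleen ST2- Tregs lay 5.57 from spleen ST2+, 5.71 from lung ST2- and 6.01 from spleen CD44lo CD62L+ Tregs. Clusters on the 8 genes called in at least 4 tissues here put 56 of 67 libraries in the paper's clusters.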

Finally, ST2^+^ Tregs from the blood and spleen were more similar to ST2^-^ Tregs from the lungs, VAT, and colon than other tissue ST2^+^ Tregs. These findings suggest a hierarchy in developmental or activation stage in Tregs from spleen and blood progressing toward lungs, VAT, colon, and then skin. 

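Blood ST2+ Tregs lay 4.08 from lung ST2+, 4.51 from VAT ST2- and 4.67 from spleen ST2+ Tregs on the 37 genes. Farther away were colon ST2+ (5.57), colon ST2- (5.70), skin ST2- (5.89) and lung ST2- Tregs (6.00). Spleen ST2+ Tregs were nearest to VAT ST2- (3.22), then to blood ST2+ (4.67), colon ST2- (4.71), lung ST2- (5.15) and lung ST2+ Tregs (5.50). Complete linkage left 55 of 67 libraries in the paper's clusters.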

Consistent with these findings, ranked correlation coefficients based on DEGs of ST2^+^ Tregs versus ST2^-^ Tregs pooled from all tissues yielded a hierarchical order that was similar to the analysis based on overall gene expression profiles (Figure S5B).

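Spearman's rho was recomputed over 1360 of the 1431 DEGs that the paper lists for any tissue, which were those matched among the tested genes. From blood it was 0.947 to spleen, 0.939 to lungs, 0.854 to VAT, 0.822 to colon and 0.773 to skin. The order of tissues was the same as over all tested genes. The median over the 15 pairs of tissues was 0.883. The paper proposes from the clusters that Tregs progress in developmental or activation stage from spleen and blood toward skin. It reports a similar order from its own correlations over DEGs.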

To identify gene sets or pathways that distinguished ST2^+^ Tregs from ST2^-^ Tregs, we performed gene set enrichment analysis (GSEA) of the DEGs in each tissue (Figure 4F) (Ge et al., 2020). “Cytokine-cytokine receptor interaction” was one of the most significantly enriched terms and included a substantial number of chemokine receptors (Figures 4F, S6A and S6B). Some genes in this functional category—including the chemokine receptors *Ccr2* and *Cxcr5* and cytokine receptors or associated signaling components *Il9r*, *Il10ra*, and *Il18rap*—were differentially expressed across many of the tissues examined (Figure S6B).

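Ccr2 (ENSMUSG00000049103, GRCm38 chromosome 9:124101950-124113557) was called in spleen as well as in blood, with a log2 fold change of 2.43 in spleen. Spleen means were 108 ± 39.7 CPM in ST2+ and 19.8 ± 15.1 CPM in ST2- Tregs (SD, n = 5 each). In the other tissues its log2 fold change was 1.18 (lungs), 0.98 (VAT), -0.75 (colon) and -0.25 (skin), none of them called. Il9r (ENSMUSG00000020279, GRCm38 chromosome 11:32187541-32200279) was called in blood (2.56), spleen (2.93) and VAT (2.04). Il10ra (ENSMUSG00000032089, GRCm38 chromosome 9:45253837-45269149) was called in spleen (1.14), lungs (1.39) and VAT (1.27). Its spleen call was lost without any 1 mouse. Il18rap (ENSMUSG00000026068, GRCm38 chromosome 1:40515362-40551705) was called in blood alone (2.09, adjusted p 0.00143 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its values elsewhere were 1.41 (spleen), 0.90 (lungs), 0.67 (VAT), 0.39 (colon) and 0.95 (skin).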

These data demonstrated that there is a small core set of DEGs between ST2^+^ and ST2^-^ Tregs across all or most tissues analyzed, but that more substantial differences exist between ST2^+^ and ST2^-^ Tregs in individual tissues, particularly the blood. 

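A test of whether the ST2+ to ST2- difference varied between tissues used the interaction of tissue and ST2 in edgeR's quasi-likelihood method. It called 189 genes at an adjusted p of at most 0.05, and 1753 genes had an unadjusted p below 0.05. Of the 189, 162 were also DEGs in a tissue, and 95 of them in blood. The smallest adjusted p was that of Il2ra (ENSMUSG00000026770, 3.44e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of -0.94 in blood and 1.63 in VAT. Splits within mouse pairs gave at most 11 such genes. Voom with quality weights called 308. Leaving out 1 mouse gave 40 (mouse 3) to 136 (mouse 1). The paper concludes from the few shared DEGs and the larger numbers per tissue that ST2+ and ST2- Tregs share a small core difference and differ more within single tissues, mainly blood.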

In most cases, more than half of the DEGs were unique to a given tissue. GSEA of DEGs between ST2^+^ and ST2^-^ Tregs highlighted cytokine signaling pathways important in Treg function as well as a large number of chemokine receptors that suggest that ST2^+^ Tregs represent a more migratory subset of Tregs.

### Chemokine receptor analysis identifies ST2^+^ Tregs as a population with high migratory potential

To further examine how the unique tissue distribution and phenotype of ST2^+^ Tregs might be reflected in the chemokine receptors they express, we first used the RNAseq dataset to look at a variety of chemokine receptors (Figure 5A). Transcriptional profiling of CD44^hi^ Tregs showed that *Ccr7*, which is expressed predominantly by cTregs, was most highly expressed in blood and lung ST2^-^ Tregs and was downregulated in ST2^+^ Tregs compared to ST2^-^ Tregs in most tissues examined (Figures 5A and S7). 

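Ccr7 (ENSMUSG00000037944, GRCm38 chromosome 11:99144196-99155077) was at 955 ± 170 CPM in blood ST2- Tregs and 1151 ± 159 CPM in lung ST2- Tregs (SD, n = 5 each). The mean of these groups exceeded that of the other CD44hi groups by a log2 value of 1.78 (adjusted p 3.42e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ST2+ Tregs it was lower in blood, at 234 ± 126 CPM (SD, n = 4), with a log2 fold change of -2.03 (adjusted p 0.00447 by edgeR's quasi-likelihood test). It was also lower in VAT, at 62.7 ± 57.3 against 312 ± 173 CPM (SD, n = 5 each), with a log2 fold change of -2.30 (adjusted p 0.000526 by edgeR's quasi-likelihood test). Fold changes that were not called were -1.05 in spleen, -0.88 in lungs, -1.43 in colon and -0.72 in skin. The Ccr7 call in blood was lost without 1 of the 5 mice. Ccr7 in CD44lo CD62L+ Tregs was at 660 ± 46.4 CPM in spleen and 1302 ± 173 CPM in lungs (SD, n = 5 each). These exceeded ST2- CD44hi Tregs by a log2 value of 0.55 in spleen and 0.18 in lungs, neither of them called. Counts of Ccr7 reached at most 0.744 of the number of start positions a read can have on its transcripts. Over 14 receptors and 6 tissues, 19 of 84 tests were called. The 14 receptors were picked from the same samples, and 32 tests passed when adjusted over the list alone.

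**Figure D3:**
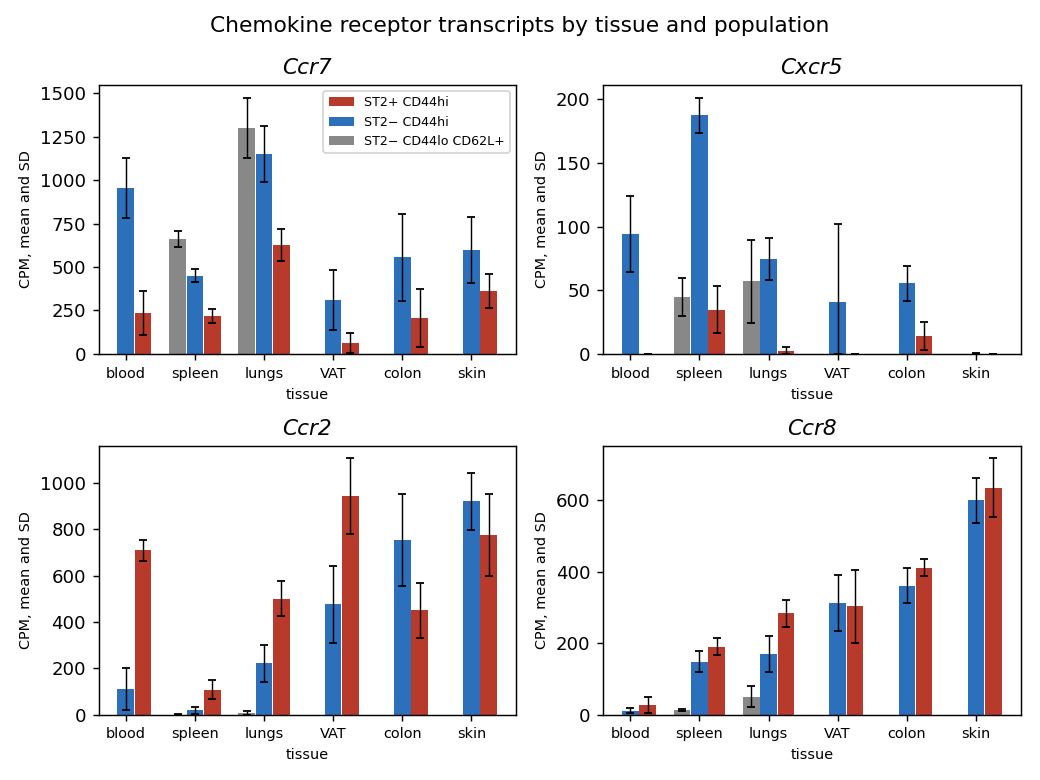
Mean and SD of CPM of Ccr7, Cxcr5, Ccr2 and Ccr8 in each tissue and Treg population.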

The expression of *Cxcr5*, a follicular T cell-associated marker, and *Cxcr3*, a T_H_1-associated marker, was lower on ST2^+^ Tregs than on ST2^-^ Tregs across several tissues (Figures 5A and S7). These data further support the association of ST2 expression with eTregs, but also suggest that under homeostatic conditions, ST2 may not be expressed on follicular regulatory T cells (Tfr) or Tregs that specialize in the suppression of T_H_1-type responses.

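Cxcr5 (ENSMUSG00000047880, GRCm38 chromosome 9:44511787-44561877) had no count in the 4 blood ST2+ libraries and a mean of 94.2 ± 30.1 CPM in blood ST2- Tregs (SD, n = 5). It had no count in VAT ST2+ Tregs (n = 5) against 40.4 ± 61.7 CPM in VAT ST2- Tregs (SD, n = 5), where the lowest library was also at 0. Fitted fold changes of these tissues depend on the prior count and are not given, and adjusted p was 5.95e-08 in blood and 1.61e-07 in VAT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In lungs it was at 2.42 ± 2.76 against 74.6 ± 16.7 CPM (SD, n = 5 each), a log2 fold change of -5.01. In spleen it was at 34.7 ± 18.5 against 187 ± 13.8 CPM (SD, n = 5 each), a log2 fold change of -2.43 that was called without 1 of the 5 mice only. The colon difference was -1.92 and was not called, and skin had 1 count in each population. Cxcr3 (ENSMUSG00000050232, GRCm38 chromosome X:101731535-101734269) was lower in ST2+ Tregs in VAT (-1.76) and skin (-3.72). Its skin means were 18.6 ± 16.1 and 249 ± 60.3 CPM (SD, n = 5 each). Cxcr3 was not called in blood (0.40), spleen (-0.12), lungs (-0.88) or colon (-0.91).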

**Figure 5:**
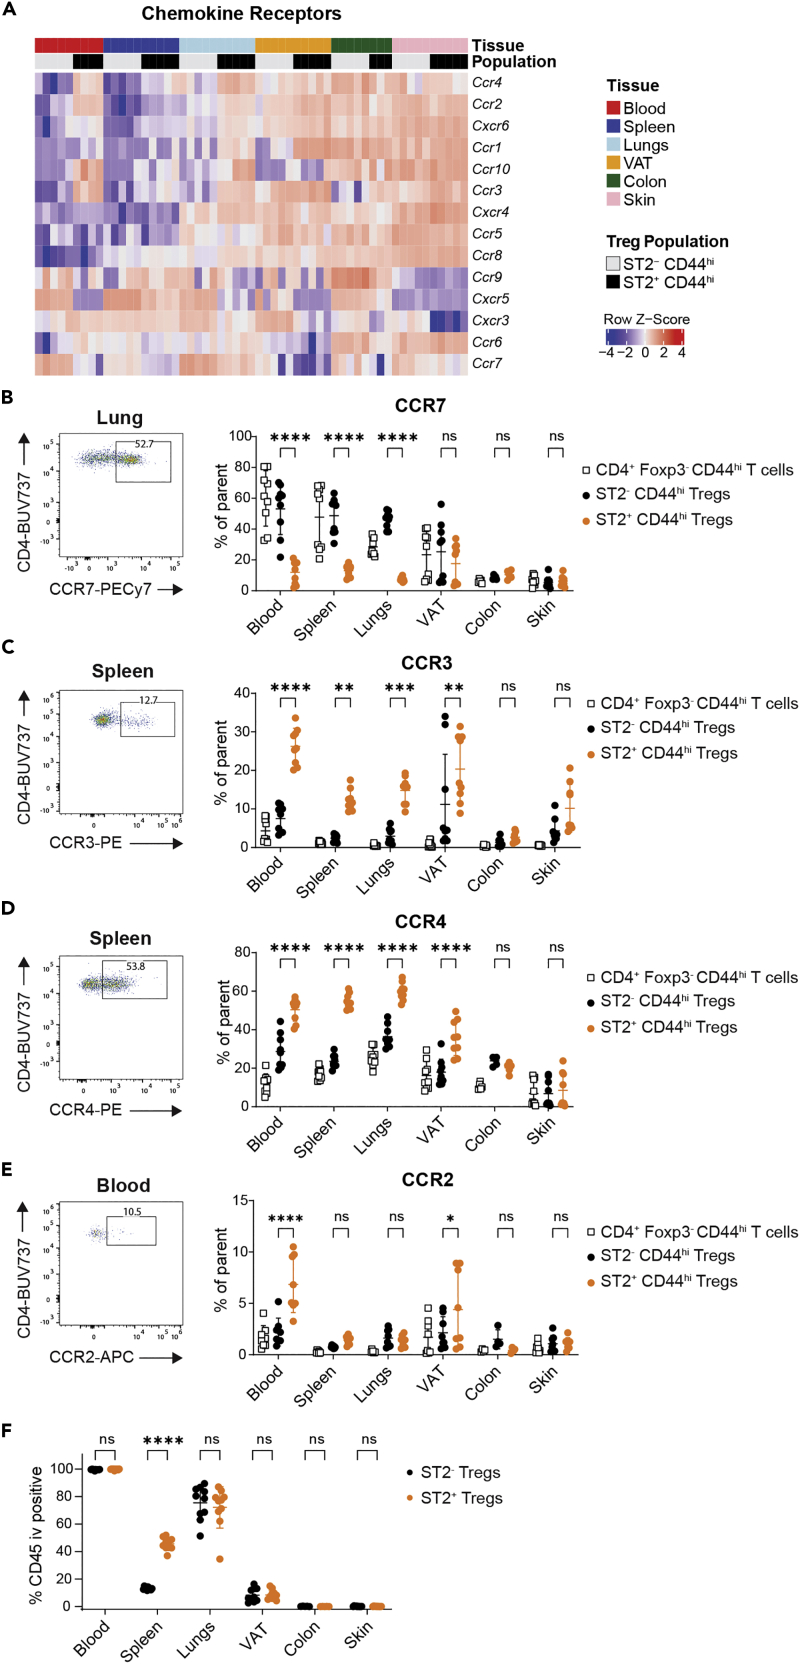
Chemokine receptor expression and intravascular labeling of ST2^+^ and ST2^-^ Tregs (A) Heatmap showing gene expression of chemokine receptors in indicated populations and tissues. Data displayed as *Z* score. (B–E) Representative flow plots and relative frequency of (B) CCR7, (C) CCR3, (D) CCR4, and (E) CCR2 on ST2^+^ CD44^hi^ Tregs, ST2^-^ CD44^hi^ Tregs, and Foxp3^-^ CD4^+^ CD44^hi^ T cells across tissues as assessed by flow cytometry. Lymphocytes were pregated on live singlets, CD45^+^, and TCRβ^+^ CD4^+^ cells. Data are plotted as mean ± SD and pooled from 2 experiments with n = 4–5 for all tissues but colon. For colon, n = 5 in B and D and n = 4 in E, each from one experiment, and n = 7 pooled from 2 experiments in C. Indicated means were compared with two-way ANOVA with Sidak’s multiple comparisons test, ns p > 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. (F) Frequency of i.v.-labeled CD45 on ST2^+^ and ST2^-^ Tregs in indicated tissues. Mice received 3 μg of anti-CD45 i.v. prior to organ harvesting to evaluate the perivascular localization of cells. Data are plotted as mean ± SD and pooled from 2 experiments of n = 5 each. Indicated means were compared with two-way ANOVA with Sidak’s multiple comparisons test, ns p > 0.05, ∗∗∗∗p < 0.0001. Abbreviations: VAT: visceral adipose tissue, TCR: T cell receptor, CCR: CC chemokine receptor. See Figure S7 for chemokine receptor gene expression profiles of ST2^+^ and ST2^-^ Tregs across tissues.

Several chemokine receptors, for example *Ccr5*, *Ccr8*, *Cxcr4*, and *Cxcr6*, increased in expression across tissues, with low expression in blood Tregs, moderate expression in Tregs from the lungs or VAT, and high expression in skin Tregs (Figures 5A and S7). 

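Ccr8, Cxcr4 and Cxcr6 were compared between tissues over CD44hi Tregs of both ST2 populations, with log2 differences from blood. Ccr8 (ENSMUSG00000042262, GRCm38 chromosome 9:120092114-120094906) was higher by 3.65 in lungs, 4.14 in VAT, 4.46 in colon and 5.14 in skin. Cxcr4 (ENSMUSG00000045382, GRCm38 chromosome 1:128588199-128592293) was higher by 1.77 in lungs, 1.88 in VAT, 1.43 in colon and 2.45 in skin. Cxcr6 (ENSMUSG00000048521, GRCm38 chromosome 9:123806475-123811760) was higher by 1.82 in VAT, 1.80 in colon and 2.64 in skin. Its lung difference of 0.79 was not called (adjusted p 0.103 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Skin exceeded lungs by 1.49 (Ccr8), 0.68 (Cxcr4) and 1.85 (Cxcr6). Skin exceeded VAT by 1.00 for Ccr8 and 0.81 for Cxcr6, while 0.57 for Cxcr4 was not called.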

The expression of *Ccr2*, *Ccr3*, *Ccr4*, and *Ccr10* in circulating ST2^+^ Tregs was higher than in ST2^-^ Tregs in the blood and was comparable to the expression of these chemokine receptors in Tregs in nonlymphoid tissues such as the skin (Figures 5A and S7). 

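Ccr2 was at 710 ± 45.3 CPM in blood ST2+ Tregs (SD, n = 4) and 110 ± 89.4 CPM in blood ST2- Tregs (SD, n = 5), a log2 fold change of 2.69. Ccr3 (ENSMUSG00000035448, GRCm38 chromosome 9:124021972-124031689) was at 137 ± 59.4 CPM (SD, n = 4) against 1.46 ± 2.65 CPM (SD, n = 5), a log2 fold change of 6.49. Ccr4 (ENSMUSG00000047898, GRCm38 chromosome 9:114490316-114504916) was at 148 ± 19.0 CPM (SD, n = 4) against 39.4 ± 24.9 CPM (SD, n = 5), a log2 fold change of 1.90. Ccr10 (ENSMUSG00000044052, GRCm38 chromosome 11:101172997-101175443) was at 82.0 ± 85.8 CPM (SD, n = 4) against 0.468 ± 1.05 CPM (SD, n = 5), a log2 fold change of 7.39. All 4 were called, with the highest adjusted p at 0.00126 (Ccr4) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Blood ST2+ Tregs were also compared with ST2+ and ST2- Tregs of lungs, VAT, colon and skin, which made 32 comparisons. Compared with skin ST2+ Tregs the log2 differences were -0.13 (Ccr2), -0.18 (Ccr3), 0.11 (Ccr4) and -0.04 (Ccr10), and none was called. Compared with skin ST2- Tregs they were -0.38 (Ccr2), 1.30 (Ccr3), -0.06 (Ccr4) and 0.23 (Ccr10), and none was called. Elsewhere blood ST2+ Tregs were called higher for Ccr2 than lung ST2- Tregs (1.68) and for Ccr3 than lung ST2- (4.38) and colon ST2- Tregs (3.95). For Ccr10 they were called higher than lung ST2- (5.39), VAT ST2+ (3.97) and VAT ST2- Tregs (5.84). No called difference is not a test of equality, and the SEs of Ccr3 and Ccr10 were large.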

We next confirmed the expression patterns of a select panel of these chemokine receptors by flow cytometry. Consistent with the RNAseq data, flow cytometric analysis confirmed that CCR7 was expressed on a low fraction of ST2^+^ Tregs. Even within CD44^hi^ Tregs, a lower frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed CCR7 in spleen, blood, and lungs (Figure 5B). In contrast, both CCR3 and CCR4 were expressed at a higher frequency on ST2^+^ Tregs than on ST2^-^ Tregs in blood, spleen, lungs, and VAT (Figures 5C and 5D). A higher frequency of ST2^+^ Tregs than ST2^-^ Tregs expressed CCR2 in blood and VAT but not in the other tissues analyzed (Figure 5E).

The extraordinary breadth of chemokine receptor expression on ST2^+^ Tregs in the blood suggests that ST2^+^ Tregs may have a high migratory potential. To examine whether ST2^+^ Tregs had a distinct localization within tissues that might also contribute to their migratory potential, we used intravascular (i.v.) CD45 antibody labeling to determine what fraction of Tregs were within or near the vasculature. We found that a larger fraction of ST2^+^ Tregs than ST2^-^ Tregs were i.v. labeled in the spleen (Figure 5F). The majority of Tregs in the lungs were i.v. labeled regardless of ST2 status and very low or no labeling of Tregs was seen in the VAT, colon, and skin. (Figure 5F). Thus, although ST2^+^ and ST2^-^ Treg localization appears similar in most tissues, ST2^+^ Tregs may occupy a distinct, more perivascular niche than ST2^-^ Tregs within the spleen.

### Adoptive transfers reveal differential Treg recovery in tissues and plasticity of ST2 expression

Since Treg transcriptional signatures were driven predominantly by their tissue of origin rather than whether they expressed ST2, we next used adoptive transfer experiments to assess the capacity of ST2^+^ Tregs and ST2^-^ Tregs from different donor tissues to accumulate in a variety of host tissues. Donor ST2^+^ or ST2^-^ Tregs from either the spleen or the lungs were transferred i.v. into sublethally irradiated, congenically marked hosts. (Figure 6A). First, we observed that ST2^+^ and ST2^-^ Tregs sorted from the spleen (Figure 6B) and the lungs (Figure 6C) were found in a variety of target tissues in addition to their tissue of origin. The total counts of transferred Tregs recovered were highest in spleen, followed by lungs, and then blood, colon, and skin, with very few transferred cells recovered in VAT. (Figures 6B and 6C). Second, both the organ of origin and ST2 expression status dictated Treg recovery in tissues after transfer. If the donor Tregs originated from the spleen, we recovered more Tregs from the host lungs and skin after transfer of ST2^+^ Tregs than ST2^-^ Tregs but equivalent numbers of these two Treg populations from all other host tissues. If the donor Tregs originated from the lungs, we recovered fewer Tregs from the host spleen after transfer of ST2^+^ Tregs than ST2^-^ Tregs but equivalent numbers from all other host tissues (Figures 6B–6D). These differences were even more evident when we normalized the number of recovered donor Tregs to a fixed number of Tregs in the host organ analyzed. Thus, Tregs from the spleen repopulated the spleen independent of their ST2 status, and Tregs from the lungs repopulated the lungs independent of their ST2 status. However, Tregs from the spleen repopulated the lungs preferentially if they were ST2^+^, whereas Tregs from the lungs repopulated the spleen preferentially if they were ST2^-^ (Figure 6D).

**Figure 6:**
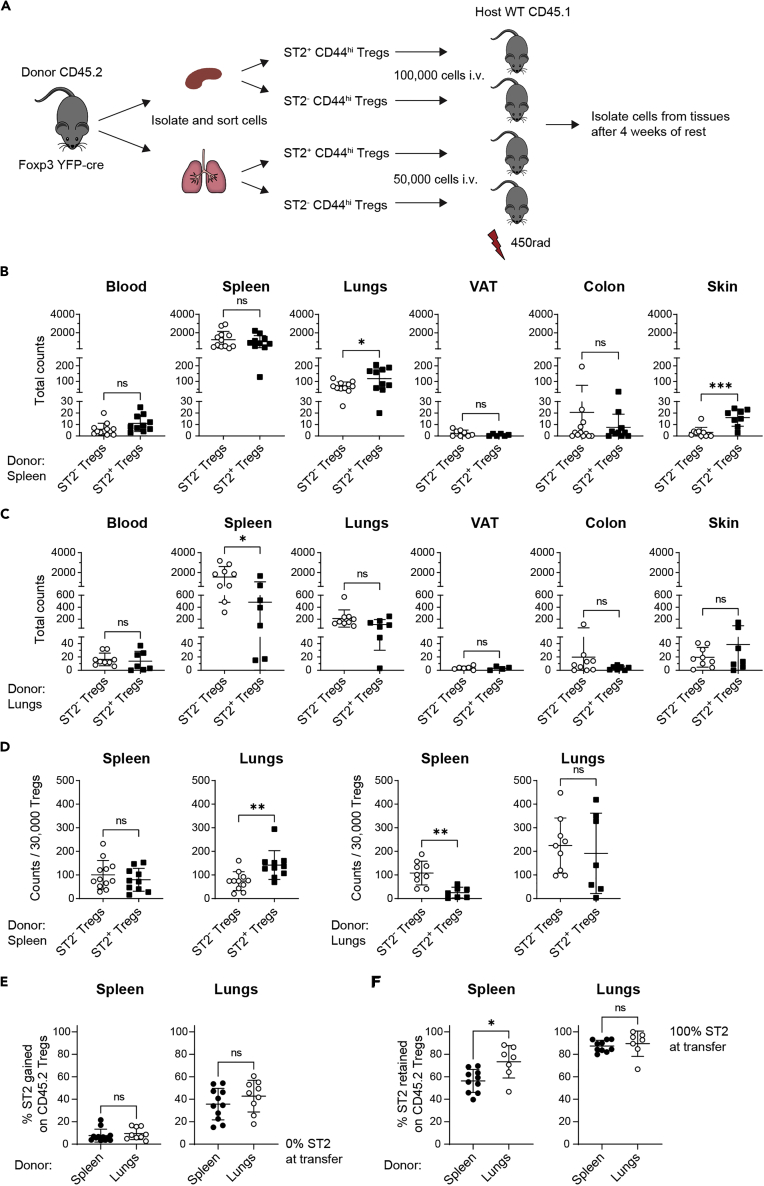
Adoptive transfer of ST2^+^ and ST2^-^ Tregs from spleen or lungs into sublethally irradiated WT hosts (A) Experimental setup: ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs were sorted from either the spleen or lungs of CD45.2 Foxp3^YFP−cre^ mice and transferred i.v. into separate sublethally irradiated CD45.1 hosts. Organs of host mice were harvested 4 weeks after transfer to assess recovery of transferred Tregs. Lymphocytes were gated on live singlets, CD4^+^ FOXP3^+^ CD45.2^+^ cells. (B) Total numbers of CD45.2^+^ Tregs recovered in the indicated tissues after transfer of splenic ST2^-^ CD44^hi^ Tregs or splenic ST2^+^ CD44^hi^ Tregs. (C) Total numbers of CD45.2^+^ Tregs recovered in the indicated tissues after transfer of pulmonary ST2^-^ CD44^hi^ Tregs or pulmonary ST2^+^ CD44^hi^ Tregs. B and C: counts are per whole organ, per 3 × 4 cm back skin or per 450–800 uL blood. (D) CD45.2^+^ Treg counts from B and C were normalized to 30,000 Tregs. (E) Gain of ST2 expression on transferred CD45.2^+^ ST2^-^ Tregs recovered from the indicated tissues. (F) Retention of ST2 expression on transferred CD45.2^+^ ST2^+^ Tregs recovered from the indicated tissues. B-F: Means were compared with unpaired two-tailed test, ns p > 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Data plotted as mean ± SD Data are pooled from 2 to 3 experiments of n = 2–5 mice each. For transferred splenic ST2^-^ Tregs, n = 12 for host blood, spleen, lungs, and colon; n = 10 for skin; n = 8 for VAT. For transferred splenic ST2^+^ Tregs, n = 10 for host blood, spleen, lungs, and colon; n = 8 for skin; n = 6 for VAT. For transferred pulmonary ST2^-^ Tregs, n = 9 for host blood, spleen, lungs, colon, and skin and n = 6 for VAT. And for transferred pulmonary ST2^+^ Tregs, n = 7 for host blood, spleen, lungs, colon, and skin and n = 4 for VAT. Abbreviations: VAT: visceral adipose tissue. See Figure S8 for adoptive transfer of 1∗10^6^ of total ST2^-^ Tregs from the spleen into sublethally irradiated WT hosts.

Finally, our experiments revealed that transferred ST2^-^ Tregs from both the spleen and lungs acquired ST2 expression at frequencies that paralleled the frequency of ST2 on Tregs within the host organ (Figure 6E). When we transferred a higher number of cells (1∗10^6^ total ST2^-^ Tregs from the spleen) in order to recover higher numbers of transferred Tregs from host tissues, we found that transferred Tregs gained ST2 expression at frequencies equivalent to ST2 on endogenous Tregs in the host spleen, lungs, blood, and skin (Figure S8). After transfer of ST2^+^ Tregs, ST2 expression on donor Tregs found in the host lungs was retained at similar levels regardless of the donor tissue. However, within the host spleen, retention of ST2 expression on donor Tregs from the lungs was higher than on donor Tregs from the spleen. This suggests that at least within the splenic microenvironment, there may be more plasticity of ST2 expression on Tregs originating from the spleen than from the lungs (Figure 6F).

Overall, Tregs from the spleen and the lungs still had the potential to migrate to a variety of host tissues, but both the host tissue and the tissue of origin influenced a Treg’s potential to adapt to a new microenvironment. Our data showed that there is plasticity in Treg ST2 expression and that the tissue-specific frequency of ST2^+^ Tregs appears to be driven predominantly by factors within the target tissue.

### Adoptive transfers into IL-33 KO hosts reveal differential IL-33 dependence of ST2^+^ Tregs derived from lymphoid and nonlymphoid tissues

We next determined whether lack of IL-33 in the host would affect the ability of ST2^+^ Tregs to accumulate in host tissues. Donor ST2^+^ or ST2^-^ Tregs from either the spleen or the lungs were transferred i.v. into sublethally irradiated, congenically marked IL-33 KO hosts (Figure 7A). As in wild-type hosts, ST2^+^ and ST2^-^ Tregs from the spleen (Figure 7B) and the lungs (Figure 7C) were found in a variety of IL-33 KO target tissues in addition to their tissue of origin. ST2^+^ and ST2^-^ Tregs originating from donor spleen accumulated in IL-33 KO host tissues in a pattern that paralleled that of wild-type hosts (Figures 7B and 7D). However, the accumulation of ST2^+^ and ST2^-^ Tregs from donor lungs was different between wild-type and IL-33 KO hosts. In wild-type hosts, donor ST2^+^ and ST2^-^ Tregs from the lungs accumulated in comparable numbers in all tissues but the spleen, where fewer ST2^+^ than ST2^-^ Tregs where found (Figures 6C and 6D). In IL-33 KO hosts, this difference was still observed in the host spleen (Figures 7C and 7D). However, in contrast to what was seen in wild-type hosts, there were also fewer ST2^+^ than ST2^-^ Tregs from the lungs that accumulated in IL-33 KO host lungs and colon (Figures 7C and 7D). In the IL-33 KO host skin, higher numbers of ST2^+^ than ST2^-^ Tregs were recovered after transfer, despite the lack of IL-33 (Figure 7C).

**Figure 7:**
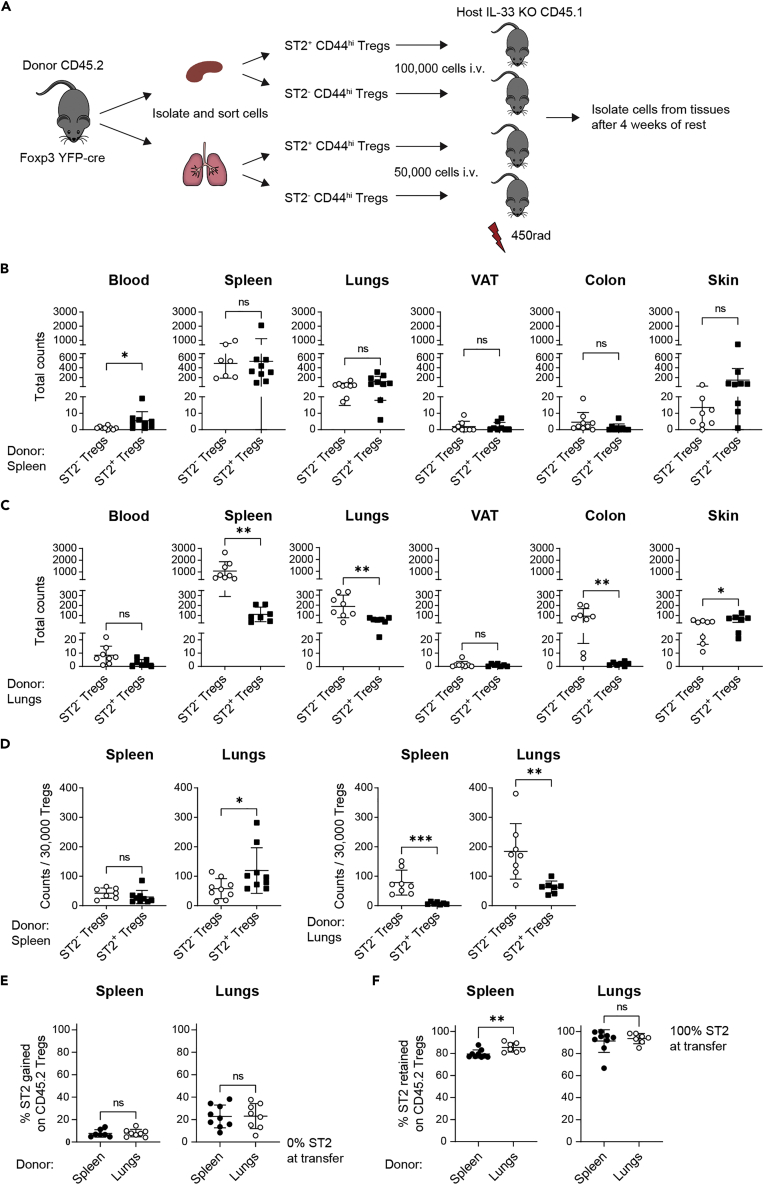
Adoptive transfer of ST2^+^ and ST2^-^ Tregs from spleen or lungs into sublethally irradiated IL-33 KO hosts (A) Experimental setup: ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs were sorted from either the spleen or lungs of CD45.2 Foxp3^YFP−cre^ mice and transferred i.v. into separate sublethally irradiated IL-33 KO CD45.1 hosts. Organs of host mice were harvested 4 weeks after transfer to assess recovery of transferred Tregs. Lymphocytes were gated on live singlets, CD4^+^ FOXP3^+^ CD45.2^+^ cells. (B) Total numbers of CD45.2^+^ Tregs recovered in the indicated IL-33 KO tissues after transfer of splenic ST2^-^ CD44^hi^ Tregs or splenic ST2^+^ CD44^hi^ Tregs. (C) Total numbers of CD45.2^+^ Tregs recovered in the indicated IL-33 KO tissues after transfer of pulmonary ST2^-^ CD44^hi^ Tregs or pulmonary ST2^+^ CD44^hi^ Tregs. B and C: counts are per whole organ, per 3 × 4 cm back skin or per 300–800 uL blood. (D) CD45.2^+^ Treg counts from B and C were normalized to 30,000 Tregs. (E) Gain of ST2 expression on transferred CD45.2^+^ ST2^-^ Tregs recovered from the indicated tissues. (F) Retention of ST2 expression on transferred CD45.2^+^ ST2^+^ Tregs recovered from the indicated tissues. B-F: Means were compared with unpaired two-tailed test, ns p > 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. Data plotted as mean ± SD Data are pooled from 3 to 4 experiments. For transferred splenic ST2^-^ Tregs, n = 7 for host spleen; n = 8 for host VAT and skin; n = 9 for host blood, lung, and colon. For transferred splenic ST2^+^ Tregs, n = 9 for host blood, spleen, lungs, colon, and skin; n = 8 for VAT. For transferred pulmonary ST2^-^ Tregs, n = 8 for all host tissues. And for transferred pulmonary ST2^+^ Tregs, n = 7 for all host tissues. Abbreviations: VAT: visceral adipose tissue.

When we examined the gain of ST2 expression on donor ST2^-^ Tregs and the retention of ST2 expression on donor ST2^+^ Tregs, the results in IL-33 KO hosts were comparable to those of wild-type hosts (Figures 7E and 7F). Transferred ST2^-^ Tregs from both the spleen and lungs acquired ST2 expression at frequencies comparable to the frequency of ST2 on Tregs within the host organs (Figure 7E). ST2 expression on donor ST2^+^ Tregs found in the host lungs was retained at similar levels regardless of the donor tissue. And as was seen in the wild-type host spleen, retention of ST2 expression on donor Tregs from the lungs was higher than on donor Tregs from the spleen.

These data demonstrate that the accumulation of donor ST2^+^ and ST2^-^ Tregs in host tissues is not dependent on IL-33 when the donor organ is the spleen. Fewer donor ST2^+^ Tregs than ST2^-^ Tregs from the lungs accumulated in the spleen, and this was also independent of host IL-33 expression. However, donor ST2^+^ Tregs from the lungs had a decreased capacity to accumulate in IL-33 KO lungs and colon compared to donor ST2^-^ Tregs from the lungs, suggesting that IL-33 signaling affects the accumulation of ST2^+^ Tregs in nonlymphoid organs such as the lungs and colon. Furthermore, plasticity of ST2 expression is dictated by the target tissue and tissue of origin but is not dependent on IL-33.

## Discussion

ST2 has emerged as a marker for tissue Tregs, but the relationship between ST2^+^ and ST2^-^ Tregs across and within different tissues remains poorly defined. Whether the expression of ST2 on Tregs represents a distinct developmental step or is driven by tissue-specific signals is also still unknown. In the present study, we identify unique characteristics of ST2^+^ Tregs and demonstrate a hierarchy in tissue-specific gene and protein expression in Tregs that may define distinct activation and differentiation states of Tregs across different tissues. Few genes were differentially expressed between ST2^+^ and ST2^-^ Tregs universally across all tissues, but there were large differences in the transcriptional profiles of ST2^+^ and ST2^-^ Tregs within individual tissues. Thus, ST2-specific Treg signatures appear to be driven by local tissue microenvironments, reflective of specific functions for ST2^+^ Tregs in individual tissues.

Consistent with previous reports in the literature linking ST2 expression to activated tissue Tregs, we found that ST2^+^ Tregs were all CD44^hi^ across all the tissues we analyzed. In addition, ST2^+^ Tregs were enriched in more activated, differentiated Treg populations such as ID2^+^ and ID3^-^ Tregs. Yet, ST2^+^ Tregs were also present in “earlier” stages of differentiation/activation and included populations of ST2^+^ CD44^hi^ CD62L^+^ Tregs and ST2^+^ ID2^-^ Tregs. Graded levels of activation or development were also reflected within ST2^+^ Treg populations across tissues, since ST2^+^ Tregs in the blood, spleen, and lungs expressed ID2 at lower frequencies than ST2^+^ Tregs in the VAT, colon, and skin. It was notable that only select activation markers such as KLRG1 were consistently correlated with ST2 expression across the tissues examined. Thus, ST2 expression was not strictly correlated with the terminal differentiation of eTregs and may be driven by factors other than those that drive Treg differentiation and activation. Cross-regulation of gene expression of ST2 and GATA3 can occur (Schiering et al., 2014), and GATA3 had a similar expression profile to ST2 across all the tissues we analyzed. ST2 expression may therefore be a part of a GATA3-driven T_H_2-type transcriptional program. Indeed, epigenetic modifications in tissue Tregs in the skin and VAT showed a bias toward genes overexpressed in T_H_2 cells when compared to Tregs from the LN (Delacher et al., 2017). However, we found that GATA3 expression was also high in skin ST2^-^ Tregs, suggesting that, at least in some contexts, high GATA3 expression in Tregs is not sufficient to drive high ST2 expression.

Whereas the expression of ID2/ID3 and CD49b are thought to mark unidirectional developmental stages of Tregs (Fan et al., 2018; Sullivan et al., 2019), we have demonstrated that plasticity exists in ST2 expression on Tregs in tissues. Our transfer experiments suggest that in lymphopenic conditions, local signals from the seeded host tissues as well as tissue-specific imprinting of donor Tregs regulated plasticity in ST2 expression. Although a majority of transferred ST2^+^ Tregs maintained ST2 expression after transfer, a higher fraction of transferred ST2^+^ Tregs originating from the spleen than the lungs lost ST2 expression in the host spleen. The increased stability of ST2 expression on donor ST2^+^ Tregs from the lungs after transfer may reflect a more activated or differentiated state and thus less plasticity of Tregs in nonlymphoid tissues. Notably, whereas the pattern of accumulation of ST2^+^ and ST2^-^ Tregs originating from donor spleen was comparable between wild-type and IL-33 KO hosts, there were distinct differences between the recovery of Tregs in tissues from wild-type and IL-33 KO hosts when the Tregs originated from the lungs. Accumulation of Tregs from donor lungs was not dependent on IL-33 in the host skin, a tissue which may provide a particularly unique microenvironment for Tregs and harbors ST2^+^ and ST2^-^ Tregs that are very transcriptionally similar to one another. However, ST2^+^ Tregs from donor lungs had a decreased capacity to repopulate the lungs and colon in IL-33 KO hosts compared to their ST2^-^ Treg counterparts. IL-33 has been shown to regulate local tissue accumulation of ST2^+^ Tregs in specific contexts (Hung et al., 2020; Kuswanto et al., 2016; Vasanthakumar et al., 2015). Our transfer data suggest that once ST2^+^ Tregs reside in nonlymphoid tissues such as the lungs, additional imprinting may occur that confers on these Tregs an increased dependence on IL-33.

Our data also suggest that a specific tissue niche or milieu can dictate different frequencies of ST2^+^ Tregs in distinct tissues since transferred ST2^-^ Tregs gained ST2 expression at frequencies that matched host organs regardless of the origin of the donor cells. In line with this finding, the transcriptomes of ST2^+^ Tregs in many tissues were more closely related to their ST2^-^ counterparts in the same tissue than to ST2^+^ Tregs in other tissues. In addition, the high frequency of ST2^-^ Tregs in most nonlymphoid tissues and the lack of a large universal ST2^+^ Treg signature across tissues could suggest that Tregs gain ST2 expression once they enter a specific tissue. Using TCR transgenic mice, Li et al. showed that acquisition of the tissue phenotype of Tregs in VAT involved a small intermediate PPARγ^lo^ population in the spleen but required residence within the VAT to gain the full VAT-Treg phenotype (Li et al., 2018). At least at the mRNA level, ST2 was already upregulated in PPARγ^lo^ vs PPARγ^−^ Tregs in the spleen, and PPARγ^lo^ cells more efficiently gave rise to VAT Tregs in transfer experiments. Given that Tregs can gain or lose ST2 expression, it is likely that upregulation of ST2 on Tregs may occur both peripherally and within the tissue of residence.

Both the lungs and the spleen are highly vascularized organs, and the lungs have a particularly unique architecture with a large capillary network in very close proximity to alveoli. Through intravascular antibody labeling, we demonstrated that a higher frequency of ST2^+^ than ST2^-^ Tregs is near vasculature in the spleen, and that a majority of Tregs, regardless of ST2 expression, are perivascular in localization in the lungs. These data suggest that ST2^+^ Tregs may be enriched in the vascular beds in these tissues and may be a more migratory population. We cannot rule out the presence of circulating Tregs in the pulmonary and splenic Tregs we evaluated; however, Tregs from the lungs and spleen were unlikely to solely represent circulating Tregs, given the distinct transcriptional profiles of cells from each site and the differences in behavior of Tregs from the lungs and spleen in our adoptive transfer studies. The i.v. labeling data could indicate that there is exchange of ST2^+^ Tregs between the blood and the spleen and lungs. Indeed, when we examined the hierarchical clustering of ST2^+^ Treg DEGs and the expression of functional markers, we found a bifurcation in expression and phenotype between ST2^+^ Tregs from the blood, spleen, and lungs and those from the VAT, colon, and skin. The decreased ability of ST2^+^ Tregs from the lungs to accumulate in the lungs of IL-33 KO hosts when compared to their ST2^-^ counterparts suggests that lung-specific imprinting occurred, regardless of whether these ST2^+^ Tregs reside within the pulmonary vasculature, parenchyma, or adventitial space.

It is notable that although ST2 has been thought of as a marker for tissue Tregs, nearly a third of circulating Tregs expressed ST2. ST2^+^ Tregs in the blood had significantly higher levels of expression of Ccr2, Ccr3, Ccr4, and Ccr10 than ST2^-^ Tregs in the blood, and expression of these chemokine receptors on circulating ST2^+^ Tregs was comparable to their expression in nonlymphoid tissue Tregs. Thus, circulating ST2^+^ Tregs may constitute a population that recently exited tissue or are poised to enter tissue. Using adoptive Treg transfer studies to introduce traceable Tregs into the bloodstream, we showed that both ST2^+^ Tregs and ST2^-^ Tregs have the potential to seed multiple organs after transfer. As measured by Ki-67 expression, ST2^+^ Tregs from the blood also had the highest levels of proliferation among ST2^+^ and ST2^-^ Tregs from all the tissues examined. Although eTregs are more proliferative than cTregs (Smigiel et al., 2014), we found that less than 20% of Tregs in the colon and skin expressed Ki-67. In addition, studies have shown that there is loss of non-host chimerism of Tregs in the colonic lamina propria after separation of parabionts (Luo et al., 2016), indicating that these Tregs are not locally maintained over long periods of time. Our data suggest that replenishment of tissue Tregs by highly proliferative, circulating ST2^+^ Tregs can be an important mechanism for maintaining Tregs in nonlymphoid tissues. The accumulation and maintenance of eTregs in lymphoid and nonlymphoid sites may thus require a balance of migration from the periphery, survival, and proliferation that is tissue specific.

Taken together, our comprehensive profiling and transfer experiments suggest a model of both ST2-specific and tissue-specific imprinting under homeostatic conditions. In the future, additional studies, such as those that use fate-mapping techniques can be used to address imprinting of tissue Tregs and plasticity in ST2^+^ Treg phenotypes and function under inflammatory conditions and in different disease states.

## Limitations of the study

While our studies have demonstrated substantial heterogeneity in Tregs across different tissues, the bulk RNA sequencing used in these studies only allows for limited conclusions that cannot account for the full diversity of Treg populations that is known to exist at the single cell level and does not support trajectory analysis to investigate developmental relationships. Given that some circulating Tregs may remain in the blood vessels after perfusion, further work will also be necessary to differentiate between distinct ST2^+^ Treg populations that provide specific functions within or nearby the pulmonary vasculature and those that are in circulation. Another limitation of these studies was the low total number of ST2^+^ Tregs that could be isolated from blood and some nonlymphoid tissues; this limitation prevented us from using these very interesting populations as donor cells in the Treg transfer studies. In addition, differences exist in the expression of ST2 on murine Tregs and human Tregs (Lam et al., 2019); thus, the extent to which our studies in the murine system can be translated to humans should be carefully evaluated.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

BUV395 Rat Anti-Mouse CD45 Clone 30-F11	BD Biosciences	Cat# 564279; RRID:AB_2651134
BUV737 Rat Anti-Mouse CD4 Clone RM4-5	BD Biosciences	Cat# 612843; RRID:AB_2870165
BUV737 Rat Anti-Mouse CD4 Clone GK1.1	BD Biosciences	Cat# 612761; RRID:AB_2870092
BV421 Rat Anti-Mouse IL-33R (ST2) Clone U29-93	BD Biosciences	Cat# 566309; RRID:AB_2744489
BV605 anti-mouse CD4 Clone 4–5	BioLegend	Cat# 100547; RRID:AB_11125962
BV711 anti-mouse CD8a Antibody	BioLegend	Cat# 100748; RRID:AB_2562100
BV605 anti-mouse TCRβ Clone H57-596	BioLegend	Cat# 109241; RRID:AB_2629563
BV785 anti-mouse CD25 Clone PC61	BioLegend	Cat# 102051; RRID:AB_2564131
APC anti-mouse CD19 Antibody Clone 1D3/CD19	BioLegend	Cat# 152410; RRID:AB_2629839
PE anti-mouse CD45.2 Antibody Clone 104	BioLegend	Cat# 109808; RRID:AB_313445
PE/Cy7 anti-mouse CD45.2 Antibody Clone 104	BioLegend	Cat# 109830; RRID:AB_1186098
BV650 anti-mouse CD44 Antibody Clone IM7	BioLegend	Cat# 103049; RRID:AB_2562600
PE/Cy7 anti-mouse/human KLRG1 (MAFA) Antibody Clone 2F1/KLRG1	BioLegend	Cat# 138416; RRID:AB_2561736
PE anti-mouse CD193 (CCR3) Clone J073E5	BioLegend	Cat# 144506; RRID:AB_2561534
PE anti-mouse CD194 (CCR4) Clone 2G12	BioLegend	Cat# 131204; RRID:AB_1236367
PerCP/Cy5.5 anti-mouse CD103 Antibody Clone 2E7	BioLegend	Cat# 121416; RRID:AB_2128621
AF700 anti-mouse CD62L Antibody Clone MEL-14	BioLegend	Cat# 104426; RRID:AB_493719
Alexa Fluor 488 FOXP3 Monoclonal Antibody Clone FJK-16s	eBioscience	Cat# 53-5773-82; RRID:AB_763537
APC CD45.1 Monoclonal Antibody Clone A20	eBioscience	Cat# 17-0453-82; RRID:AB_469398
Alexa Fluor 700 CD45.2 Monoclonal Antibody Clone 104	eBioscience	Cat# 56-0454-82; RRID:AB_657752
APC CD11b Monoclonal Antibody Clone M1/70	eBioscience	Cat# 17-0112-82; RRID:AB_469343
PE/Cy7 Ki-67 Monoclonal Antibody Clone SolA15	eBioscience	Cat# 25-5698-82; RRID:AB_11220070
PerCP-eFluor710 CD90.2 Monoclonal Antibody Clone 30-H12	eBioscience	Cat# 46-0903-82; RRID:AB_10670882
PE CD103 Monoclonal Antibody Clone 2E7	eBioscience	Cat# 12-1031-82; RRID:AB_465799
APC-eFlour780 CD62L Monoclonal Antibody Clone MEL-14	eBioscience	Cat# 47-0621-82; RRID:AB_1603256
Biotin CD197 (CCR7) Monoclonal Antibody Clone 4B12	eBioscience	Cat# 13-1971-82; RRID:AB_466642
PE Gata-3 Monoclonal Antibody Clone TWAJ	eBioscience	Cat# 12-9966-42; RRID:AB_1963600
Mouse CCR2 APC conjugated Antibody Clone 475301	R&D Systems	Cat# FAB5538A; RRID:AB_10645617

**Chemicals, peptides, and recombinant proteins**		

Collagenase IV	Sigma Aldrich	Cat# C5138-1G
DNase I	Sigma Aldrich	Cat# DN25-1G
PE/Cy7 Streptavidin	BioLegend	Cat# 405206

**Critical commercial assays**		

Foxp3/Transcription Factor Staining Buffer Set	eBioscience	Cat# 00-5523-00
Zombie Aqua Fixable Viability Kit	Biolegend	Cat# 423102
Zombie NIR Fixable Viability Kit	Biolegend	Cat# 423106
CD4^+^ T Cell Isolation Kit	Miltenyi Biotec	Cat# 130-104-454
SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing	Takara	Cat# 634891
NexteraXT DNA sample preparation kit	Illumina	Cat# FC-131-1002

**Deposited data**		

RNAseq data	This paper	GEO: GSE182322

**Experimental models: Organisms/strains**		

Mouse: B6.129(Cg)-Foxp3^tm4(YFP/icre)Ayr^/J (Foxp3^YFP-Cre^)	The Jackson Laboratory	Stock No: 016959; RRID:IMSR_JAX:016959
Mouse: B6.SJL-Ptprc^a^ Pepc^b^/BoyJ (CD45.1)	The Jackson Laboratory	Stock No: 002014; RRID:IMSR_JAX:002014
Mouse: C57BL/6-Foxp3^tm1Flv^/J (Foxp3^mRFP^)	The Jackson Laboratory	Stock No: 008374; RRID:IMSR_JAX:008374
Mouse: Foxp3^mRFP^Id2^YFP^ mice	Lab of Daniel Campbell	N/A
Mouse: Foxp3^mRFP^Id3^GFP^ mice	Lab of Daniel Campbell	N/A
Mouse: Il33^tm1Amgn^ (IL-33 KO)	Amgen	RRID:MGI:5476738

**Software and algorithms**		

FlowJo	BD Biosciences	flowjo.com
SpectroFlo	Cytek BIosciences	cytekbio.com/pages/spectro-flo
BD FACSDiva	BD Biosciences	bdbiosciences.com
Prism	GraphPad Software	www.graphpad.com
R package edgeR (v3.26.8)	Bioconductor	bioconductor.org
ShinyGO v0.74	South Dakota State University, Xijin Ge Laboratory	bioinformatics.sdstate.edu/go/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Steve Ziegler ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental models and subject details

#### Mice

Foxp3^YFP−cre^ mice (B6.129(Cg)-Foxp3^tm4(YFP/icre)Ayr^/J; Stock No: 026959) and CD45.1 mice (B6.SJL-Ptprc^a^ Pepc^b^/BoyJ; Stock No: 002014) were purchased from The Jackson Laboratory (Janowska-Wieczorek et al., 2001; Rubtsov et al., 2008). Foxp3^mRFP^ mice (C57BL/6-Foxp3^tm1Flv^/J; JAX Stock No: 008374), Foxp3^mRFP^Id2^YFP^ mice, and Foxp3^mRFP^Id3^GFP^ mice were obtained from Daniel Campbell (Miyazaki et al., 2011; Yang et al., 2011). Interleukin-33 deficient mice (IL-33 KO) were provided by Dirk Smith (Amgen) and bred to CD45.1 mice (Martin et al., 2013). All mice were bred and maintained under SPF conditions in an American Association for the Accreditation of Laboratory Animal Care (AAALAC)-accredited animal facility at the Benaroya Research Institute (BRI). All experiments were performed in accordance with protocols approved by the BRI Animal Care and Use Committee. Age -and sex-matched male and female mice (littermates where applicable) between seven and twenty-six weeks of age were used in all experiments.

### Method details

#### Tissue processing and cell isolation

Mice were euthanized using tribromoethanol (TBE) followed by exsanguination or thoracotomy. Blood was drawn by cardiac puncture and collected in Microvette 200 LH tubes (Sarstedt). In all experiments when lungs were processed, the pulmonary and systemic circulation was then perfused with PBS. Red blood cells in the blood samples were lysed for 5 minutes on ice in RBC lysis buffer (155 mM NH_4_Cl, 11 mM KHCO_3_, 1.3 mM EDTA), washed with PBS, and filtered through a 35 μM strainer. Spleens and LNs were homogenized by mechanical disruption, filtered through a 70 μm cell strainer, and washed with PBS. Splenocytes were then incubated with RBC lysis buffer for 5 minutes on ice to lyse RBCs, filtered through a 70 μm cell strainer, and washed with PBS. The remaining tissues were processed as follows:

##### Colon

The colon was separated from mesenteric fat, and the luminal mucus and fecal matter were removed mechanically at the time of dissection. The colon was transected longitudinally and bisected then washed three times by vortexing followed by transfer into fresh conditioned media (CM; Ca^2+^-free Mg^2+^-free HBSS (Hyclone)/5% FCS (Sigma)). The tissue pieces were incubated with gentle mixing in CM with 1 mM DTT and 5 mM EDTA for 15 min at 37°C and then in CM with 5 mM EDTA for 30 min at 37°C. The tissue was then cut into small pieces and digested in 0.4 mg/mL collagenase IV (from *Clostridium histolyticum*; Sigma Aldrich), 0.1 mg/mL DNAse (Sigma), and 10% FCS in HBSS (with Ca^2+^ and Mg^2+^, Hyclone) for 30 min at 37°C. After digestion, the samples were homogenized using a syringe and 18 gauge needle and filtered through a 70 μm cell strainer.

##### Lungs and adipose tissue

Tissues were collected in cold PBS and then cut into small pieces and digested in 0.4 mg/mL collagenase IV (Sigma Aldrich), 0.1 mg/mL DNAse and 10% FCS in HBSS (with Ca^2+^ and Mg^2+^, Hyclone) for 30 min at 37°C. The samples were then homogenized using a syringe and 18 gauge needle and filtered through a 70 μm cell strainer. Cells were then incubated with RBC lysis buffer for 5 minutes on ice, filtered through a 70 μm cell strainer, and washed with PBS.

##### Skin

Shaved back skin (approx. 4 × 3 cm) was cut into small pieces and digested in 1 mg/mL collagenase IV (Sigma Aldrich), 0.1 mg/mL DNAse, 10% FCS, and 25 mM HEPES in RPMI (Sigma) for 90 minutes at 37°C with gentle mixing. The samples were then homogenized using a syringe and 18 gauge needle and filtered twice through a 70 μm cell strainer.

#### Flow cytometry and cell sorting

Flow cytometry was performed using standard methods (Cossarizza et al., 2019). For all fluorochrome-conjugated antibodies optimal concentrations were determined using titration experiments. The following antibodies were obtained from BD, BioLegend, R&D, or eBioscience: CD4 (GK1.5), CD8a (53-6.7), CD11b (M1/70), CD19 (1D3), CD25 (PC61), CD44 (IM7), CD45 (30-F11), CD45.1 (A20), CD45.2 (104), CD62L (MEL-14), CD90.2 (30-H12), CD103 (2E7), FOXP3 (FJK-16s), GATA3 (TWAJ), KLRG1 (2F1/KLRG1), Ki-67 (SolA15), ST2 (U29-93), TCRβ (H57-597), CCR2 (475301), CCR3 (J073E5), CCR4 (2G12), CCR7 (4B12).

Cells were stained with Aqua or Near-IR fixable viability dye according to the manufacturer’s instructions (BioLegend), and then surface stained with an antibody cocktail in FACS buffer (PBS/2% FCS) for 20 minutes at 4°C. For intracellular and intranuclear staining, cells were fixed and permeabilized using the eBioscience FOXP3 fix/perm buffer according to the manufacturer’s instructions and then stained in FOXP3 perm buffer (eBioscience) for 20–60 minutes at 4°C. For studies using Foxp3^YFP−cre^ mice, if other intracellular or intranuclear markers were used in the panel, loss of YFP was confirmed and FOXP3 was stained with FOXP3 AF488 (FJK-16s). For intranuclear GATA3 staining, cells were fixed and permeabilized using the eBioscience FOXP3 fix/perm buffer for 30mins and then stained in FOXP3 perm buffer (eBioscience) for 60 minutes at 4°C. For CCR staining cells were rested at 37°C for 1–2 hours in RPMI +10% FCS prior to CCR surface staining at 37°C.

In general, cells were gated based on FSC-Area and SSC-Area to exclude debris; doublets were excluded by FSC-Area vs. FSC-Height gating; and dead cells were excluded using a fixable viability dye. Flow cytometry was performed on a five laser BD LSR II with FACS Diva Software or a five laser Cytek Aurora with SpectroFlow Software. Data analysis was performed using FlowJo 10.0.x (BD Biosciences).

Cell sorting was performed on a BD FACSAria II or BD FACSAria Fusion Sorter using a 70 μm nozzle.

For RNAseq analysis, blood, spleen, lungs, VAT, colon, and back skin of CD45.2 Foxp3^YFP−cre^ mice were harvested and single cell suspensions were obtained as described above. For spleen and lungs, CD4^+^ T cells were enriched using a CD4^+^ T Cell Isolation Kit according to the manufacturer’s instructions (Miltenyi Biotec) and then surface stained in MACS buffer for 20 minutes at 4°C. Cells were stained with Near-IR fixable viability dye prior to sorting. Live, single, CD45.2^+^, CD8^−^, CD19^−^, CD11b^−^, CD4^+^, YFP^+^, ST2^+^ CD44^hi^ cells and live, single, CD45.2^+^, CD8^−^, CD19^−^, CD11b^−^, CD4^+^, YFP^+^, ST2^-^ CD44^hi^ cells were sorted from all tissues; live, single, CD45.2^+^, CD8^−^, CD19^−^, CD11b^−^, CD4^+^, YFP^+^, ST2^-^ CD44^lo^ CD62L^+^ cells were sorted from spleen and lungs. Cells were collected in 1.5 mL tubes containing lysis buffer (see below). Sort purities for lungs were checked at the beginning of the sort and for spleen at the end of the sort and were routinely higher than 95%.

For Treg transfer experiments, lungs and spleen from 6-8 CD45.2 Foxp3^YFP−cre^ mice were harvested and single cell suspensions were obtained as described above. For splenocytes, CD4 T^+^ cells were enriched using a CD4^+^ T Cell Isolation Kit (Miltenyi Biotec) and then surface stained in FACS buffer for 20 minutes at 4°C. Cell were then stained with Near-IR fixable viability dye prior to sorting. Live, single, CD45.2^+^, CD8^−^, CD19^−^, CD11b^−^, CD4^+^, YFP^+^ cells that were ST2^+^ CD44^hi^, ST2^-^ CD44^hi^, or ST2^-^ (total ST2^-^ Tregs) were sorted and collected in 15 mL conical tubes containing RPMI +10% FCS. Sort purities were checked for all populations sorted and were routinely higher than 95%.

**Table:** 

Optical configuration of LSR II		
Laser	Filter	Used dyes
UV 355nm	740/35	BUV 737
	450/50	DAPI
	379/28	BUV395
Violet 405nm	780/60	Brilliant Violet 785
	710/50	Brilliant Violet 711
	655/8	Brilliant Violet 650
	605/12	Brilliant Violet 605
	525/50	AmCyan, Zombie Aqua, BV510
	450/50	PacificBlue, BV421
Blue 488nm	710/50	PerCP/PerCP-Cy5.5
	525/50	FITC, GFP, YFP
	488/10	SSC
Yellow/Green 561nm	780/60	PE-Cy7
	660/20	PE-Cy5
	620/10	PE-Texas Red, PE-CF594
	582/15	PE, tdTomato
Red 640nm	780/60	APC-Cy7, Zombie NIR
	730/45	AlexaFluor700
	670/30	APC

#### Adoptive transfer experiments

For Treg transfers, spleens and lungs were harvested from CD45.2 Foxp3^YFP−cre^ mice. Cells were resuspended in MACS buffer (PBS/0.5% FCS/2 mM EDTA), and for splenocytes, CD4^+^ T cells were enriched using a CD4^+^ T cell isolation kit (Miltenyi Biotec). After surface staining with antibodies, ST2^+^ CD44^hi^ Tregs and ST2^-^ CD44^hi^ Tregs were sorted from both tissues and total ST2^-^ Tregs were sorted from spleen only. 100,000 splenic CD44^hi^ Tregs or 50,000 pulmonary CD44^hi^ Tregs were transferred into sublethally (450 rad) irradiated CD45.1 congenically marked hosts via tail vein injection. In some experiments, 1∗10^6^ total ST2^-^ Tregs from the spleen were transferred into sublethally (450 rad) irradiated CD45.1 congenically marked hosts via tail vein injection. Four weeks later, tissues were harvested for analysis. Splenocytes were enriched for CD4^+^ T cells using a CD4^+^ T cell isolation kit prior to staining and analysis.

#### Intravascular antibody labeling

Intravascular labeling of hematopoietic cells was performed based on previously published methods (Anderson et al., 2014). Three micrograms of PE-labeled anti-CD45.2 antibody was injected via the tail vein, and mice were euthanized with TBE three minutes after antibody injection. Tissues were then harvested for analysis. A pan-CD45 antibody was used for subsequent staining and identification of all CD45^+^ cells. Experiments were performed with and without perfusion; no differences were found in the fractions of i.v. labeled cells.

#### RNA sequencing and transcriptome analysis

For each Treg subset, 220 cells were sorted directly into reaction buffer using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara), and reverse transcription was performed followed by PCR amplification to generate full length amplified cDNA. Sequencing libraries were constructed using the NexteraXT DNA sample preparation kit (Illumina) to generate Illumina-compatible barcoded libraries. Libraries were pooled and quantified using a Qubit® Fluorometer (Life Technologies). Dual-index, single-read sequencing of the pooled libraries was carried out on a HiSeq2500 sequencer (Illumina) with 58-base reads, using HiSeq v4 Cluster and SBS kits (Illumina) with a target depth of 5 million reads per sample. Reads were processed using workflows managed on the Galaxy platform. Base calls were processed to FASTQs on BaseSpace (Illumina), and a base call quality-trimming step was applied to remove low-confidence base calls from the ends of reads. Reads were trimmed by 1 base at the 3′ end then trimmed from both ends until base calls had a minimum quality score of at least 30. Any remaining adapter sequence was removed as well. The FASTQs were aligned to the GRCm38 mouse reference genome using STAR (v.2.4.2a) with the GRCh38 reference genome and gene annotations from ensembl release 91. Gene counts were generated using HTSeq-count (v0.4.1). Quality metrics were compiled from PICARD (v1.134), FASTQC (v0.11.3), Samtools (v1.2), and HTSeq-count (v0.4.1).

For quality control, samples that had counts >1 million, percent aligned >80% and median CV of gene coverage <0.7 were kept. Three libraries failed QC and were excluded from subsequent analyses. Counts were normalized using trimmed mean of M values (TMM) from the edgeR package (v3.26.8) (Robinson et al., 2010). Genes were filtered to include those that had a TMM normalization count of at least 1 count per millon in at least 10% of libraries and were classified as protein coding using BioMart (biomaRt (v2.40.5)). Only genes passing filter were included in downstream analyses. Gene counts were then transformed with observations level weights using voomWithQualityWeights from the limma R package (v3.40.6). Limma was then used to model the transcriptome expression changes within each group comparison. An adjusted p-value of 0.05 was used to determine statistical significance. All statistical tests were corrected by the Benjamini-Hochberg method. Principal Component Analysis was performed using the stats (base) R package, and function prcomp. Intraclass Correlation was performed using the ICC R package and function ICCBare. Other R packages used in the generation of heatmaps and plots include corrplot (v0.84), ComplexHeatmap (v2.2.0), and circlize (v0.4.12). Gene pathway enrichment analysis was performed using ShinyGO v0.74 (Ge et al., 2020). Hierarchical clustering analyses were performed using Euclidean distances and the complete linkage method except in Figure 4E, which used the Ward.D2 linkage method. The RNAseq datasets presented in this article have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus (GEO: GSE182322).

### Quantification and statistical analysis

Statistical analyses of non-genomic data were performed using Prism (GraphPad Software). Data are displayed as individual data points with mean +/− standard deviation (SD). Comparison of the means was performed using unpaired, two-tailed Student’s t-tests or two-way ANOVA with Sidak’s multiple comparisons test, ns p > 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. No statistical methods were used to predetermine sample size, but our sample sizes were similar to those generally employed in the field. No method of randomization was used.

## Data Availability

• RNAseq data have been deposited at GEO and are publicly available as of the date of publication. The accession number is listed in the key resources table. • This paper does not report original code. The codes used for RNAseq analysis followed typical pipelines from public R packages. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Profiling of Tregs across tissues reveals plasticity in ST2 expression and hierarchies in tissue-specific phenotypes
**Source:** iScience. 2022 Aug 24;25(9):104998. doi: 10.1016/j.isci.2022.104998
**Supplement:** Document S1. Figures S1–S8

**Supplemental information**

**Profiling of Tregs across tissues reveals  
plasticity in ST2 expression and hierarchies  
in tissue-specific phenotypes**

**Sabine Spath, Florence Roan, Scott R. Presnell, Barbara Höllbacher, and Steven F. Ziegler**

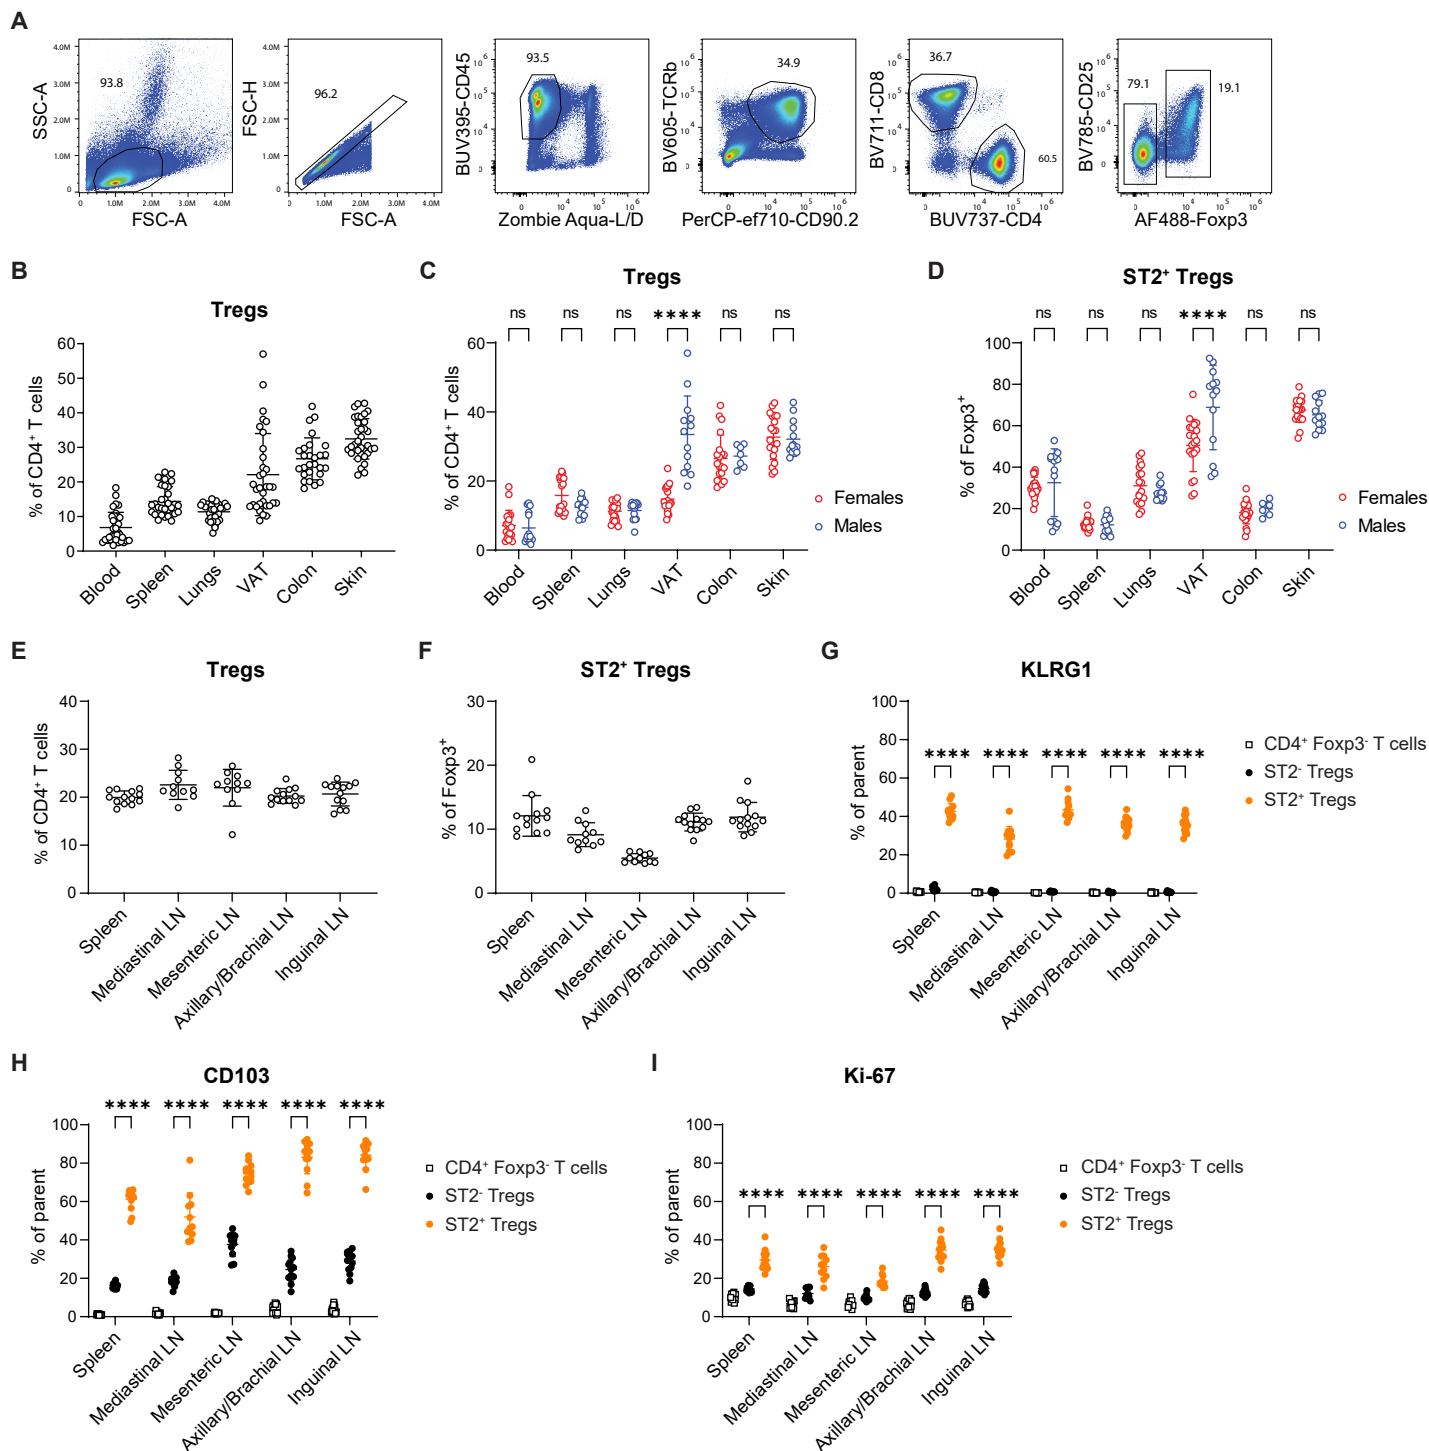

**Figure S1. Flow cytometric analysis of Tregs across tissues and in secondary lymphoid organs, related to Figure 1.** (A) Representative gating of splenic Tregs used in flow cytometric experiments. (B) Frequency of Foxp3<sup>+</sup> Tregs among all CD4<sup>+</sup> T cells across tissues. Data are pooled from 7 experiments, each with n = 4-6 per cohort. (C) Frequency of Foxp3<sup>+</sup> Tregs in females and males across tissues, based on Figure S1B. (D) Frequency of ST2<sup>+</sup> Tregs in females and males across tissues, based on Figure 1B. (E and F) Lymphocytes were pregated on live singlets, CD45<sup>+</sup>, TCRβ<sup>+</sup> CD4<sup>+</sup> FOXP3<sup>+</sup> cells in spleen, mediastinal, mesenteric, axillary/brachial, and inguinal lymph nodes (LN). Frequency of (E) Foxp3<sup>+</sup> Tregs among all CD4<sup>+</sup> T cells and (F) ST2-expressing Tregs across secondary lymphoid organs. (G-I) Frequency of (G) KLRG1, (H) CD103, and (I) Ki-67 on ST2<sup>+</sup> Tregs, ST2<sup>-</sup> Tregs, and Foxp3<sup>+</sup> CD4<sup>+</sup> T cells across secondary lymphoid organs. E-I: Data are pooled from 2 experiments of n = 5 and n = 8. C+D, G-I: Indicated means were compared with 2-way ANOVA with Sidak's multiple comparisons test, ns p > 0.05, \*\*\*\* p < 0.0001. Data are plotted as mean +/- SD. Abbreviations: VAT: visceral adipose tissue, TCR: T cell receptor

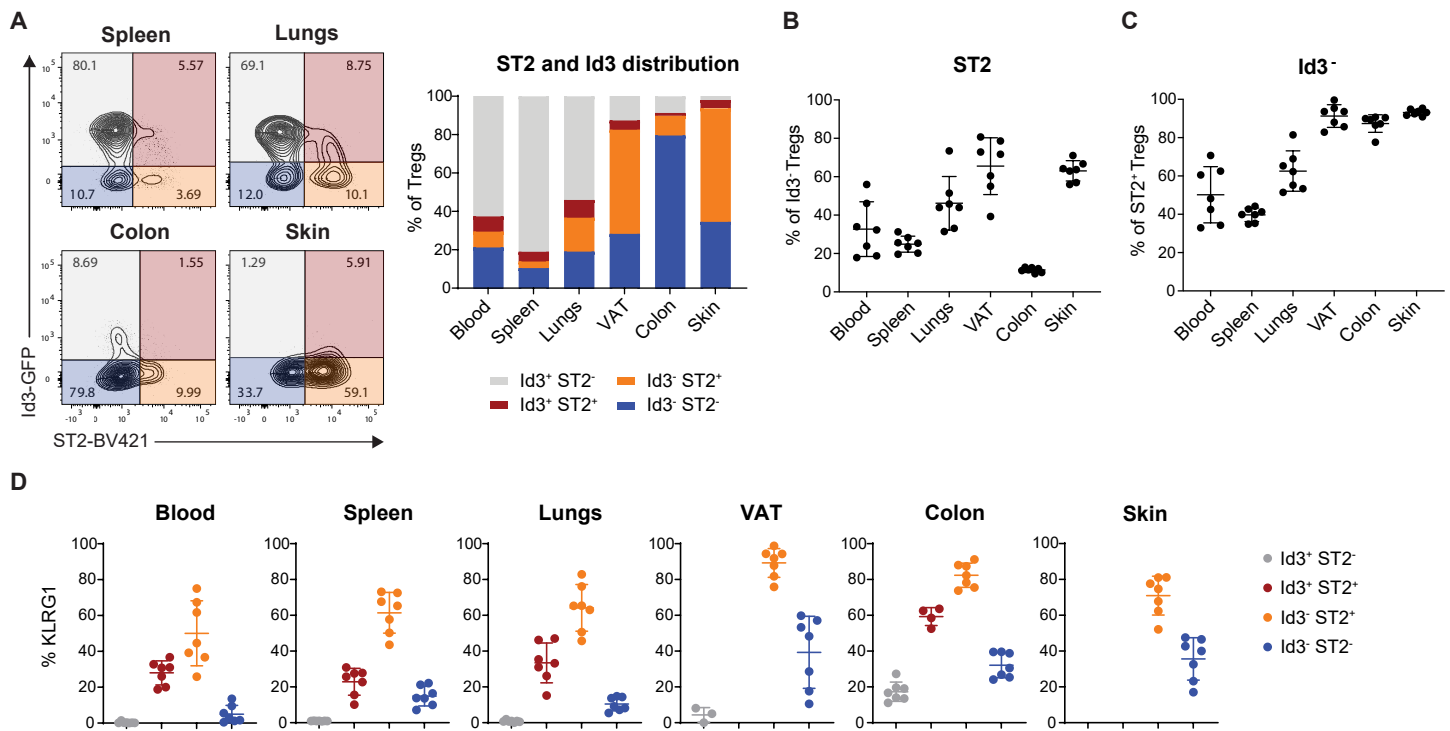

**Figure S2. Correlation between Id3<sup>+</sup> Tregs and ST2<sup>+</sup> Tregs across tissues, related to Figure 2. (A)** Relative distribution of Id3 and ST2 on Foxp3<sup>+</sup> Tregs in indicated tissues as assessed by flow cytometry using Foxp3<sup>mRFP</sup>Id3<sup>GFP</sup> reporter mice, left: representative flow plots, right: quantification of data pooled from two independent experiments with  $n = 3$  and  $n = 4$ . **(B)** Frequency of ST2<sup>+</sup> cells among Id3<sup>+</sup> Tregs in indicated tissues. **(C)** Frequency of Id3<sup>+</sup> cells among ST2<sup>+</sup> Tregs in indicated tissues. **(D)** Frequency of KLRG1 on indicated Treg populations from Fig. S1A in blood, spleen, lungs, VAT, colon, and skin. Data points were removed for populations that routinely had less than 100 cells. B-D: Data are plotted as mean  $\pm$  SD. Abbreviations: VAT: visceral adipose tissue

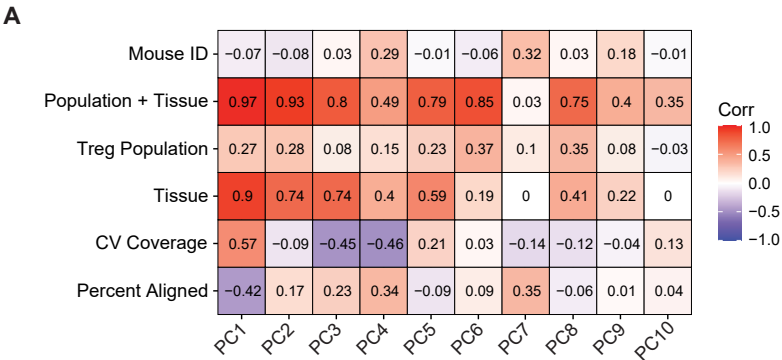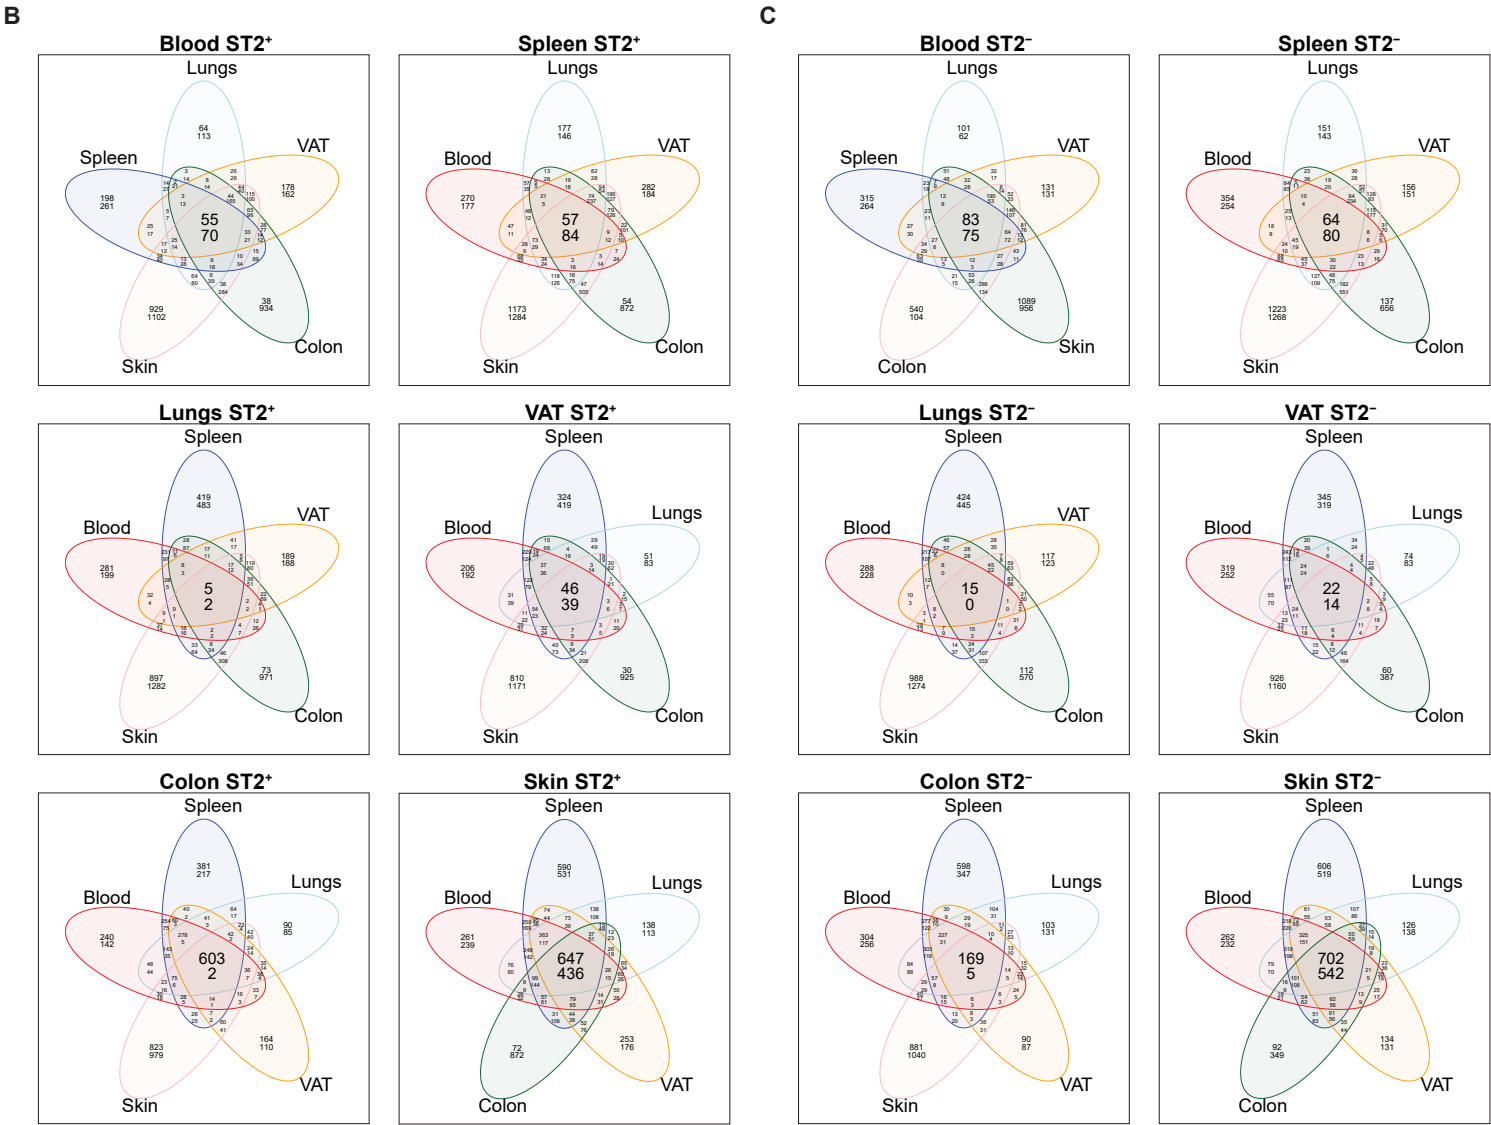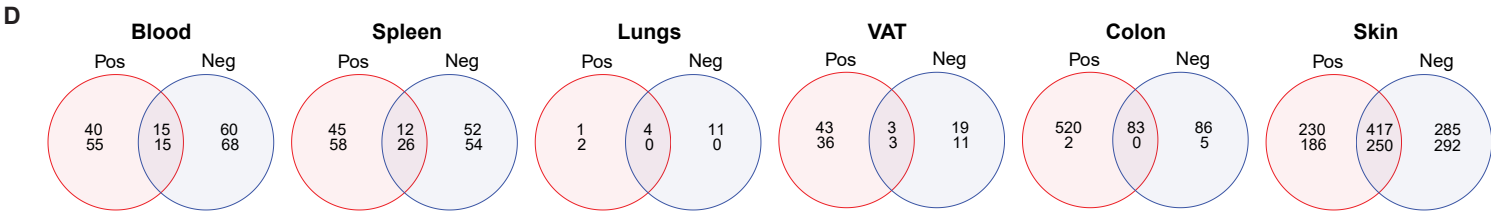

**Figure S3. Correlation of factors/categorical variables across PC coordinates and Venn diagrams identifying tissue-specific DEGs, related to Figure 3.** (A) Spearman's correlation for numeric variables and intraclass correlation coefficients for factor/categorical variables across coordinates of the PC plot. (B and C) Venn diagrams with tissue-specific DEGs identified in the central overlap for (B) ST2<sup>+</sup> CD44<sup>hi</sup> Tregs and (C) ST2<sup>-</sup> CD44<sup>hi</sup> Tregs by overlaying DEGs in one tissue versus each of the other tissues, repeated for each tissue. Genes with FC > 1.5 and adjusted p value < 0.05 were considered significant. (D) Venn diagram overlaying tissue-unique DEGs from ST2<sup>+</sup> and ST2<sup>-</sup> Tregs (identified from the central overlap of Venn diagrams in B and C) to identify DEGs in Tregs from the indicated tissue versus all other tissues. B-D: Upper numbers are upregulated genes; lower numbers are downregulated genes. Abbreviations: CV Coverage: median coefficient of variation of gene sequence coverage for the 1000 most highly expressed transcripts, Percent Aligned: percent aligned sequences to reference genome, VAT: visceral adipose tissue, DEG: differentially expressed genes

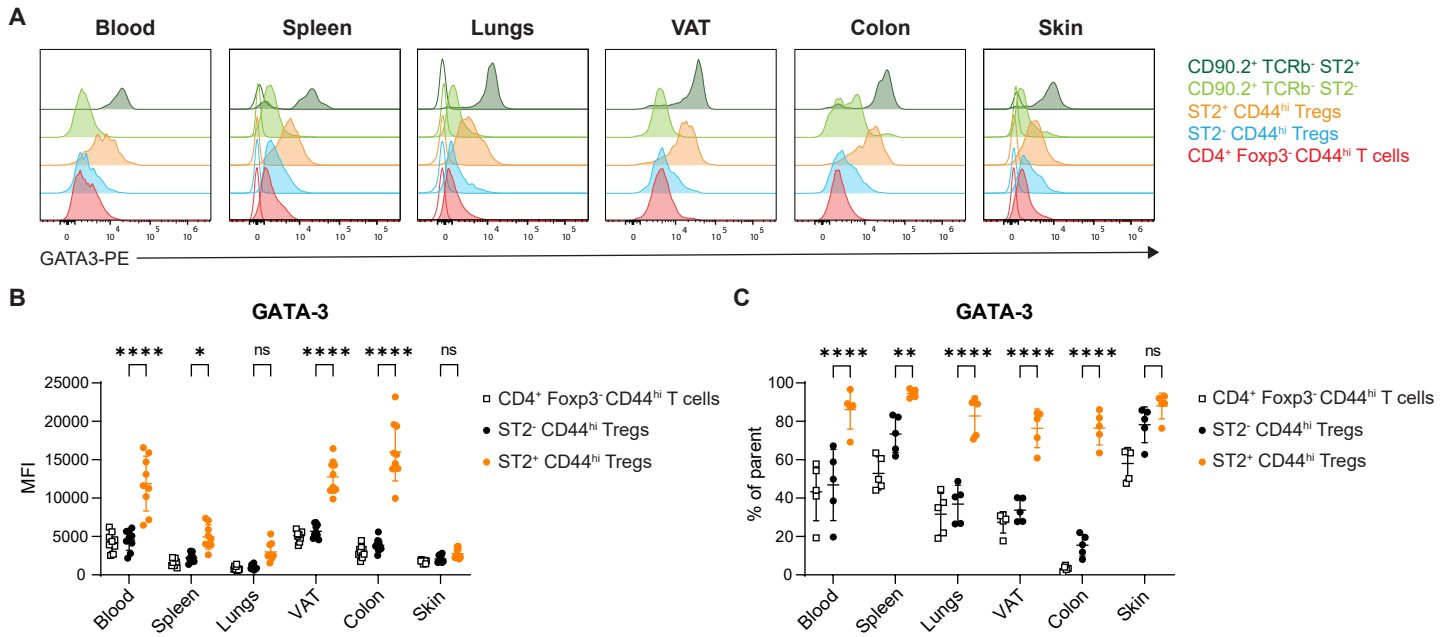

**Figure S4. GATA3 flow cytometric analysis of ST2<sup>+</sup> and ST2<sup>-</sup> Tregs across tissues, related to Figure 4.** (A) Representative, overlaid histograms showing GATA3 staining as assessed by flow cytometry in indicated cell populations and tissues, filled: full stain, open: FMO. T cell populations were pregated on live singlets, CD45<sup>+</sup>, TCRβ<sup>+</sup> CD90.2<sup>+</sup> CD44<sup>hi</sup> CD4<sup>+</sup> cells; CD90.2<sup>+</sup> TCRβ<sup>-</sup> cell populations were pregated on live singlets, CD45<sup>+</sup> cells. (B) Median fluorescence intensity (MFI) and (C) relative frequency of GATA3 on ST2<sup>+</sup> CD44<sup>hi</sup> Tregs, ST2<sup>-</sup> CD44<sup>hi</sup> Tregs, and Foxp3<sup>-</sup> CD4<sup>+</sup> CD44<sup>hi</sup> T cells across tissues. B: Data are pooled from 2 experiments of n = 5 each. C: Data are from 1 experiment of n = 5. B and C: Data are plotted as mean ± SD and indicated means were compared with 2-way ANOVA with Sidak's multiple comparisons test, ns p > 0.05, \* p < 0.05, \*\* p < 0.01, \*\*\*\* p < 0.0001. Abbreviations: VAT: visceral adipose tissue, FMO: fluorescence minus one control, TCR: T cell receptor

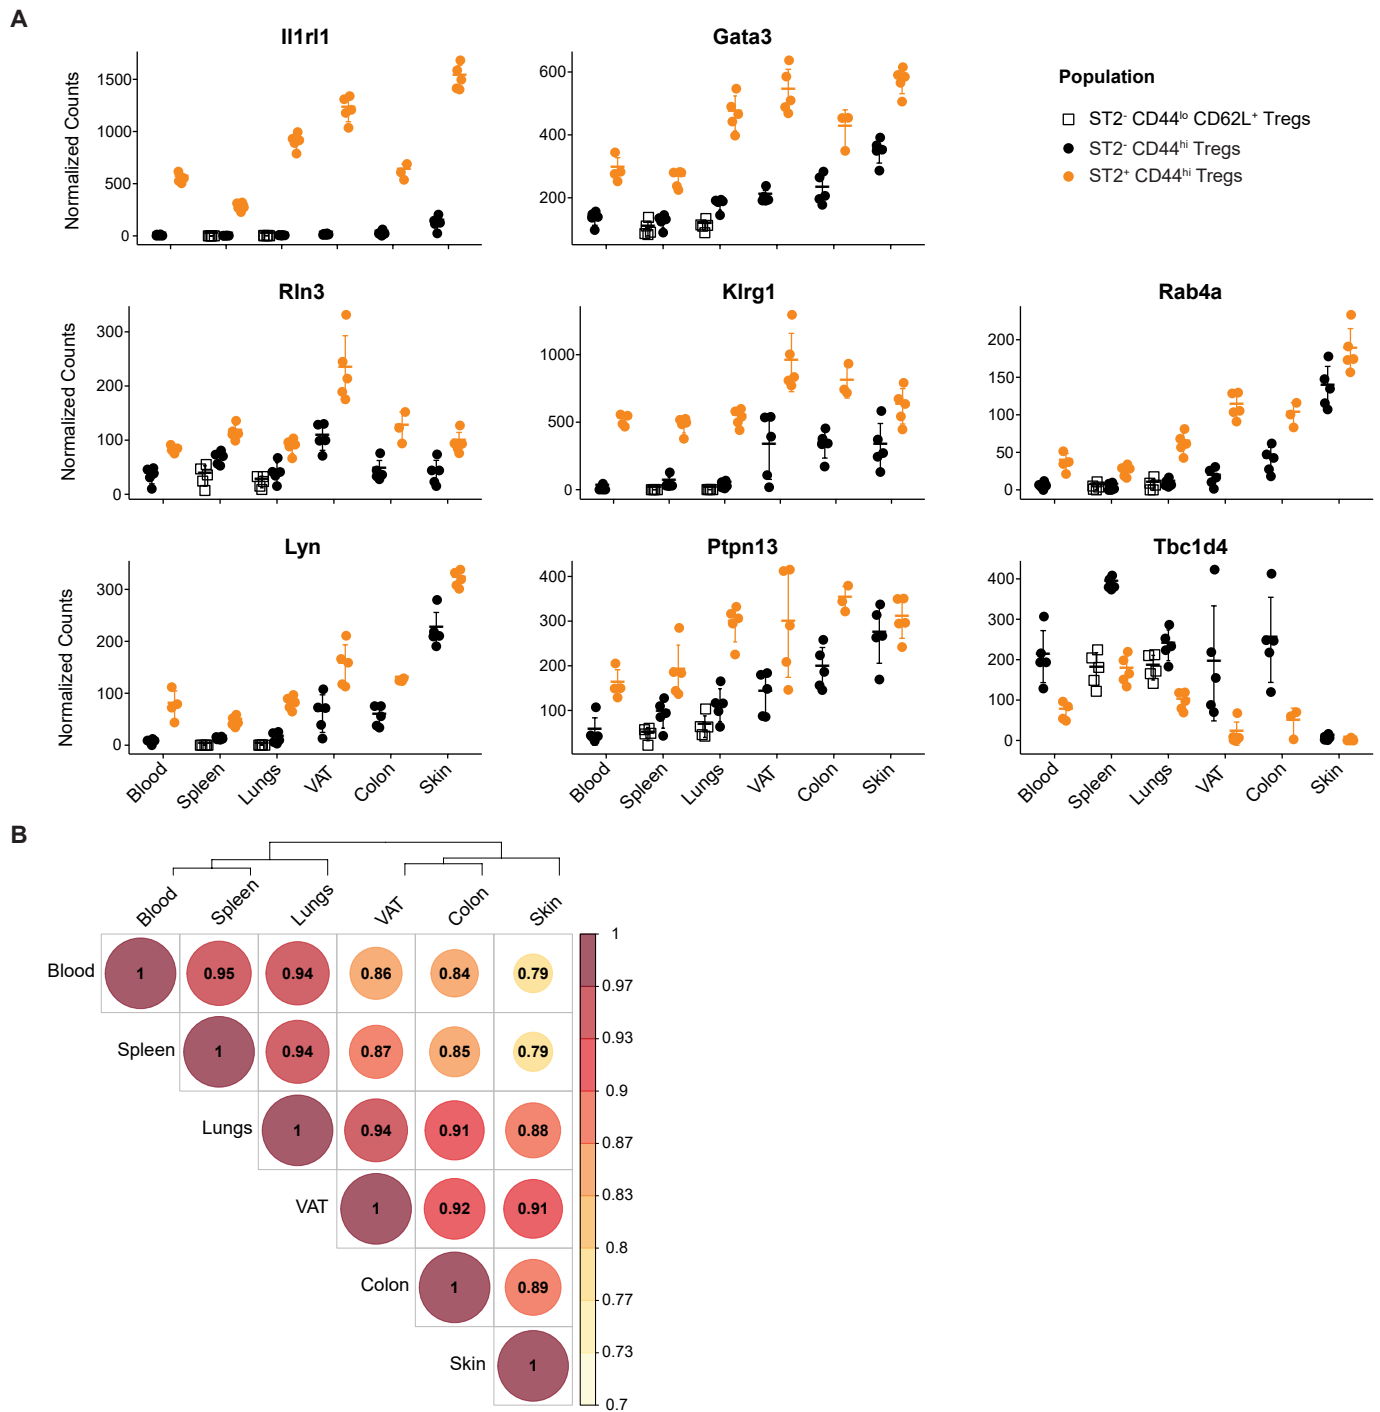

**Figure S5. Expression of core DEGs between ST2<sup>+</sup> and ST2<sup>-</sup> Tregs across tissues, related to Figure 4.** (A) RNAseq gene expression data, displayed as TMM normalized counts for DEGs between ST2<sup>+</sup> versus ST2<sup>-</sup> Tregs that are common to at least 5 of 6 tissues sampled, compare to Figure 4D. Data are plotted as mean +/- SD. (B) Dendrogram and correlation coefficient using Spearman's ranked-based correlation analysis of DEGs between ST2<sup>+</sup> versus ST2<sup>-</sup> Tregs pooled from all tissues. Abbreviations: VAT: visceral adipose tissue, DEG: differentially expressed genes

**A**

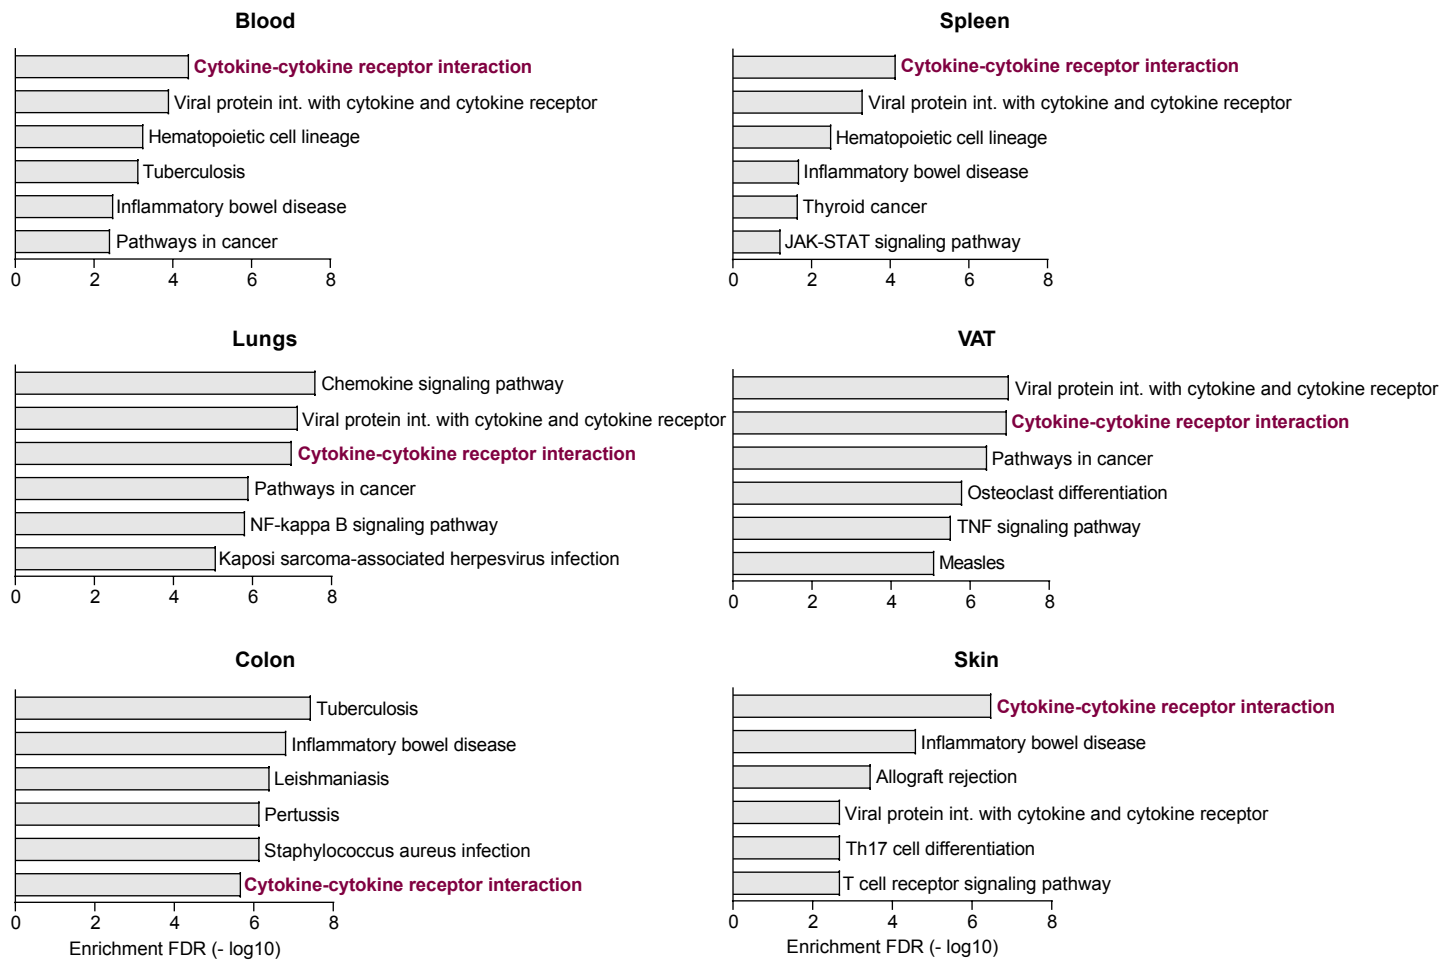

**B**

**KEGG pathway: Cytokine-cytokine receptor interaction**

|        |                                                                                                                                                         |
|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Blood  | CXCR5 BMPR1A CCR3 CCR2 CCR4 CCR7 CCR10 FAS IFNGR2 IL18 IL18RAP IL2RA IL6RA IL6ST IL7R IL9R IL1RL1 ACVR1C EBI3 TNFSF14 CLCF1 CXCR6 TNFRSF25              |
| Spleen | CXCR5 CCR2 CCR4 EPOR IL10RA IL18RAP IL18R1 IL6ST IL7R IL9R LTA IL1RL1 CD40 EBI3 CXCR6                                                                   |
| Lungs  | CXCR5 CXCR3 CCR1 CCR3 CCR2 CCR4 CCR7 CCR8 CCR10 IFNGR2 IL10RA IL18RAP IL4 IL6RA IL9R IL1RL1 CXCL2 TNFRSF11A TNFRSF9 CXCL3 EBI3 IL17RB CXCR6             |
| VAT    | CXCR5 BMPR1A CXCR3 CCR1 CCR2 CSF1 CSF1R CSF2 FASL IFNG IL10 IL10RA IL18R1 IL2RA IL2RB IL5 IL7R IL9R IL1RL1 CCL5 CXCL2 TNFRSF11A TNFRSF14 CXCL3 TNFRSF25 |
| Colon  | BMP4 CCR6 CSF1R CSF2 CX3CR1 CXCL1 IL10RA IL1A IL1B IL1RL1 CCL11 CCL20 CCL3 CCL6 IL23R TNFSF11 ACKR4 CXCL16 IL33                                         |
| Skin   | CXCR3 FAS IFNG IL18RAP IL5 IL1RL1 CCL8 CXCL2 CD40LG TNFRSF25                                                                                            |

**Figure S6. Enriched KEGG pathways in DEGs between ST2<sup>+</sup> and ST2<sup>-</sup> Tregs in each tissue, related to Figure 4.** (A) KEGG pathways enriched in DEGs between ST2<sup>+</sup> and ST2<sup>-</sup> Tregs in each tissue were determined using ShinyGO (Ge et al., 2020). Barplots show the top six most significantly enriched terms in each tissue. (B) Gene list of DEGs that are part of the KEGG pathway: Cytokine-cytokine receptor interaction for each tissue. Abbreviations: int: interaction, DEG: differentially expressed genes, KEGG: Kyoto Encyclopedia of Genes and Genomes Database

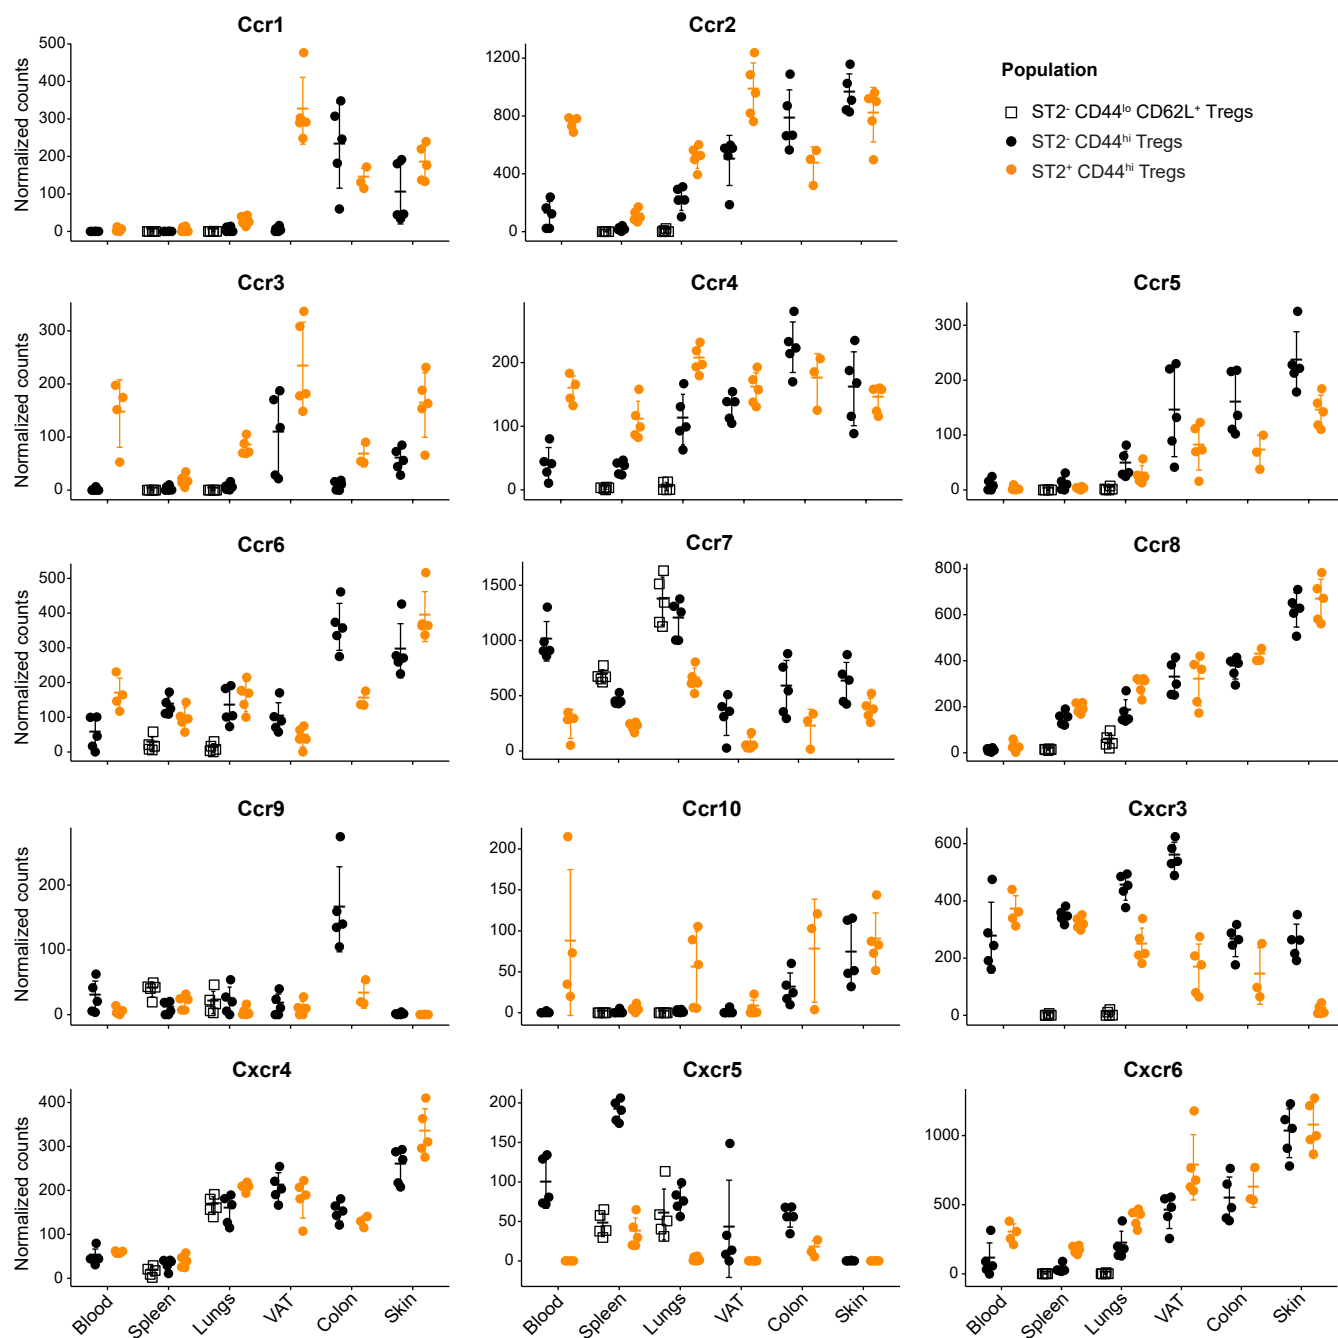

**Figure S7. Chemokine receptor gene expression profiles of ST2<sup>+</sup> and ST2<sup>-</sup> Tregs across tissues, related to Figure 5.** RNAseq gene expression data displayed as TMM normalized counts for indicated chemokine receptors. Data are plotted as mean +/- SD. Abbreviations: VAT: visceral adipose tissue, CCR: CC chemokine receptor, CXCR: CXC chemokine receptor

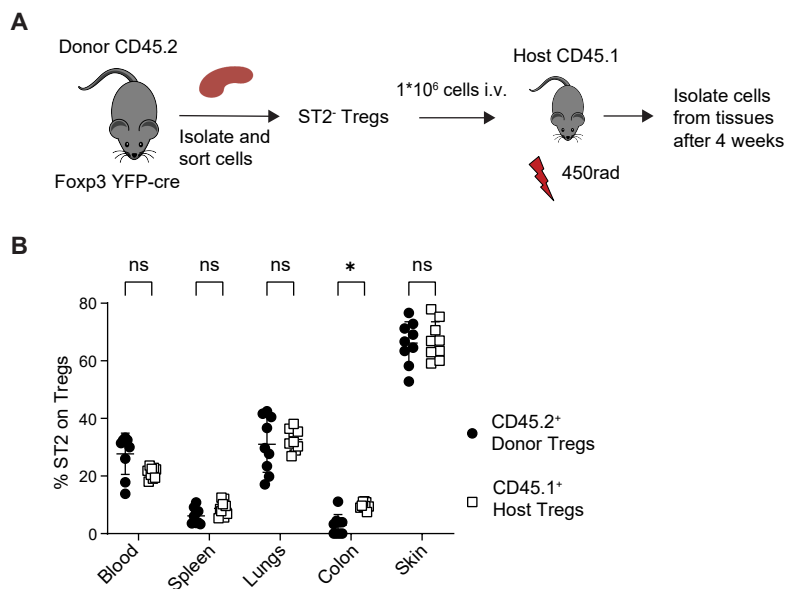

**Figure S8. Adoptive transfer of 1\*10<sup>6</sup> total ST2<sup>+</sup> Tregs from the spleen into sublethally irradiated WT hosts, related to Figure 6. (A)** Experimental setup: ST2<sup>+</sup> Tregs were sorted from the spleen of CD45.2 Foxp3<sup>YFP-cre</sup> mice and transferred i.v. into sublethally irradiated CD45.1 hosts. Organs of host mice were harvested 4 weeks after transfer to assess recovery of transferred Tregs. **(B)** ST2 expression on recovered donor CD45.2<sup>+</sup> Tregs and host CD45.1<sup>+</sup> Tregs in the indicated tissues after transfer. Lymphocytes were gated on live singlets, CD4<sup>+</sup> FOXP3<sup>+</sup> cells. Data are plotted as mean  $\pm$  SD and pooled from 2 experiments of n = 3 and n = 6. Indicated means were compared with 2-way ANOVA with Sidak's multiple comparisons test, ns p > 0.05, \* p < 0.05. Abbreviations: VAT: visceral adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

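RNA was measured in Tregs sorted from blood, spleen, lungs, VAT, colon and skin of 5 male Foxp3-YFP-cre mice. The 14 groups were ST2+ CD44hi and ST2- CD44hi Tregs of all 6 tissues and ST2- CD44lo CD62L+ Tregs of spleen and lungs. The authors trimmed 58-base single reads for quality and adapters, aligned them with STAR to GRCm38 with an Ensembl annotation, and counted reads per gene with HTSeq-count. The deposited table holds these raw counts per gene and library, with no scaling and no gene filter. The counting mode, strand setting and handling of reads with the same start are not given in the sources used here. All 70 libraries have a column, and 0 columns of values were left unused.

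The table names 53465 gene IDs, of which 53274 were found in the GENCODE M21 annotation (Ensembl release 96, GRCm38) and 21865 were protein-coding. Libraries with fewer than 1000000 counts were left out, which removed 3 and left 67, the number the paper keeps. Percent aligned and CV of coverage were not used here. Protein-coding genes with at least 1 CPM in at least 10% of the kept libraries were tested, 13173 in all. A kept library of 2039002 counts, the median, holds about 2 counts of a gene at 1 CPM, so differences of genes near that level are imprecise. Detected genes numbered 11877 to 19119 per kept library.

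Counts were scaled with TMM factors and fitted with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with 1 term per group and without a term for mouse. DEGs had a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05 over the tested genes. ST2+ was compared with ST2- CD44hi within each tissue. Tissues were compared separately in ST2+ and ST2- CD44hi Tregs, and tissue-specific DEGs differed in 1 direction from all 5 other tissues in both. The interaction of tissue and ST2 was tested over the 6 tissues together. PCA, Spearman's rho, intraclass correlations and variance shares used log2 CPM with a prior count of 2, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. Permutation tests used 100000 draws, or all divisions of the libraries where those were fewer. Variance shares were compared with 100 shuffles and rank correlations of library pairs with 10000.

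Real comparisons were set beside 24 random splits of each kind. In 1 kind the libraries of a tissue were divided freely and no division was repeated, in another the ST2+ and ST2- libraries of a mouse were swapped, and in the last the tissue labels were shuffled within mice.

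Libraries of 1 mouse share their number in the labels because they come from 1 animal. In 27 pairs of ST2+ and ST2- CD44hi libraries of the same tissue and mouse, deviations from the group means correlated with a mean r of 0.100 over 7597 genes (lowest 0.00535, above 0.1 in 10 pairs). Between different mice the mean r was -0.0237.

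The alternatives set beforehand were DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, each mouse as a replicate block in edgeR and in limma, median-of-ratios factors, and other gene filters. The filters were none (18536 genes), 1 CPM in 50% of libraries (10400 genes) and all gene types (17573 genes). Further alternatives were all 70 libraries, 2-group fits, glmTreat with a 1.5-fold minimum, the number of sorted cells as a covariate, and leaving out each mouse. PCA was repeated without scaling, with the 500 most variable genes, with a prior count of 5 and with CD44hi libraries only. After the values were seen, 4 more were added, which were voom without quality weights, edgeR on the CD44hi libraries, voom with quality weights on the CD44hi libraries, and voom with quality weights in 2-group fits.

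The genes named in the text followed a rule. They were the genes the paper names in its RNAseq results with the 14 receptors of its chemokine receptor figure, and the 3 DEGs with the smallest adjusted p in each direction per tissue. They also included the 3 tissue-specific genes in each direction with the smallest maximum of adjusted p, genes of fixed marker lists, and transcripts of the proteins the paper stained. The paper's supplementary values had been seen when the rule was set. Of the top tissue-specific genes, those with the clearest values are printed. Some genes that the rule selects are not reported here.

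The methods were tested on simulated counts with 200 genes changed 2 to 4 fold in each comparison. edgeR's quasi-likelihood test recovered 32.5% to 46.5% of them per tissue, with 1 to 5 false calls. With quality weights, voom made 65 false calls in colon, 28 in skin and 8 to 13 in each other tissue, and DESeq2 made 14 to 44 per tissue.

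Labels were checked against sex and T cell genes. Xist had counts in 6 of the 67 kept libraries, with at most 14, and the 4 Y genes had counts in all 67. Foxp3 was at 105 to 414 CPM in every library and Cd8a had counts in 2. No pair of libraries within a group held the same counts (129 pairs). KEGG gene sets were not used here, and flow cytometry and transfer experiments were not analysed here.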

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

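Single libraries stood out by their distance from the other libraries of their group. Of 248 groups of values, 16 were past the limit, and chance alone gives about 1 in 20, or 12.4.

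Total counts were 488666 in blood ST2+ of mouse 1, against 1807002 to 2249479 in the other libraries of the group. This library was sorted from 66 cells per its label and was left out. Colon ST2- of mouse 4 had 2338195 counts, against 1592181 to 1788397. VAT ST2- of mouse 2 had 11877 detected genes, against 14453 to 15273, and 93 labelled cells. The VAT ST2+ library of this mouse also had the fewest genes of its group (12232, against 13588 to 14618), with 220 labelled cells. Over the blood ST2+ and VAT ST2- libraries, genes at equal depth rose with labelled cells (r 0.726, permutation p 0.035, n = 9), but not without the 2 farthest libraries (r 0.00897). Whether few cells or the mouse lowered the genes stayed open. No biological explanation was tested for the totals.

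Sums of cell type genes stood out in some libraries. CD8 T cell genes were at 4.63 CPM in skin ST2+ of mouse 2 (27.7 to 45.2 in the others), B cell genes at 1232 CPM in colon ST2- of mouse 3 (1110 to 1138), and macrophage genes at 329 CPM in spleen ST2- of mouse 1 (379 to 388). Macrophage genes were at 808 CPM in colon ST2- of mouse 2 (388 to 460). Dendritic cell genes were at 425 CPM in blood ST2+ of mouse 5 (205 to 231) and 172 CPM in spleen ST2- of mouse 5 (231 to 247). Epithelial genes were at 46.5 CPM in spleen ST2- of mouse 2 (74.6 to 90.0). Keratinocyte genes were at 2181 CPM in skin ST2+ of mouse 3 (261 to 403), melanocyte genes at 16.5 CPM in spleen CD44lo CD62L+ of mouse 4 (22.7 to 25.0), and red cell genes at 15.0 CPM in VAT ST2- of mouse 3 (0 to 1.07). The red cell value came from a mouse with Hba-a1 in all libraries and little beta-globin (0.0233 per alpha-globin outside blood), so red cells are excluded for it. For the other high values, a few cells of another type or their RNA were not separated by a test from a difference between mice. Added cells cannot give the values below the range of the others, and no explanation was tested for those.

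Treg identity genes were at 5511 CPM in blood ST2+ of mouse 2 (4748 to 4862), and dissociation genes at 3519 CPM in VAT ST2- of mouse 1 (5538 to 6658). Proliferation genes were at 1559.5 CPM in blood ST2+ of mouse 5 (350 to 405), and also high in its blood ST2- library (971 CPM). RNA of red cell precursors was tested as a source after the result was seen. The blood libraries of mouse 4 had red cell genes nearly as high (379 and 470 CPM, against 405 and 572 in mouse 5), but their proliferation genes were at most 388 CPM. Red cell RNA like that of mouse 4 is therefore excluded as the source. Precursors with a larger share of proliferation genes in mouse 5 are not, as mouse 4 does not set that share. Cycling Tregs in mouse 5 remain untested.

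Differences between tissues were found in the ST2 effect. An interaction of tissue and ST2 was called for 189 genes, and the PC1 difference between ST2+ and ST2- Tregs also differed between tissues (permutation p 0.00059, 27 pairs). Mean differences within mice were 19.7 in blood, 11.0 in spleen, 19.5 in lungs, 16.8 in VAT, 20.3 in colon and 6.25 in skin. For the 189 genes the real labels ranked 1 of 25 free splits, so chance division of the libraries can be excluded to that limit. No technical explanation of the PC1 result was tested.

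Signals were also present in data that the paper left out. The left out blood ST2+ library of mouse 1 had 391 counts of Il1rl1 (627 CPM), and the left out colon ST2+ library of mouse 5 had 19 (338 CPM), both above the 195 CPM of the highest ST2- library. The left out colon ST2+ library of mouse 2 had 1. No test showed which cells the RNA came from.

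Among 4400 tested genes outside the protein-coding class, 33 were called in blood (12 higher and 21 lower in ST2+), 2 in lungs, 41 in VAT (6 higher and 35 lower) and 1 in skin, with 0 in spleen and 0 in colon. The genes with the smallest adjusted p were Gm45778 in blood (log2 fold change -2.99), BE692007 in VAT (-2.76) and Trbv12-2 in skin (-1.57). In lungs 1700061F12Rik was at 22.2 ± 10.5 CPM in ST2+ (SD, n = 5) and had no count in ST2- Tregs (n = 5). Gm45778 is a processed pseudogene, so reads of its parent gene are a technical source that was not tested.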

How the results depend on the processing

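Alternatives were set before the values were seen unless said otherwise. Over 38 summary results, 316 of 505 alternative values kept their direction and side of the threshold, 176 moved, 6 were weaker, 1 was stronger and 6 reversed. For the paper's core genes, 640 of 726 kept their call, 46 were weaker and 40 were stronger. For the receptors by tissue these numbers were 860 of 924, with 36 weaker, 22 stronger and 6 reversed. For receptor contrasts between tissues they were 547 of 590, with 13 weaker, 10 stronger and 20 reversed. For the top genes of each tissue 182 of 198 kept their call and for tissue-specific genes 237 of 261, and the rest were weaker. The cause of a change was not tested unless one is given.

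DESeq2 called 899 DEGs in blood, 100 in spleen, 235 in lungs, 24 in colon and 104 in skin, with 5 shared by at least 5 tissues and 27 by at least 4. Cxcr5 in skin reversed to 0.038, at 1 count per population. By voom with quality weights there were 225 in spleen, 350 in lungs, 295 in colon and 55 in skin, with 7 shared by at least 5 and 36 by at least 4. It also gave 308 interaction genes and 4 lung-specific, 3 VAT-specific and 61 colon-specific genes, and 64.0% of its VAT DEGs were higher in ST2+, against 40.6% by edgeR. It reversed uncalled contrasts of blood ST2+ Tregs with skin ST2+ (Ccr3, 0.051), with skin ST2- (Ccr4, 0.093, and Ccr10, -0.60) and with colon ST2+ Tregs (Ccr10, -0.22). Fits of 2 groups called 102 in blood, 87 in spleen, 251 in lungs, 89 in VAT and 5 in skin, with 1 shared by all 6 and 4 by at least 4. With fewer libraries in a fit, the spread of other tissues no longer enters. The glmTreat test, which asks for a change beyond 1.5-fold, called 132 in blood, 11 in spleen, 26 in lungs, 121 in VAT, 3 in colon and 3 in skin, with 1 shared by all 6, 1 by at least 5 and 2 by at least 4.

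With each mouse as a replicate block, 14 genes were shared by at least 4 tissues. The block also reversed the uncalled contrasts of Ccr10 in blood ST2+ with colon ST2+ (-0.45) and skin ST2- Tregs (-0.38), added 3 core gene calls (Klrg1 in VAT 1.70, Rab4a in spleen 2.82, Il10ra in blood 0.94), added Cxcr6 in lungs against blood (1.00) and lost Hbb-bt as a blood gene (0.099). It changed no other call of a named gene. DEGs with the block numbered 582 in blood, 54 in spleen, 125 in lungs, 480 in VAT, 10 in colon and 26 in skin, and interaction genes 240. Adding the block to voom with quality weights gave 408 in blood, 173 in spleen, 325 in lungs, 487 in VAT and 281 in colon. VAT and not blood then had the most DEGs. In that fit 11 were shared by at least 5 tissues and 37 by at least 4.

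Keeping all 70 libraries gave 24 DEGs in spleen, 58 in lungs, 253 in VAT and 14 in skin, 4 shared by at least 4, 109 interaction genes, 15 spleen-specific and 0 VAT-specific genes. The intraclass correlation of tissue was 0.0369 with PC1 and 0.862 with PC2, and the ST2 difference, in SD of PC1, reversed in blood (-0.689), spleen (-0.0165), VAT (-0.0765), colon (-1.76) and skin (-0.0159) and was weaker in lungs (0.00703), with 0 tissues past the threshold. Median rho was 0.941, and from blood it was 0.963 to spleen, 0.961 to lungs, 0.941 to VAT and 0.911 to colon. Tissue held 17.5% of the variance and ST2 1.67%. The macrophage difference in colon reversed to -0.120, and uncalled contrasts of blood ST2+ Tregs reversed for Ccr4 with VAT ST2+ (0.032) and skin ST2- (0.042) and for Ccr10 with skin ST2- Tregs (-0.060). PCA on CD44hi libraries alone made the skin difference stronger (0.158 SD of PC1).

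The stricter filter left 0 lung-specific and 4 colon-specific genes and gave a median rho of 0.921 (from blood 0.957 to spleen, 0.952 to lungs, 0.921 to VAT, 0.908 to colon and 0.830 to skin). Pairs of libraries gave 0.878 (0.912, 0.904, 0.865, 0.846 and 0.819 in the same order). ST2+ Tregs alone gave 0.924 (0.955, 0.952, 0.924, 0.890 and 0.881). ST2- Tregs alone gave 0.935 (0.962, 0.961, 0.935 and, to skin, 0.870). The paper's DEGs gave 0.883 (0.947, 0.939, 0.854, 0.822 and 0.773). The share of libraries in the paper's clusters changed with linkage and distance, with 55 by complete linkage, 44 by correlation distance, 56 by the 8 genes shared here and 68 of 70 with all libraries.

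Alternatives chosen after seeing the values were voom without quality weights, which called 883 in blood, 79 in spleen, 221 in lungs, 695 in VAT, 240 in colon and 46 in skin. It gave 6 shared by at least 5, 30 by at least 4, 550 interaction genes, 2 VAT-specific and 71 colon-specific genes. On CD44hi libraries, voom with quality weights called 212 in spleen, 351 in lungs, 295 in colon and 55 in skin, with 8 shared by at least 5 and 34 by at least 4, and 4 lung-specific, 4 VAT-specific and 63 colon-specific genes. With 2 groups per fit, voom with quality weights called 179 in blood, 89 in spleen, 260 in lungs, 169 in VAT, 36 in colon and 10 in skin, with 1 shared by all 6.

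Leaving out 1 mouse gave 238 to 451 DEGs in blood, 16 to 30 in spleen, 38 to 81 in lungs, 232 to 519 in VAT, 2 to 17 in colon and 12 to 25 in skin. Shared genes were 1 to 2 in all 6 tissues, 2 in at least 5 and 3 to 8 in at least 4, and interaction genes were 40 to 136. Specific genes were 13 to 18 in blood, 13 to 25 in spleen, 1 to 2 in lungs, 0 to 3 in VAT, 3 to 14 in colon and 362 to 460 in skin. The VAT difference on PC1 was 0.324 to 0.410 SD, and 2 to 4 tissues passed the threshold. Median rho was 0.939 to 0.943, and from blood it was 0.964 to 0.969 (spleen), 0.961 to 0.966 (lungs), 0.939 to 0.943 (VAT), 0.911 to 0.924 (colon) and 0.880 to 0.887 (skin). Tissue held 29.0% to 31.3% of the variance and ST2 1.27% to 1.40%.

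Uncalled values reversed without mouse 1 for Ccr10 in skin (-0.11), Ccr8 in VAT (0.011) and, for blood ST2+ Tregs, Ccr4 against skin ST2- (0.013) and Ccr10 against skin ST2+ (0.22). Without mouse 2 they were Ccr8 in VAT (0.038), Ccr4 against skin ST2- (0.042) and Ccr10 against skin ST2+ (0.14). Without mouse 3 they were Ccr9 in VAT (0.20), Ccr3 against skin ST2+ (0.093), and Ccr10 against lung ST2+ (-0.068), colon ST2+ (-1.41) and skin ST2- Tregs (-0.56). Without mouse 4 they were Cxcr5 in skin (1.72), Ccr4 against VAT ST2+ (0.056) and Ccr10 against skin ST2+ (0.21). Without mouse 5 it was Ccr2 against colon ST2- (0.11). Without the other mice these log2 values reached 0.64 for Ccr10 in skin, -0.19 for Ccr8 and -1.55 for Ccr9 in VAT, and -1.84 for Cxcr5 in skin. In the contrasts of blood ST2+ Tregs they reached -0.21 for Ccr2 against colon ST2-, -0.42 for Ccr3 against skin ST2+, -0.13 for Ccr4 against VAT ST2+ and -0.19 for Ccr4 against skin ST2- Tregs. For Ccr10 they reached 1.14 against lung ST2+, 0.88 against colon ST2+, -1.11 against skin ST2+ and 0.78 against skin ST2- Tregs.

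Depth limits the low genes, as 4 libraries of 2039002 counts hold about 8 counts of a gene at 1 CPM.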

Differences from the paper's values

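Values of the paper come from its supplementary table of DEGs or were read by eye from its figures, and the alternatives were set before the data were examined unless said otherwise. Counts and percentages within 1.5-fold of the paper's were taken as not different, and a gap was closed when a value came within that. For correlations the limit was the jackknife standard error over mice or the rounding of the paper's value, whichever was larger.

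The paper lists 232 DEGs in spleen, 382 in lungs, 325 in colon and 57 in skin, and 42, 103, 9 and 28 were found here. For these 4 counts, voom with quality weights (225, 350, 295 and 55) differed no longer, nor did it with the replicate block (173, 325, 281 and 39), and every other alternative still differed in at least 1 tissue. DESeq2 (100, 235, 24 and 104), 2-group fits (87, 251, 12 and 5), glmTreat, other factors, other filters, all libraries, sorted cells as a covariate, the block in edgeR and leaving out a mouse did not close all 4 gaps. Chosen after seeing the values, voom with quality weights on the CD44hi libraries also closed them (212, 351, 295 and 55), and of the paper's tested DEGs it dropped 17 in spleen, 30 in lungs, 16 in colon and 3 in skin. Voom without quality weights, chosen after seeing the values, closed the gaps in colon (240) and skin (46), and voom with quality weights in 2-group fits, chosen after seeing the values, closed that in lungs (260). In blood 318 of the paper's 489 tested DEGs were called here, 38 of 227 in spleen, 98 of 376 in lungs, 269 of 436 in VAT, 9 of 270 in colon and 9 of 55 in skin.

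The paper lists 8 genes shared by at least 5 tissues and 38 shared by at least 4, and 3 and 8 were found here. Both gaps were closed by voom with quality weights (7 and 36), also with the replicate block (11 and 37), DESeq2 closed the gap for at least 4 (27), and no other alternative did. Voom without quality weights (6 and 30) and voom with quality weights on CD44hi libraries (8 and 34), both chosen after seeing the values, also closed them, the last with 60 of the paper's tested DEGs dropped in blood and 64 in VAT.

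The paper's share of DEGs unique to a tissue is 47% in spleen and 82.2% in colon, against 21.4% and 11.1% here. These gaps were closed by voom with quality weights (49.3% and 80.0%), the same with the block (39.9% and 77.9%) and by 2-group fits, that in colon also by glmTreat, and no other alternative set beforehand closed them. Voom without quality weights and both other voom settings, chosen after seeing the values, also closed them.

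On PC1 the intraclass correlation of tissue is about 0.90 in the paper's Figure S3A, read by eye, and 0.923 here. Only the analysis without mouse 5 (0.908) closed this gap. On PC2 it is about 0.93 for tissue and population in the paper's Figure S3A, read by eye, and 0.842 here, and only all 70 libraries (0.928) closed the gap. For mouse on PC2 it is about -0.08 in the paper's Figure S3A, read by eye, and -0.0659 here, and no alternative closed the gap.

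Spearman's rho in the paper's Figure 3B, read by eye, is about 0.95 between blood and VAT, about 0.90 between blood and skin, about 0.90 between spleen and skin and about 0.94 between VAT and skin. Here these were 0.945, 0.887, 0.887 and 0.935. In the paper's Figure S5B, read by eye, rho over DEGs is about 0.86 between blood and VAT, about 0.84 between blood and colon and about 0.79 between blood and skin, against 0.854, 0.822 and 0.773 here. No alternative closed these gaps.

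Tissue-specific DEGs in the paper's Figure S3D, read by eye, number about 38 in spleen, about 4 in lungs, about 6 in VAT and about 83 in colon, against 23, 2, 1 and 22 here. With quality weights, voom closed the gaps in spleen (31), lungs (4) and colon (61), the replicate block (27) and the stricter filter (26) closed that in spleen, and no alternative set beforehand closed that in VAT. On CD44hi libraries, voom with quality weights, chosen after seeing the values, closed all 4 (30, 4, 4 and 63), with the drops among DEGs given above. Voom without quality weights (3 in lungs and 71 in colon) and edgeR on CD44hi libraries (3 in lungs), both chosen after seeing the values, closed others.

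The paper states that skin had the fewest DEGs between ST2+ and ST2- Tregs, and here colon had fewest, with 9 against 28 in skin. Skin had fewest by voom with quality weights and in 2-group fits. The paper gives Rln3 among genes higher in ST2+ Tregs in all tissues, and it was called in 2 of 6 here, with positive log2 fold changes in all 6. DESeq2 called it in 5 and voom with quality weights in 4. On CD44hi libraries, voom with quality weights, chosen after seeing the values, called it in 6.

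The 11 core and cytokine receptor genes the paper names were called in 35 of 66 tests here, and Il1rl1 and Gata3 in all 6 tissues. Klrg1 was called in 3 tissues, Rab4a in 3, Lyn in 4, Ptpn13 in 3 and Tbc1d4 in 1, where the paper has all in every tissue but skin. With quality weights, voom called 51 of the 66, with Klrg1 in 5 tissues, Rab4a in 3, Lyn in 5, Ptpn13 in 5 and Tbc1d4 in 5. The paper also states that 5 receptor genes differed in many tissues, and here Il18rap was called in 1, Ccr2 in 2, Il9r in 3, Il10ra in 3 and Cxcr5 in 4. All 5 were called in 4 tissues by voom with quality weights. Lower Ccr7 in most tissues is stated in the paper, and it was called in 2 of 6 here, with a negative log2 fold change in all 6. It was called in 3 by voom with quality weights. In the paper more than 50% of DEGs were unique to a tissue outside lungs and spleen, and here this did not hold in colon. The paper states that blood and spleen ST2+ Tregs resembled ST2- Tregs of lungs, VAT and colon more than other ST2+ Tregs. Blood ST2+ Tregs were nearest to lung ST2+ Tregs here (4.08), while spleen ST2+ Tregs were nearest to VAT ST2- Tregs (3.22). For skin ST2- Tregs the paper states a closer likeness to ST2+ Tregs of skin, colon, VAT and lungs than to other ST2- Tregs. All skin ST2- libraries were in the paper's cluster here. Colon ST2- (4.78) and VAT ST2- Tregs (5.39) were nevertheless nearer to skin ST2- Tregs than VAT ST2+ Tregs (6.38) were. The paper states that blood and spleen ST2- Tregs resembled CD44lo CD62L+ Tregs more than other ST2- Tregs. Lung ST2- Tregs were nearer to blood ST2- Tregs (4.45) than CD44lo CD62L+ Tregs of lungs (4.63) or spleen (5.26) were, while ST2- Tregs of VAT (6.71), colon (7.12) and skin (9.85) were farther. All blood and spleen ST2- libraries were in the cluster of CD44lo CD62L+ libraries, as in the paper, and all lung ST2- libraries were in another. Spleen ST2- Tregs were nearer to ST2- Tregs of lungs (5.71) than to CD44lo CD62L+ Tregs of spleen (6.01) or lungs (6.78), and ST2- Tregs of VAT (6.52) were between these.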

Other observations

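Of the tests below, those of RNA from other cells in some colon libraries, dissociation, depth, sorted cells and the DEG threshold were written before the values were seen, and all others were chosen after the result was seen.

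For the DEG counts of blood, spleen, lungs, VAT, colon and skin, for the genes shared by 4, 5 and 6 tissues, for the interaction genes and for the specific genes of each tissue, the real labels ranked 1 of 25 splits. The splits were drawn freely within a tissue for ST2 and within mice for the specific genes. For the ST2 results, chance division of the libraries can be excluded as the source only to that limit. For the specific genes the rank says little, because shuffled tissue labels widen the spread within groups and make calls unlikely. Free splits of a tissue, which can mix ST2 with mouse, gave up to 136 DEGs in blood, 69 in VAT, 8 in skin, 6 in colon and 1 in spleen. Simulated counts with no ST2 difference and the spread of each tissue gave 39 false calls in blood, 40 in VAT and 16 in skin by edgeR when all 14 groups were fitted. By voom with quality weights the same counts gave 2 in blood, 8 in spleen, 1 in lungs, 0 in VAT, 41 in colon and 18 in skin.

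Blood had the most DEGs in edgeR's main fit of all groups, but 102 when only its 2 groups were fitted, fewer than lungs (251). VAT led in edgeR's fits of all groups without mouse 1 and without mouse 3. It also led by voom with quality weights and the replicate block (487 DEGs, against 408 in blood). A spread in blood above the pooled estimate could account for part of its lead, and the value of 102 fits this. With the number of sorted cells as a covariate, blood had 451 DEGs and VAT 454, so the test cannot tell whether fewer sorted cells in some blood libraries contributed.

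Voom with quality weights called 295 DEGs in colon when all groups were fitted and 36 when only the colon groups were. This is consistent with a spread for colon genes that was taken from groups in which those genes have no counts. The biological alternative, a wide ST2 difference in colon, was not separated from it with 3 ST2+ libraries.

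Macrophage genes were at 2749 ± 78.1 CPM in colon ST2+ (SD, n = 3) and 507 ± 170 CPM in colon ST2- libraries (SD, n = 5), a log2 difference of 2.49 (exact p 0.0357, the smallest possible, adjusted p 0.253 over 78 tests). The lowest kept ST2+ library was at 2662 CPM and the highest ST2- library at 808 CPM. Macrophage RNA in only some of the kept colon ST2+ libraries is therefore excluded. The left out colon ST2+ libraries were at 872 CPM (mouse 5, 49 counts) and 0 (mouse 2, 3582 counts in total). With all libraries the log2 difference was -0.120. All kept ST2+ libraries were above all ST2- libraries for 12 of 15 macrophage genes, which fits macrophages or their RNA in the colon ST2+ sort. Dendritic cell genes were at 2032 ± 69.5 against 851 ± 546 CPM. Epithelial genes differed by a log2 value of 1.75 (exact p 0.321), fibroblast genes by 1.89 (exact p 0.25) and endothelial genes by 0.05 (exact p 0.929). When the mean of 11 other cell lists was regressed out, the macrophage difference was 1.83 (exact p 0.0357, the smallest possible), so more RNA of every other cell type is excluded as its whole cause. The difference between the macrophage genes and this mean had an exact p of 0.0714, so part of the rise stays open. Epithelial genes were high in only some colon libraries of both populations, with up to 3964 CPM in ST2- and as little as 319 CPM in ST2+ libraries. The colon DEGs called by edgeR here were Il1rl1, Gata3, Cpm and Ctsc (higher) and Trib2, Agfg1, Prg4, Foxo1 and Cblb (lower). None of them is in the epithelial or fibroblast lists. For any epithelial or stromal genes in longer lists of colon DEGs, such as the paper's, RNA of such cells stayed open as a source. Those lists were not judged without the libraries with high epithelial genes. Macrophages that take up or bind ST2+ Tregs were not tested.

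Dissociation genes rose with PC1 over the 6 tissue means (r 0.887, exact p 0.0139, adjusted p 0.0208 over 6 relations, rank rho 0.943, and r 0.879 without the 2 farthest tissues). Within groups r was 0.566 (permutation p 1.0e-05, the smallest possible, rank rho 0.572, and 0.544 without the 2 farthest libraries). After the dissociation score was regressed out of every gene, tissue still had an intraclass correlation of 0.911 with PC1. The order was then blood, spleen, lungs, colon, VAT and skin. The score itself therefore does not account for the whole gradient. In the paper's methods blood and spleen were not digested with enzymes, and skin was digested longest. Such a difference in protocol does not vary within a tissue, so the regression cannot separate it from tissue. Total counts had r -0.701 over the tissue means (exact p 0.144) and -0.584 within groups, and after their removal the correlation was 0.936, which excludes depth. Dissociation genes were also higher in ST2+ than in ST2- Tregs in lungs (6602 ± 577 against 5098 ± 661 CPM) and VAT (9443 ± 1340 against 5610 ± 1238 CPM, SD, n = 5 each, exact p 0.00794 and adjusted p 0.0381 each over 24 tests).

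Many DEGs called in 1 tissue had the same sign elsewhere, as 67.9% of signs in the other tissues matched, against 51.1% for genes called nowhere. The threshold could therefore account for part of the unique genes, and the test cannot tell how many. For the 99 genes with a called interaction, the ST2 difference was not of equal size in all tissues. That does not show that a change was absent in the other tissues. Il1rl1, called in all 6 tissues, also had a called interaction (adjusted p 0.000113 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

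No gene counted more reads than it has start positions in any of the libraries (32670 genes, highest ratio 0.863 for Igkc, 51 genes above 0.5). Counts rose less than in proportion to library total as this ratio grew, with a median slope of 1.09 in the lowest class and 0.310 at a ratio of 0.3 to 0.4. This is consistent with reads of the same start being counted once before the table was deposited. The ratio was 0.744 for Ccr7, 0.732 for Tnfrsf4 and 0.230 for Il1rl1, and 91 of the 13173 tested genes were above 0.2, and differences of such genes would then be understated.

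Hba-a1 (ENSMUSG00000069919, GRCm38 chromosome 11:32283511-32284465) was at a mean of 14.6 CPM in 12 of 12 libraries of mouse 3 outside blood, and at a mean of at most 0.242 CPM in each other mouse (single libraries up to 1.41 CPM). Red cells or their RNA in mouse 3 are excluded, because beta-globin per alpha-globin was 0.0233 there and 3.16 and 3.19 in blood of mice 4 and 5. Hba-x was also present in all 12 (1.76 CPM). Hba-a1 and Hba-a2 are close paralogs, so the split of reads between them is uncertain. A variant of the alpha-globin locus in mouse 3 was not tested.

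Platelet genes were at 354 ± 127 CPM in blood ST2+ (SD, n = 4) and 130 ± 64.2 CPM in blood ST2- Tregs (SD, n = 5), with exact p 0.0159 and adjusted p 0.155. Mast cell genes in lungs were at 17.5 ± 8.49 against 1.84 ± 2.33 CPM (SD, n = 5 each, exact p 0.00794, the smallest possible, adjusted p 0.103). Proliferation genes in VAT were at 655 ± 268 against 1143 ± 229 CPM (SD, n = 5 each, exact p 0.0317, adjusted p 0.107). Central Treg genes were lower in ST2+ Tregs in spleen (-0.28), lungs (-0.78) and VAT (-1.21, exact p 0.00794 and adjusted p 0.0381 each). In blood they were at 2764 ± 361 CPM in ST2+ (SD, n = 4) and 5686 ± 649 CPM in ST2- libraries (SD, n = 5), a log2 difference of -1.04 (exact p 0.0159, the smallest possible, adjusted p 0.0635). Of the transcripts of stained proteins, Itgae was called higher in blood ST2+ Tregs (2.38), Id2 in blood (1.27) and spleen (1.22), and Cd44 in blood (0.94) and VAT (1.05). Id3, Mki67 and Foxp3 were called in no tissue.

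Proliferation genes were at most 388 CPM in the blood libraries of mouse 4. Its red cell genes were nearly as high as those of mouse 5 (379 and 470 against 405 and 572 CPM). This excludes red cell RNA like that of mouse 4 as the source of the high value of mouse 5. It does not exclude red cell precursors with a larger share of proliferation genes.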
